# Granulocyte Macrophage-Colony Stimulating Factor Produces a Splenic Subset of Monocyte-Derived Dendritic Cells That Efficiently Polarize T Helper Type 2 Cells in Response to Blood-Borne Antigen

**DOI:** 10.3389/fimmu.2021.767037

**Published:** 2022-01-03

**Authors:** Seul Hye Ryu, Hyun Soo Shin, Hye Hyeon Eum, Ji Soo Park, Wanho Choi, Hye Young Na, Hyunju In, Tae-Gyun Kim, Sejung Park, Soomin Hwang, Moah Sohn, Eun-Do Kim, Kyoung Yul Seo, Hae-Ock Lee, Min-Geol Lee, Min Kyung Chu, Chae Gyu Park

**Keywords:** allergic sensitization, dendritic cell, GM-CSF, GM-CSF receptor, monocyte-derived dendritic cell, spleen, T cell – DC interactions, Th2 cell

## Abstract

Dendritic cells (DCs) are key antigen-presenting cells that prime naive T cells and initiate adaptive immunity. Although the genetic deficiency and transgenic overexpression of granulocyte macrophage-colony stimulating factor (GM-CSF) signaling were reported to influence the homeostasis of DCs, the *in vivo* development of DC subsets following injection of GM-CSF has not been analyzed in detail. Among the treatment of mice with different hematopoietic cytokines, only GM-CSF generates a distinct subset of XCR1^-^33D1^-^ DCs which make up the majority of DCs in the spleen after three daily injections. These GM-CSF-induced DCs (GMiDCs) are distinguished from classical DCs (cDCs) in the spleen by their expression of CD115 and CD301b and by their superior ability to present blood-borne antigen and thus to stimulate CD4^+^ T cells. Unlike cDCs in the spleen, GMiDCs are exceptionally effective to polarize and expand T helper type 2 (Th2) cells and able to induce allergic sensitization in response to blood-borne antigen. Single-cell RNA sequencing analysis and adoptive cell transfer assay reveal the sequential differentiation of classical monocytes into pre-GMiDCs and GMiDCs. Interestingly, mixed bone marrow chimeric mice of *Csf2rb* ^+/+^ and *Csf2rb* ^-/-^ demonstrate that the generation of GMiDCs necessitates the *cis* expression of GM-CSF receptor. Besides the spleen, GMiDCs are generated in the CCR7-independent resident DCs of the LNs and in some peripheral tissues with GM-CSF treatment. Also, small but significant numbers of GMiDCs are generated in the spleen and other tissues during chronic allergic inflammation. Collectively, our present study identifies a splenic subset of CD115^hi^CD301b^+^ GMiDCs that possess a strong capacity to promote Th2 polarization and allergic sensitization against blood-borne antigen.

## Introduction

Dendritic cells (DCs) are critical antigen-presenting cells that can stimulate naive T cells (1). It has been recognized that classical DCs (cDCs) originate from cDC-committed precursors in the steady state, whereas DCs also derive from monocytes under inflammatory and infectious conditions (2–7). Our previous study (2) examined the development of monocyte-derived DCs (Mo-DCs) in lymphoid organs following the *in vivo* challenge with a series of ligands for toll-like receptors (TLRs). As a result, we discovered that significant numbers of Mo-DCs quickly mobilized to the lymph nodes (LNs), but not to the spleen, upon treatment with TLR4 ligands [i.e., lipopolysaccharide (LPS) and Gram-negative bacteria], but not with other TLR ligands (2). Then, we examined the role of hematopoietic cytokines related to the development of DC subsets and found that only granulocyte-macrophage colony stimulating factor (GM-CSF), but neither FMS-like tyrosine kinase 3 ligand (FLT3L) nor macrophage CSF (M-CSF), were able to induce the differentiation of DCs from splenocytes *in vitro* (8). Though the deletion of genes involved in GM-CSF signaling (9–11), the transgenic overexpression of GM-CSF (10, 12–14), and the treatment with polyethylene glycol-modified GM-CSF (15) were shown to influence the homeostasis of DCs, the *in vivo* development of DC subsets following injection of GM-CSF has not been scrutinized.

Allergen-specific CD4^+^ T helper type 2 (Th2) cells are pivotal players in causing and maintaining the allergic diseases as they specifically recognize the allergen and induce the subsequent development of allergic inflammation (16–18). DCs are essential antigen-presenting cells (APCs) that initiate immunity by stimulating and differentiating antigen-specific naive T cells (1, 19). Therefore, DCs play an important role in initiating and sustaining various immune-related diseases, such as allergies by priming Th2 cells to allergens (20, 21). Although type 2 cDCs (cDC2s) are shown to promote Th2 cell differentiation, cDC2s are also involved in the induction of other Th cells such as Th17 and follicular helper T cells (19, 22). Recently, cDC2s are further divided into anti-inflammatory and pro-inflammatory subsets in the steady state (23) and demonstrated to acquire the features of cDC1s and macrophages during inflammation and infection (24). The interaction between barrier epithelial cells and DCs is considered essential for the differentiation of Th2 cells and the initiation of allergies in the current paradigm of allergic sensitization. Allergen-stimulated barrier epithelial cells secrete pro-allergic cytokines and thus instruct DCs to polarize allergen-specific Th2 cells in the local draining LNs following activation and CCR7-dependent migration from the allergen-stimulated barrier tissues (21, 25–27). Recently, CD301b^+^ migratory DCs in the LNs are demonstrated to stimulate CD4^+^ T cells to polarize towards Th2 or Th17 cells (28, 29). However, the existence of a specialized subset of DCs in the spleen with a potent ability to systemically promote allergic sensitization has not been hypothesized previously.

Here, we set out to investigate the change of splenic DC subsets *in vivo* in response to three hematopoietic cytokines, i.e., GM-CSF, FLT3L, and M-CSF, and identified a novel CD115^hi^CD301b^+^ subset of DCs only after the treatment with GM-CSF. As compared to cDC subsets in the spleen, these GM-CSF-induced DCs (GMiDCs) were remarkably effective to polarize and expand Th2 cells against blood-borne antigen. Analysis of single-cell transcriptomics indicated that classical monocytes sequentially differentiated into pre-GMiDCs and GMiDCs in the spleen, which was verified by the adoptive transfer of classical monocytes. Interestingly, mixed bone marrow chimeric mice of *Csf2rb* ^+/+^ and *Csf2rb* ^-/-^ demonstrated that the generation of GMiDCs required the *cis* expression of GM-CSF receptor, which revealed a previously unrecognized essential role of GM-CSF in differentiation of Mo-DCs *in vivo*. Together, we discovered that a novel subset of CD115^hi^CD301b^+^ Mo-DCs mobilized to the spleen by treatment with GM-CSF and possessed a strong capacity to promote the differentiation of Th2 cells and the allergic sensitization against blood-borne antigen.

## Materials And Methods

### Mice

C57BL/6 mice were purchased from the Orient Bio (Seongnam, Korea) and C57BL/6-Tg(TcraTcrb)1100Mjb/J (OT-1), B6.Cg-Tg(TcraTcrb)425Cbn/J (OT-2), B6.SJL-*Ptprc^a^ Pepc^b^*/BoyJ (CD45.1), B6.129P2(C)-*Ccr7^tm1Rfor^* ^/^J (*Ccr7* KO), C57BL/6-*Ccr7^tm1.1Dnc^*/J (*Ccr7* ^gfp^), B6.129S1-*Csf2rb^tm1Cgb^*/J (GM-CSF receptor βc KO), B6.129S-*Csf2^tm1Mlg^*/J (GM-CSF KO), B6.129S4-*Ccr2^tm1Ifc^*/J (*Ccr2* KO), B6.129S6(C)-*Zbtb46^tm1.1Kmm^*/J (*Zbtb46*gfp), and B6.129S1-*Irf4^tm1Rdf^*/J (*Irf4* ^fl/fl^) mice from the Jackson Laboratory (Bar Harbor, ME). B6(FVB)-*Mgl2^tm1.1(HBEGF/EGFP)Aiwsk^*/J (*Mgl2*DTR) mice were a gift from Akiko Iwasaki (Yale University School of Medicine), B6.129S(C)-*Batf3^tm1Kmm^*/J (Batf3 KO) from Heung Kyu Lee (KAIST), and B6.Cg-Tg(Itgax-cre)1-1Reiz/J (*Itgax*-cre) from Hyoung-Pyo Kim (Yonsei University College of Medicine). Mice were bred and maintained at specific pathogen free facilities of the Department of Laboratory Animal Resources in the Yonsei University College of Medicine. All mice were used between 8 and 12 weeks of age. Experiments were performed with sex and age matched mice in accordance with the guidelines and protocols approved by the Institutional Animal Care and Use Committees of the Yonsei University College of Medicine (approval numbers 2016-0040, 2017-0001, 2019-0024, 2020-0003).

### Treatment With Hematopoietic Cytokines

Mice were subcutaneously injected once-daily with 10 μg of mouse M-CSF, FLT3L or GM-CSF. Cells were isolated and analyzed at 24 hours after the last injection of the respective cytokines. Mouse cytokines were provided from JW CreaGene (Seongnam, Korea) or produced in house as described previously (30–32).

### Cellular Preparation

Spleen, LNs, ear skin, intestine, and BM were harvested from mice after euthanizing with CO2, unless indicated otherwise. For the spleen, erythrocytes were lysed by RBC lysis buffer (BioLegend, San Diego, CA). Single cell suspensions of the spleen and LNs were prepared by grinding up with 100 μm cell strainers and syringe plungers. For the BM, tibia and femurs were flushed with DPBS (GE Healthcare Life Sciences, Logan, UT) and the extracted marrow was resuspended and filtered with a 100 μm cell strainer. For the preparation of single cell suspensions from the lamina propria, mesenteric lymph nodes and Peyer’s patches were removed from the intestine. Dissected intestines were placed in cold DMEM containing 5% fetal bovine serum (FBS, Gibco), opened longitudinally to remove fecal contents, and further incubated at 37°C in 25 ml of extraction media containing 1 mM EDTA and 1.4% FBS in DMEM with stirring at 250 rpm for 15 minutes. Then, intestines were washed with cold DMEM containing 5% FBS and intestinal mucus was removed by rolling over dry paper towel. After cut into small pieces, intestinal tissues were enzymatically digested with stirring in 25 ml of DMEM containing 1 mg/ml of collagenase IV (Gibco), 500 μg/ml of dispase II (Sigma-Aldrich), 50 μg/ml of DNase (Roche), and 1% FBS (Gibco) at 37°C for 30 minutes. Then, single cell suspension was passed through a 100 µm cell strainer and washed with cold DMEM containing 5% FBS (Gibco) twice. For the ear skin, ventral side and dorsal side of ear were separated mechanically. In DMEM containing 5% of FBS (Gibco) and 2 mg/ml of dispase II (Sigma), each side of the ear were floated and incubated in 37°C for 40 minutes. After incubation, epidermis was peeled off from dermis. Epidermis and dermis were chopped into 3 to 4 mm^2^ size and incubated in DMEM containing 5% FBS (Gibco), 1 mg/ml of collagenase D (Gibco) and 0.1 mg/ml of DNase I (Roche) at 37°C for 100 minutes, followed by passing through a 100 µm cell strainer. For the harvest of BALF, lung, and mediastinal LN preparation, mice were euthanized by intraperitoneal injection of a mixture of 6.25 mg tiletamine and zolazepam (Zoletil^®^ 50, Virbac, Carros, France) and 0.58 mg xylazine hydrochloride (Rompun^®^, Bayer, Leverkusen, Germany) per mouse. BALF was collected with 1 ml HBSS (Gibco) without calcium and magnesium. Before the harvest of lung tissues, mice were perfused gently with a syringe containing of HBSS. After mincing with a razor blade, lung tissues were incubated in 1 mg/ml collagenase type IV (Gibco) or collagenase D (Roche, Basel, Swiss) at 37°C for 40 minutes, followed by treatment in 20 mM EDTA for 5 minutes. Then, single cell suspensions were prepared by homogenizing lung tissues with 100 μm cell strainers and syringe plungers and subjected to lysis of erythrocytes with RBC lysis buffer, before wash and resuspension in HBSS (33).

### Flow Cytometry

Single cell suspensions were incubated in the culture supernatant of Fc receptor blocking 2.4G2 hybridoma cells for 20 minutes at 4°C followed by wash with FACS buffer composed of DPBS containing 2% FBS (Avantor, Radnor, PA), 0.1% sodium azide, and 2 mM EDTA. Then, cells were incubated with appropriate cocktails of fluorochrome- and/or biotin-conjugated monoclonal antibodies (**Supplementary Table 1**) in 96-well v-bottom plate at 4°C for 30 minutes. For intracellular staining, cells were first stimulated with PMA (12 nM), ionomycin (1 μM), and Brefeldin A (5 μg/ml) at 37°C for 4 hours. Then, the stimulated cells were incubated with 2.4G2 and conjugated monoclonal antibodies for surface staining as above, followed by fixation, permeabilization, and intracellular staining with conjugated monoclonal antibodies according to the manufacturer’s instructions (Fixation buffer/Intracellular staining permeabilization wash buffer, BioLegend). Multiparameter analysis of each sample was performed on FACSVerse™ and LSRFortessa™ flow cytometers (BD Biosciences, San Jose, CA) and flow cytometric isolation of cells was performed on a BD FACSAria™ II cell sorter (BD Biosciences) at the Flow Cytometry Core Facility of the Yonsei University College of Medicine. Collected data were analyzed with FlowJo software (BD Biosciences).

### Microscopic Analysis

To visualize the morphology of individual cells, splenocytes were sorted on a BD FACSAria™ II cell sorter through 85 μm nozzle. Each sorted population of 1 to 2×10^5^ cells was cultured in DMC7 medium (30) composed of DMEM containing L-glutamine, high glucose, and pyruvate (GE Healthcare Life Sciences) supplemented with 7% FBS, 1× non-essential amino acids (GE Healthcare Life Sciences), and 1× antibiotic-antimycotic (GE Healthcare Life Sciences) on a well of 96-well flat-bottom cell culture plate overnight. Then, cellular morphology was analyzed by eclipse TS100 (Nikon, Tokyo, Japan) and IX73 (Olympus, Tokyo, Japan) fluorescent inverted microscopes. For histological staining, fresh tissues were embedded in optimum cutting temperature (OCT) compound (Sakura Finetek USA, Torrance, CA) and were frozen on dry ice with 2-methylbutane. Then, 10 μm thick sections were cut on a cryostat and collected on microslides (Muto Pure Chemicals, Tokyo, Japan). Each section was fixed in absolute acetone for 15 minutes and then allowed to dry for at least 5 minutes. Endogenous peroxidases were blocked by immersing tissue sections into 0.3% hydrogen peroxide solution. Before staining, slides were blocked with 10% normal goat serum for 2 hours and M.O.M.^®^ (Mouse on Mouse) blocking reagent (Vector Laboratories, Burlingame, CA) at room temperature for 1 hour. Primary antibody staining was performed at room temperature for 2 hours or at 4°C overnight, followed by staining with fluorochrome-conjugated antibodies at room temperature for 1 hour. For some cases, after staining sections with horseradish peroxidase (HRP)-conjugated antibody, tyramide signal amplification (TSA) kit (Thermo Fisher Scientific) was used according to the manufacturer’s instructions, and then the sections were stained with fluorochrome-conjugated antibodies at room temperature for 2 hours. After mounting with Dako fluorescence mounting medium (Dako, Santa Clara, CA), images were acquired with an LSM700 confocal microscope (Zeiss, Oberkochen, Germany) at the Yonsei Advanced Imaging Center in cooperation with Carl Zeiss Microscopy of the Yonsei University College of Medicine.

### T Cell Proliferation Assay

APCs were prepared from the spleens at 1 hour after the intravenous injections of 0.5 to 3.5 mg ovalbumin (OVA, Grade V, Sigma-Aldrich, St. Louis, MO). Single cell suspensions were prepared from the respective tissues as described above, stained with suitable antibodies, and sorted according to the appropriate gating strategies. Splenocytes from OT-1 or OT-2 transgenic mice were enriched for naive T cells by magnetic depletion using a mixture of biotinylated antibodies against CD19, CD11b, NK1.1, CD25, CD44, F4/80, MHC II, and CD4 (for CD8^+^ OT-1) or CD8 (for CD4^+^ OT-2) and Dynabeads™ Biotin Binder (Thermo Fisher Scientific). Enriched T cells were labeled with 5 mM reagent from CellTrace™ CFSE cell proliferation kit (Thermo Fisher Scientific) or CellTrace™ Violet cell proliferation kit (Thermo Fisher Scientific) at 37°C for 10 minutes, washed, and counted. Enriched and labeled 5×10^4^ naive T cells and graded doses of purified APCs were co-cultured in 96-well round-bottom tissue culture plates with DMC7 medium supplemented with 57.2 μM 2-mercaptoethanol (Sigma-Aldrich). Proliferated T cells were assessed by flow cytometry at 3 to 5 days after culture (34).

### Th Cell Polarization Assay

OT-2 T cells and OVA-loaded APCs were prepared as above. Naive OT-2 T cells (5×10^4^) and purified OVA-loaded antigen-presenting cells (1×10^4^) were co-cultured in 96-well round-bottom tissue culture plates under the control (medium alone) or Th polarizing conditions (23) as follows: Th1 with 10 ng/ml IL-12 (BioLegend) and 5 μg/ml anti-IL-4 (BioLegend); Th2 with 10 ng/ml IL-2 (BioLegend), 10 ng/ml IL-4 (BioLegend), and 5 μg/ml anti-IFN-γ (BioLegend); Th17: 2 ng/ml TGF-β (Peprotech, Rocky Hill, NJ), 10 ng/ml IL-1β (BioLegend), 20 ng/ml IL-6 (BioLegend), 5 μg/ml anti-IFN-γ, and 5 μg/ml anti-IL-4. Intracellular staining of Th cytokines IFN-γ (Th1), IL-4 (Th2), and IL-17A (Th17) were performed by flow cytometry following stimulation with PMA, ionomycin, and brefeldin A at 3 to 5 days after culture.

### Antigen Uptake Assay

Mice were sacrificed 1 hour after the intravenous injection of 200 μg FITC-OVA (Thermo Fisher Scientific). Then, single suspension of the spleen was prepared and stained with appropriate cocktails of fluorochrome-conjugated monoclonal antibodies for flow cytometric analysis.

### RNA Sequencing Analysis

Splenocytes were stained and sorted according to the suitable gating strategy from steady-state or GM-CSF-treated mice. For each population, total RNA was extracted by MiniBEST universal RNA extraction kit (TaKaRa Bio, Shiga, Japan) from at least 1×10^5^ sorted cells. Subsequent RNA-sequencing (RNA-seq) procedures were carried out by Macrogen (Seoul, Korea) as follows. Reverse transcription of mRNA and generation of cDNA libraries were carried out with SMARTer Ultra low input RNA library kit and sequenced with Illumina NovaSeq. The raw reads from the sequencer were preprocessed to remove low quality and adapter sequence before analysis to align the processed reads to the *Mus musculus (mm10)* using HISAT v2.1.0 (35). HISAT utilized two types of indexes for alignment (a global, whole-genome index and tens of thousands of small local indexes). These two types’ indexes were constructed using the same BWT (Burrows–Wheeler transform) a graph FM index (GFM) as Bowtie2 (36). After alignment, StringTie v1.3.4d (37, 38) was used to provide the relative abundance estimates as read count values of transcript and gene expressed in each sample and transcript assembly of known transcripts, novel transcripts, and alternative splicing transcripts. Multidimensional scaling method was used to visualize the similarities among samples. The larger the dissimilarity between two samples, the further apart the points representing the experiments in the picture should be. We applied to the Euclidean distance as the measure of the dissimilarity. Hierarchical clustering analysis also was performed using complete linkage and Euclidean distance as a measure of similarity to display the expression patterns of differentially expressed transcripts which are satisfied with |fold change| ≥ 2. All data analysis and visualization of differentially expressed genes was conducted using R 3.5.1 (https://www.r-project.org). Hierarchical clustering was performed with Morpheus (https://software.broadinstitute.org/morpheus/) and Venn diagram analysis was performed in (http://www.interactivenn.net/) (39). Ternary plot analysis was performed using ‘ggtern’ (40).

### Adoptive Cell Transfer

Single cell suspensions of splenocytes or BM from steady-state or GM-CSF-treated mice were labeled with CFSE followed by flow cytometric sorting. Each population of 1 to 2×10^6^ cells was intravenously injected into each recipient treated subcutaneously with GM-CSF. In the case of T cell proliferation *in vivo*, mice were treated with 3 once-daily injections of control DPBS or GM-CSF, followed by the adoptive transfer of CFSE-labeled naive CD4^+^CD25^-^CD44^-^ T cells and the intravenous injection of 100 μg OVA. For the depletion of GMiDCs, 500 ng of diphtheria toxin (DT, Sigma-Aldrich) was injected intraperitoneally to *Mgl2* ^+/+^ and *Mgl2* ^DTR/+^ mice in parallel with the subcutaneous injection of 10 μg GM-CSF. For allergic airway inflammation, donor mice were treated with 3 once-daily subcutaneous injections of 10 μg GM-CSF prior to injecting 500 μg of soluble OVA intravenous for 1 hour and harvesting the spleen. Flow cytometrically sorted subsets of 5×10^5^ splenocytes were adoptively transferred intravenously into recipient mice treated with one subcutaneous injection of 10 μg GM-CSF.

### Allergic Airway Inflammation

C57BL/6 mice were sensitized by one intravenous injection of 50 or 100 μg soluble OVA with or without once-daily subcutaneous injection of 10 μg GM-CSF for 3 or 5 days. From 10 days after sensitization, the mice were intranasally challenged with 50 or 100 µg of OVA once-daily for five days. The mice were sacrificed for analysis at 24 hours after the final intranasal challenge. For the depletion of GMiDCs during sensitization, 500 ng of DT (Sigma-Aldrich) was injected intraperitoneally to *Mgl2* ^+/+^ and *Mgl2* ^DTR/+^ mice in parallel with subcutaneous injection of 10 μg GM-CSF. For *Alternaria*-induced allergic airway inflammation, C57BL/6 mice were intranasally treated once-daily with 5 µg protein of *Alternaria* extract (Greer, Cambridge, MA) for up to 12 days. The mice were sacrificed for analysis at 24 hours after the final intranasal treatment with *Alternaria* extract.

### Mixed BM Chimeric Mice

CD45.1 *Csf2rb* ^+/+^ or CD45.2 *Csf2rb* ^-/-^ recipient mice were lethally irradiated (8 Gy total body irradiation twice in four hours interval) and adoptively transferred intravenously with 6×10^6^ cells containing an equal mixture of BM cells from CD45.1 *Csf2rb* ^+/+^ and CD45.2 *Csf2rb* ^-/-^ mice. Mice were maintained with supply of water containing antibiotics for at least 6 weeks before the experiments started.

### Generation and Processing of CITE-Seq Data

FACS sorted CD11b^+^ splenocytes were loaded into the Chromium system (10x Genomics, Pleasanton, CA) targeting 7,000 cells per sample. The cDNA libraries for mRNA were generated using Chromium Single Cell 3’ v3 Reagent Kits according to the manufacturer’s instructions. Following the CITE-seq protocol (41), ADT PCR additive primers were added to cDNA PCR and the ADT libraries were generated separately from the mRNA’s. Constructed mRNA and ADT libraries were sequenced together on a HiSeq2500 system (Illumina) targeting 15,000 cDNA reads and 5,000 ADT reads per cell using the 100 base-pair paired end mode. CITE-seq data of the mRNA fraction and the ADT fraction were processed using the CellRanger-3.0.2 pipeline (10x Genomics) with a mouse reference genome (*mm10*) and the CITE-seq-Count-1.4.2, respectively. The filtered gene expression matrix from the CellRanger and the ADT count matrix from the CITE-seq-Count were analyzed together by the ‘Seurat’ R package v3.6.0 (42). Before the downstream analysis, we excluded low quality cells with nFeature_RNA < 200, nFeature_RNA > 5,000, or mitochondrial gene expression > 15%. For the remaining cells and genes, the UMI count matrix was log-normalized and then the variable 2,000 genes were selected using ‘vst’ method in each sample. Using these variable genes, control and GM-CSF-treated data were integrated by anchor-based method in Seurat v3.

### CITE-Seq Data Analysis

Integrated data was scaled across total 11,631 cells and then PCA, clustering, and UMAP analyses were performed. Differentially expressed genes (DEGs) of each cluster were selected by the Seurat FindAllMarkers function. The cell types were defined by cluster-based cell type marker gene expression. After excluding clusters for the lineage cell types of T cells, B cells, granulocytes, neutrophils, and cDCs, the remaining clusters 1, 2, 4, and 5 which show assorted features of monocytes, macrophages, and dendritic cells and cluster 6 expressing the progenitor DC markers were named MoMacDC or Focus bundle. A total 6,075 cells of Focus bundle were re-scaled, and further analyses including PCA, clustering, and UMAP were performed. Cell cycle phase scores (S.score and G2M.score) of each cell were evaluated using the Seurat CellCycleScoring function. The ‘cc.genes’ from the Seurat package consisting of human S phase markers and G2/M phase markers was converted into mouse homolog genes. The 38 of 43 S phase markers and 51 of 54 G2/M phase markers were used in the analysis (https://github.com/satijalab/seurat/issues/462). 

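All 43 S phase and 54 G2/M phase gene names, written as mouse genes, were present in the table of 27,998 genes. The phases deposited with the cells were used for the values given for cell cycling, and the phases were also scored again here with all of these genes.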

In single cell sequencing data, Clusters I, II, III, and IV were identified by *in-silico* gating based on ADT expression mirroring the FACS gating strategy. The ADT count matrix was CLR-normalized and scaled before gating. To compare CD115^hi^ cells with cDC2 and macrophages, cDC2 and macrophages were collected from those other than Focus bundle cells in the scRNA-seq data. A total of 92 cDC2 cells and 29 macrophages were identified by CD11c^+^ MHC II^+^ 33D1^+^ CD172a^+^ (relative expression value of *Itgax* > 0, *H2-Aa* > 2.5, *Clec4a4* > 0, and *Sirpa* > 0) and F4/80^+^ C1q^+^ (*Adgre1* > 1.5 and *C1qa* > 2), respectively. 

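The cutoffs were applied here to log-normalized counts of the 11,631 cells. The macrophage cutoffs were met by 29 cells, 28 of them outside the Focus bundle. The cDC2 cutoffs were met by 93 cells, 1 outside the Focus bundle and 92 inside it, and 74 of the 93 lay in the cluster named progenitor DC.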

In **Supplementary Figure 27**, the cells with a relative expression value of *Cd209a* > 0 were defined as CD209a^+^. Signature genes for Th2 polarization (43–45) and antigen uptake (43) were compared.

### Pseudotime and RNA Velocity of Focus Bundle

We utilized the pseudotime (46) and RNA velocity (47) to show the differentiation paths and changes in cellular state of Focus bundle cells. Pseudotime of Focus bundle cells was estimated by the R package ‘Monocle3’ v0.2.1. Trajectory graph for pseudotime estimation was learned from the UMAP embeddings of RNA-seq expression data, and the other steps were processed with the default option. Based-on the RNA expression analysis, we assigned the progenitor-like cells (cluster 9) as the starting point for the pseudotime. Following the velocyto pipeline (47), we estimated the RNA velocity in each cell. While running ‘velocyto run’ function in velocyto.py, a barcode list of the Focus bundle cells was applied with -b option, and the mm10-rmsk.gtf (Dec. 2011 version) downloaded from UCSC genome browser (https://genome.ucsc.edu/) was used with -*m* option to mask expressed repetitive elements. Counted spliced, unspliced, and ambiguous matrices were loaded into R and converted to the Seurat object using R package ‘Seurat’ and ‘SeuratWrappers’. We merged control and GM-treated data and then performed SCTransform in Seurat v3 using the spliced matrix to remove batch effect before running PCA and UMAP. RunVelocity function in R package ‘velocyto.R (version 0.6)’ was used to calculate the velocity of each cell. We set deltaT = 1, kCells = 25, and fit.quantile = 0.02 as options for RunVelocity. The velocity values were projected onto the UMAP embedding from the RNA-seq analysis.

### Statistical Analysis

Data in all experiments were analyzed with one-way or two-way ANOVA and Student’s *t*-test. Statistical analysis was performed with Prism (GraphPad Software, La Jolla, CA).

### Data Availability

All the sequencing data generated during the course of our study have been deposited and are available at the Gene Expression Omnibus (GEO) database under the accession numbers GSE157945 and GSE158200. All other data and materials supporting the findings in this report are available from the corresponding author upon request. Source data are provided with this paper.

## Results

### GM-CSF Treatment Generates a Novel Subset of Splenocytes in the DC Gate

We investigated the change of splenic DC subsets following injection of 3 different hematopoietic cytokines (i.e., FLT3L, M-CSF, or GM-CSF). In the steady state, splenic DCs exist as two main subsets, cDC1s and cDC2s, primarily defined by surface markers (6, 48, 49). Key surface markers for splenic cDC1s include CD8α, CD205, and XCR1; those for splenic cDC2s are CD172a, 33D1 (DCIR2 or Clec4A4), and CD11b (**Supplementary Figure 1**). Once-daily injections of GM-CSF increased splenocyte numbers in the CD11c^hi^MHC II^+^ DCs gate more quickly than those of FLT3L, whereas M-CSF treatment caused no change (**Figure 1A**). Among the C57BL/6 mice injected once daily with 3 different cytokines, only those treated with GM-CSF produced a new subset of XCR1^-^33D1^-^ splenocytes within the splenic DC gate (**Figures 1B, C**, and **Supplementary Figures 1, 2**). These XCR1^-^33D1^-^ DCs were tentatively named as DC-Xs in comparison to XCR1^+^33D1^-^ cDC1s and XCR1^-^33D1^+^ cDC2s. Evidently, 3 once-daily injections of more than 10 µg of GM-CSF per mouse fully mobilized DC-Xs to become the dominant DCs in the spleen (**Figure 1D**). After one injection of GM-CSF, DC-Xs accumulated to peak at 24 hours and quickly vanished in 36 to 48 hours (**Figure 1E** and **Supplementary Figure 3A**). Meanwhile, the largely accumulated DC-Xs similarly disappeared within 3 days following cessation of the 3 once-daily injections of 10 µg GM-CSF (**Figure 1F** and **Supplementary Figure 3B**).

**Figure 1:**
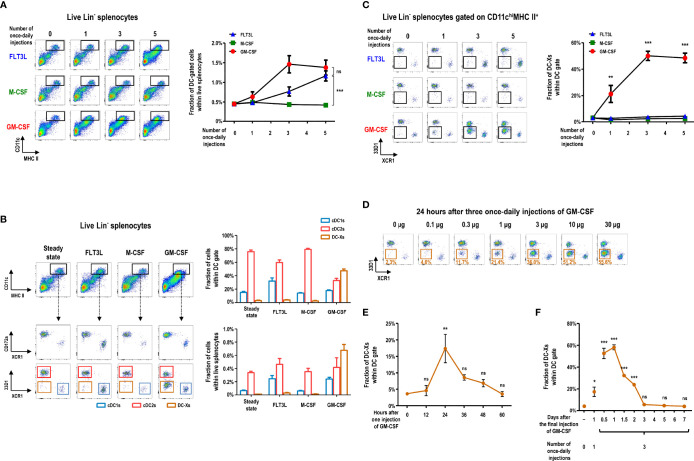
GM-CSF treatment generates a new subset of DCs in the spleen. **(A)** Changes in lineage (Lin)^-^ splenocytes within CD11c^hi^MHC II^+^ DC gate are analyzed at 24 hours after different numbers of once-daily injections of 10 μg of the respective cytokines. Lin^-^ cells exclude CD3^+^, CD19^+^, Ly6G^+^, and TER119^+^ cells. Data are shown in mean ± SEM (n = 3 to 7 mice for each condition). **(B)** Fractions of Lin^-^ splenocyte subsets within DC gate at 24 hours after 3 once-daily injections of the respective cytokines. Data are shown in mean ± SEM (n = 7 mice for each condition). **(C)** Changes in the fraction of splenocytes within XCR1^-^33D1^-^ DC-X gate at 24 hours after different numbers of once-daily injections of the respective cytokines. Data are shown in mean ± SEM (n = 3 to 7 mice for each condition). **(D)** Fraction of splenic DC-Xs within DC gate at 24 hours after 3 once-daily injections of graded doses of GM-CSF. Representative flow cytograms (n = 2 mice for each condition). **(E, F)** Kinetic changes of splenic DC-Xs after 1 injection **(E)** and 3 once-daily injections **(F)** of 10 μg of GM-CSF. Data are shown in mean ± SEM (n = 3 mice for each condition). *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001; ns, not significant; one-way **(E, F)** or two-way **(A, C)** ANOVA test.

### GM-CSF-Induced XCR1^-^33D1^-^ DCs in the Spleen Are Superior to Stimulate CD4^+^ T Cells in Response to Blood-Borne Antigen

We isolated each subset of DCs from the spleen of GM-CSF-treated mice and verified that they all exhibited non-adherent clustering and probing morphology of typical DCs (**Figure 2A**). To evaluate the functional capacity of DCs to prime and expand naive T cells, ovalbumin (OVA)-specific TCR transgenic T cells (i.e., CD8^+^ OT-1 and CD4^+^ OT-2) were used as responders; splenic cDCs and DC-Xs were sorted from the GM-CSF-treated mice and compared. In the co-cultures of graded doses of each splenic DC subset with OVA and naive OT-1 or OT-2 T cells, DC-Xs were inferior to cDC1s and/or cDC2s such that cDC1s were superior APCs for OT-1 T cells and cDC2s for OT-2 T cells (**Supplementary Figures 4A, B**).

**Figure 2:**
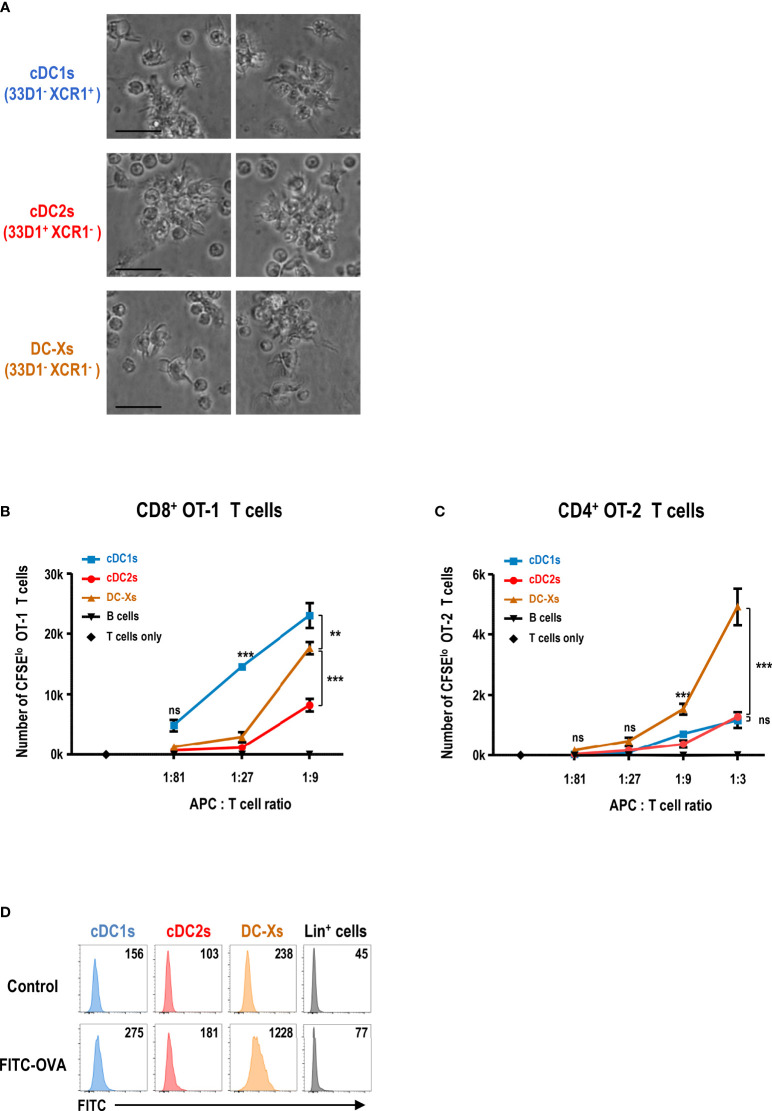
GM-CSF-induced splenic DCs efficiently stimulate CD4^+^ T cells in response to blood-borne antigen. **(A)** Morphologies of splenic DC subsets isolated from GM-CSF-treated mice and cultured overnight (magnification, 400×; scale bars, 25 μm). Representative images (n = 2 mice). **(B, C)** Antigen presentation by splenic DC subsets and CD19^+^ B cells isolated from GM-CSF-treated mice at 1 hour after the intravenous injection of OVA. Proliferation of CFSE-labeled naive CD8^+^ OT-1 **(B)** and CD4^+^ OT-2 **(C)** T cells following culture with graded doses of different antigen-presenting cells (APCs). Data are shown in mean ± SEM (n = 3 or 4 replicates) from 2 **(B)** and 4 **(C)** independent experiments. **(D)** Uptake of blood-borne FITC-OVA by splenic DC subsets at 1 hour after the intravenous injection of control DPBS or FITC-OVA into GM-CSF-treated mice. Mean fluorescence intensity (MFI) of FITC signal is denoted. Lin^+^ cells include CD3^+^, CD19^+^, Ly6G^+^, and TER119^+^ cells. Representative flow cytograms (n = 3 mice for each condition). **p ≤ 0.01; ***p ≤ 0.001; ns, not significant; two-way ANOVA test **(B, C)**.

Because the spleen is the body’s largest secondary lymphoid organ and filter for blood-borne antigens (49, 50), we administered soluble OVA intravenously to the GM-CSF-treated mice. After 1 hour, we isolated splenic DC subsets and co-cultured with naive OT-1 or OT-2 T cells. Surprisingly, when the blood-borne antigen was delivered to the spleen, DC-Xs were far superior to cDC1s and cDC2s in stimulating naive OT-2 T cells (**Figure 2C** and **Supplementary Figure 5B**). Besides, the ability of DC-Xs to stimulate naive OT-1 T cells also improved significantly, although cDC1s were still better APCs for OT-1 T cells (**Figure 2B** and **Supplementary Figure 5A**). Next, we assessed the capacity of each splenic DC subset to take up blood-borne antigens by injecting fluorescein isothiocyanate-labeled OVA (FITC-OVA) intravenously. The result showed that DC-Xs were clearly superior to cDC1s and cDC2s in taking up blood-borne FITC-OVA (**Figure 2D**), suggesting that the greater ability of DC-Xs to present blood-borne OVA to OT-2 T cells was in part due to their superior capacity to take up blood-borne antigens.

### GM-CSF-Induced DCs Are a Subset of Splenocytes Expressing High Levels of CD115

We compared the global gene expression profiles of bulk DC subsets sorted from the spleens of control and GM-CSF-conditioned mice. Principal components analysis (PCA) of the transcriptomes indicated that the clusters of cDC1s were located close to each other; so were those of cDC2s (**Figure 3A**). Meanwhile, DC-Xs clustered between cDC1s and cDC2s from the spleen of GM-CSF-treated mice. Hierarchical cluster analysis (HCA) of the transcriptomes also resulted in similar outcomes (**Supplementary Figure 6A**). The expression of various transcription factor genes associated with DC development, such as *Batf3*, *Id2*, *Irf4*, *Irf8*, *Spi1* (PU.1), *Zbtb46*, etc., were augmented in DC-Xs as similarly as in cDC1s and/or cDC2s, while a number of genes related to monocytes and/or Mo-DCs, such as *Cd14*, *Fcgr3* (CD16), *Fcgr2b* (CD32), *Csf1r* (CD115), *Mrc1* (CD206), *Cd209a*, *Clec10a* (CD301a), *Mgl2* (CD301b), etc., were also upregulated in DC-Xs (**Supplementary Figures 6B, C**), implying that DC-Xs are Mo-DCs. Indeed, the high expression of DC-specific transcription factor *Zbtb46* (51) was similarly detected from cDC1s, cDC2s, and DC-Xs in the *Zbtb46* ^gfp/+^ mice treated with GM-CSF (**Figure 3B**), indicating that DC-Xs belong to the DC lineage.

**Figure 3:**
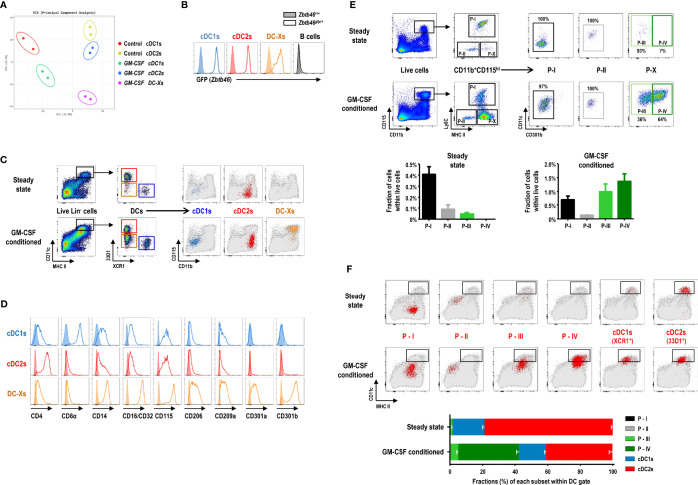
GM-CSF-induced splenic DCs express high levels of CD115. **(A)** Principal components analysis (PCA) of transcriptomes of splenic DC subsets in steady-state (control) and GM-CSF-treated mice (n = 2 mice for each cell population). **(B)** Flow cytograms showing GFP levels, as a reporter for *Zbtb46* gene expression, in splenic DC subsets and CD19^+^ B cells by comparing between *Zbtb46* ^gfp/+^ (line histograms) and *Zbtb46* ^+/+^ (shaded histograms) mice treated with GM-CSF. Representative flow cytograms (n = 3 mice for each genotype). **(C)** Gating strategy for each population of splenic DC subsets in control and GM-CSF-treated mice, backgated in a CD11b versus CD115 dot plot of total live-gated cells (gray dots). cDC1s represented by blue dots; cDC2s by red dots; DC-Xs by orange dots. Representative flow cytograms (n = 100 or more mice for each condition). **(D)** Flow cytograms showing the expression of the respective molecules (line histograms) on the surface of splenic DC subsets in GM-CSF-treated mice. Shaded histograms represent fluorescence minus one (FMO) control samples. Representative flow cytograms (n = 2 mice for each condition). **(E)** Gating strategy (upper panels) identifying GM-CSF-induced DC population in the spleen. Fractions (lower graphs) of 4 splenic CD11b^+^CD115^hi^ cell populations, i.e., P-I, P-II, P-III, and P-IV in control and GM-CSF-treated mice. Data are shown in mean ± SEM (n = 3 mice for each condition). **(F)** Each population (red dots) of splenic DC and CD11b^+^CD115^hi^ cell subsets in control and GM-CSF-treated mice is backgated in an MHC II versus CD11c dot plot of total live-gated cells (gray dots). Fraction (lower graph) of each cell subset within the DC gate on flow cytograms (upper panels). Data are shown in mean ± SEM (n = 3 mice for each condition).

We next characterized the surface markers of DC-Xs distinguished from those of cDCs by flow cytometry (**Supplementary Figure 7**) and found the conspicuously elevated expression of CD115 and CD301b on the surface of DC-Xs (**Figures 3C, D**). Accordingly, we devised new gating strategies for splenocytes expressing high levels of CD115 (**Figure 3E** and **Supplementary Figure 8**). In the steady state, CD11b^+^CD115^hi^ splenocytes were divided into 3 subpopulations (Ly6C^+^ **P-I**, Ly6C^-^MHC II^-^ **P-II**, and Ly6C^-^MHC II^+^CD301b^-^ **P-III**), two of which are monocyte subsets (i.e., P-I and P-II). In the mice treated with GM-CSF, there existed 4 subpopulations in CD11b^+^CD115^hi^ splenocytes (P-I, P-II, P-III, and Ly6C^-^MHC II^+^CD301b^+^ **P-IV**), among which the most populous P-IV subset was dominant in the DC gate (**Figures 3E, F**). Therefore, DC-Xs consist mainly of P-IV subset with a minor contribution of P-III. Meanwhile, only a small subset of cDC2s expressed CD301b, as previously reported (23), with/without the treatment of GM-CSF (**Supplementary Figure 9**).

### CD115^hi^CD301b^+^ Cells Are GM-CSF-Induced DCs (GMiDCs) in the Spleen

Analysis of *Zbtb46* expression, a DC-specific transcription factor, in splenocytes using the *Zbtb46* ^gfp/+^ mice demonstrated that only a few of the cells in the green fluorescent protein (GFP)^hi^ population were found in the CD115^hi^ subsets in the steady state (**Figure 4A**). In contrast, the number of CD115^hi^ cells in the GFP^hi^ population greatly increased in the *Zbtb46* ^gfp/+^ mice following treatment with GM-CSF, and most of the CD115^hi^GFP^hi^ cells belonged to the P-IV subset (**Figures 4A, B**). Because CD11b^+^CD115^hi^ DC-Xs were far superior to cDC subsets in presenting blood-borne OVA to naive CD4^+^ OT-2 T cells, we evaluated which subset(s) of CD11b^+^CD115^hi^ splenocytes were responsible. Only P-IV cells were able to induce strong proliferation of naive OT-2 T cells in response to blood-borne OVA, whereas the other CD11b^+^CD115^hi^ cell subsets were either incompetent or weak to stimulate naive OT-2 T cells (**Figure 4C**). P-IV cells expressed a high level of *Zbtb46* whereas P-I and P-II cells as well as F4/80^+^ red pulp macrophages expressed low levels of *Zbtb46* (**Supplementary Figure 10A**). Regarding capacity to capture blood-borne FITC-OVA antigen, both P-III and P-IV cells exhibited superior to P-I and P-II cells but inferior to F4/80^+^ red pulp macrophages (**Supplementary Figure 10B**). Collectively, these data indicate that P-IV cells are the **GM**-CSF-**i**nduced **DCs** (hereafter **GMiDCs**) in the spleen.

**Figure 4:**
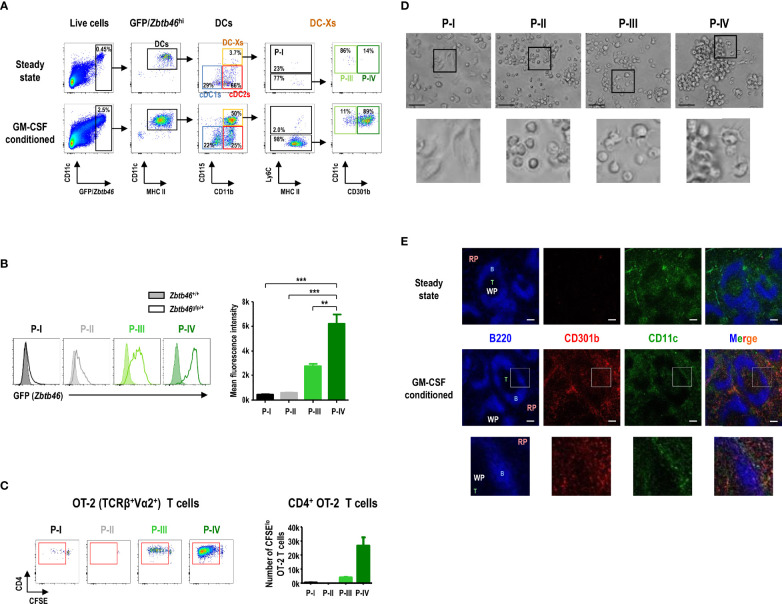
CD115^hi^CD301b^+^ splenocytes are GM-CSF-induced DCs (GMiDCs). **(A)** Gating strategy showing the distribution of GFP/*Zbtb46* ^hi^ splenocytes within the respective DC and CD11b^+^CD115^hi^ cell subsets in control and GM-CSF-treated *Zbtb46* ^gfp/+^ mice. Representative flow cytograms (n = 2 mice for each condition). **(B)** Expression level of GFP (i.e., *Zbtb46* gene) in splenic CD11b^+^CD115^hi^ cell subsets by comparing between *Zbtb46* ^gfp/+^ (line histograms) and *Zbtb46* ^+/+^ (shaded histograms) mice treated with GM-CSF. Data are shown in mean ± SEM of MFI for GFP signal in each cell subset from GM-CSF-treated *Zbtb46* ^gfp/+^ mice (n = 3 mice). **p ≤ 0.01; ***p ≤ 0.001; one-way ANOVA test. **(C)** Proliferation of CFSE-labeled naive CD4^+^ OT-2 T cells after co-culture (at an APC to T cell ratio of 1:5) with CD11b^+^CD115^hi^ cell subsets isolated from the spleen of GM-CSF-treated mice loaded with blood-borne OVA for 1 hour. Data are shown in mean ± SEM (n = 3 replicates for P-I, P-III, and P-IV; n = 1 for P-II) from 2 independent experiments. **(D)** Morphologies of splenic CD11b^+^CD115^hi^ cell subsets isolated from GM-CSF-treated mice and cultured overnight (magnification, 400×; scale bars, 25 μm). Representative images (n = 2 mice). **(E)** Spleen sections from control (upper panels) and GM-CSF-treated (lower panels) mice are stained for B cells with anti-B220 (blue), GMiDCs with anti-CD301b (red), and total DCs with anti-CD11c (green). RP, red pulp; WP, white pulp; B, B cell area; T, T cell area; magnification, 100×; scale bars, 100 μm. Insets are digitally magnified below to allow better visualization of morphology **(D)** and localization **(E)**.

In the overnight culture of splenocytes isolated from GM-CSF-treated mice (**Figure 4D**), the individual morphologies of CD11b^+^CD115^hi^ cell subsets revealed that P-I cells, defined as classical monocytes, became adherent macrophage-like cells while P-II cells, non-classical monocytes, displayed a round-shaped morphology; P-IV cells, GMiDCs, contained the large clusters of non-adherent cells with DC morphology, whereas only a fraction of P-III cells exhibited DC morphology without cell clusters. In the tissue sections, CD301b^+^ GMiDCs were found in the T cell areas of the white pulp (WP) as well as in the red pulp (RP) of the spleen from GM-CSF-conditioned mice, but not from steady-state control mice (**Figure 4E**). GMiDCs existed more abundantly in the RP than in the WP, while GMiDCs and cDCs in the WP were localized distinct from each other (**Figure 4E** and **Supplementary Figure 11**). GMiDCs were also readily detectable in the bridging channel (BC) and marginal zone (MZ) areas of the spleen (**Supplementary Figure 11**). The superior ability of GMiDCs to capture and present blood-borne antigens might be due to their ubiquitous presence in the spleen.

### Splenic GMiDCs Effectively Polarize Th2 Cells and Induce Allergic Sensitization in Response to Blood-Borne Antigen

Different DC subsets under specific culture conditions can stimulate and polarize naive CD4^+^ T cells into functionally distinct effector/helper or regulatory T cells (22, 52, 53). After delivery of blood-borne OVA, we isolated and compared splenic cDC1s, cDC2s, and GMiDCs for their ability to induce the polarization of naive OT-2 T cells into different Th cells. GMiDCs were significantly superior to cDC1s and cDC2s in stimulating and polarizing OT-2 T cells under all the different conditions we tested (**Figure 5A** and **Supplementary Figure 12**). Noticeably, GMiDCs promoted OT-2 T cells to polarize as well as to proliferate most vigorously in the Th2 condition but also at lower levels under Th1, Th17, and non-polarizing conditions (**Figure 5A** and **Supplementary Figures 12, 13**). Then, we examined the role of individual cytokines (i.e., IL-2 and IL-4) in the Th2 condition. With the addition of IL-2 alone, all of the splenic DC subsets strongly stimulated OT-2 T cells to prominently express IFN-γ; by contrast, when IL-4 was added, GMiDCs became superior to cDC1s and cDC2s in stimulating OT-2 T cells to proliferate and express IL-4 (**Figure 5B** and **Supplementary Figure 14**). Also, in contrast to cDC1s and cDC2s, GMiDCs uniquely induced OT-2 T cells to vigorously proliferate and express both IL-4 and IFN-γ with the addition of IL-2 and IL-4 together (**Figures 5B, C** and **Supplementary Figure 14**). Treatment with cytokine-neutralizing antibodies indicated that this IL-2/IL-4-induced Th polarization by GMiDCs was dependent on IFN-γ and IL-4 but not IL-12 (**Supplementary Figure 15**).

**Figure 5:**
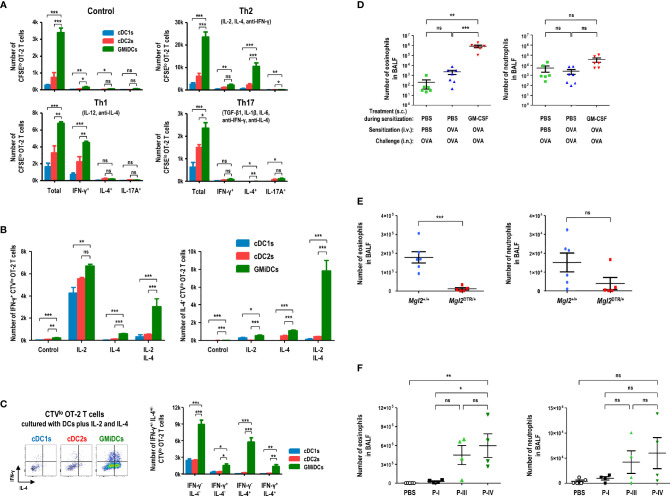
Splenic GMiDCs efficiently polarize Th2 cells and induce allergic sensitization in response to blood-borne antigen. Antigen-presenting splenocytes are isolated from GM-CSF-treated mice at 1 hour after the intravenous injection of OVA and cultured at an APC to T cell ratio of 1:5. **(A)** Proliferation and Th polarization of CFSE-labeled naive CD4^+^ OT-2 T cells stimulated by splenic DC subsets under the respective conditions (Th1: 10 ng/ml IL-12, 5 μg/ml anti-IL-4; Th2: 10 ng/ml IL-2, 10 ng/ml IL-4, 5 μg/ml anti-IFN-γ; Th17: 2 ng/ml TGF-β, 10 ng/ml IL-1β, 20 ng/ml IL-6, 5 μg/ml anti-IFN-γ, 5 μg/ml anti-IL-4). Data are shown in mean ± SEM (n = 3 or 4 replicates) from 3 independent experiments. **(B)** Numbers of proliferated IFN-γ^+^ Th1 (left graph) and IL-4^+^ Th2 (right graph) CellTrace Violet (CTV)^lo^ CD4^+^ OT-2 T cells stimulated by splenic DC subsets under the conditions containing 10 ng/ml IL-2 and/or 10 ng/ml IL-4. Data are shown in mean ± SEM (n = 3 or 4 replicates) from 3 independent experiments. **(C)** Flow cytograms and graphs showing numbers of proliferated IFN-γ^+^ and/or IL-4^+^ CTV^lo^ CD4^+^ OT-2 T cells stimulated by splenic DC subsets under the condition containing IL-2 and IL-4. Data are shown in mean ± SEM (n = 3 or 4 replicates) from 3 independent experiments. **(D)** Graphs showing the numbers of eosinophils (left) and neutrophils (right) in BALF of the mice treated to cause OVA-induced allergic airway inflammation as in **Supplementary Figure 17**. Data are shown in mean ± SEM (n = 6 or 7 mice for each condition). **(E)** Graphs showing the numbers of eosinophils (left) and neutrophils (right) in BALF of the GM-CSF/DT-treated *Mgl2* ^+/+^ and *Mgl2* ^DTR/+^ mice following blood-borne OVA sensitization and OVA-induced allergic airway inflammation as in **Supplementary Figure 18**. Data are shown in mean ± SEM (n = 5 or 6 mice for each genotype). **(F)** Graphs showing the numbers of eosinophils (left) and neutrophils (right) in BALF of the mice treated with GM-CSF, adoptive transfer with blood-borne OVA-sensitized splenic CD11b^+^CD115^hi^ cell subsets, and OVA-induced allergic airway inflammation as in **Supplementary Figure 19**. Data are shown in mean ± SEM (n = 4 or 5 mice for each condition). *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001; ns, not significant; one-way **(D, F)** or two-way **(A-C)** ANOVA test; Student’s *t*-test **(E)**.

Various phagocytes like macrophages in the spleen are highly proficient at capturing and eliminating blood-borne antigens (49, 50, 54, 55), and therefore low doses of blood-borne antigens are poorly immunogenic. To evaluate the role of splenic GMiDCs *in vivo*, naive OT-2 T cells were adoptively transferred to congenic control and GM-CSF-treated mice, respectively. When OVA was injected intravenously, OT-2 T cells proliferated vigorously in the spleen of GM-CSF-treated mice but proliferated poorly in the spleen of control mice (**Supplementary Figure 16A**). We next utilized the mice expressing diphtheria toxin receptor (DTR) under the control of the *Mgl2* (CD301b) gene (i.e., *Mgl2* ^DTR/+^), and confirmed the specific ablation of CD301b^+^ GMiDCs by diphtheria toxin (DT) treatment (**Supplementary Figure 16B**). Upon the intravenous injection of OVA, the proliferation of adoptively transferred OT-2 T cells was markedly reduced in *Mgl2* ^DTR/+^ mice treated with GM-CSF and DT, as compared to wild-type (WT) *Mgl2* ^+/+^ mice treated with GM-CSF and DT (**Supplementary Figure 16C**), indicating that CD301b^+^ GMiDCs in the spleen are crucial for the robust proliferation of naive CD4^+^ T cells *in vivo* in response to blood-borne antigens. Then, we investigated the role of GMiDCs during the sensitization phase of allergic eosinophilic airway inflammation induced by an inert model allergen OVA. After being treated with control DPBS or GM-CSF, mice were sensitized once with intravenous injection of OVA and challenged intranasally with OVA (**Supplementary Figure 17A**). Massive accumulation of eosinophils in the bronchoalveolar lavage fluids (BALFs) (**Supplementary Figure 17B**) and lung tissues and extensive cellular infiltration into the perivascular and peribronchiolar spaces (data not shown) were observed only in the mice sensitized once with blood-borne OVA under GM-CSF-treated condition; however, almost no eosinophils accumulated in the mice either unsensitized or sensitized once with blood-borne OVA under control DPBS-treated condition (**Figure 5D**), as did the case of unchallenged naive mice (data not shown). The lack of allergic sensitization in control DPBS-treated mice was likely due to the rapid and effective removal of blood-borne antigens by splenic macrophages (49, 50, 54, 55). In the spleen of GM-CSF-treated mice, however, GMiDCs as a new and dominant subset of APCs likely played a critical role in promoting systemic Th2 responses to blood-borne antigens. Next, to verify the role of CD301b^+^ cells including GMiDCs in the sensitization phase of OVA-induced allergic eosinophilic airway inflammation, *Mgl2* ^+/+^ and *Mgl2* ^DTR/+^ mice were treated with GM-CSF/DT and once sensitized with blood-borne OVA, followed by intranasal challenges with OVA (**Supplementary Figure 18A**). The selective ablation of CD301b^+^ cells during the sensitization with blood-borne OVA significantly inhibited OVA-induced allergic eosinophilic airway inflammation (**Figure 5E** and **Supplementary Figure 18B**). We then determined whether the adoptive transfer of splenic GMiDCs could sensitize naive recipient mice to allergic eosinophilic airway inflammation. Three major subsets (P-I, P-III, and P-IV) of CD11b^+^CD115^hi^ cells were isolated from the spleen of GM-CSF-treated, blood-borne OVA-loaded mice. Then, each cell subset was adoptively transferred to naive recipients, followed by intranasal challenges with OVA. However, none of the adoptively transferred cell subsets showed the sensitization effect (data not shown). The lack of sensitization might have been due to steady-state condition of the recipients. Therefore, to more properly evaluate the sensitization potential of CD11b^+^CD115^hi^ splenocytes, each cell subset was adoptively transferred to the naive mice treated with GM-CSF (**Supplementary Figure 19A**). In fact, the mice treated with GM-CSF and adoptively transferred with P-IV subset (i.e., GMiDCs) developed strong allergic eosinophilic airway inflammation, whereas the adoptive transfer of P-I subset (i.e., classical monocytes) only resulted in mild allergic sensitization (**Figure 5F** and **Supplementary Figure 19B**). The adoptive transfer of P-III subset (i.e., named below as pre-GMiDCs) also led to relatively strong allergic sensitization, implying that P-III subset and GMiDCs might be related functionally and/or developmentally.

### GMiDCs Are Derived From Ly6C^+^ Classical Monocytes

Three major subsets (P-I, P-III, and P-IV) of the splenic CD11b^+^CD115^hi^ cells in GM-CSF-treated mice (**Figure 3E**) were subject to bulk RNA-seq analysis. PCA of transcriptomic data indicated that the gene expression profiles of CD11b^+^CD115^hi^ cell subsets clustered closer than those of cDC1s and cDC2s (**Figure 6A**). Particularly, the clusters of GMiDCs (P-IV) and P-III cells were located very near each other. As compared to all the other splenic subsets of DCs and CD11b^+^CD115^hi^ cells, we identified the upregulated expression of 31 genes, such as *Cd209a*, *Mgl2*, *Mmp12*, *Mt1*, *Cd200r1*, etc., in GMiDCs (**Figure 6B** and **Supplementary Figure 20**). In addition, the diversities of CD11b^+^ splenocytes from the mice treated with or without GM-CSF were probed by single-cell analyses using cellular indexing of transcriptomes and epitopes by sequencing (CITE-seq) method. 

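CITE-seq counts antibodies that carry DNA tags (antibody-derived tags, ADT) in the same droplets as the RNA of each cell, and unique molecular identifiers (UMIs) count each captured molecule once. The series held 1 library of CD11b+ splenocytes in steady state and 1 from GM-CSF-treated mice (3 once-daily injections of 10 µg, cells taken 24 h after the last), each aimed at 7000 cells. With 1 library per condition no test between conditions was made, cells were not treated as replicates, and the effect of GM-CSF is confounded with the library. The authors counted UMIs with CellRanger on the mm10 genome and tags with CITE-seq-Count, kept cells with 200 to 5000 genes and at most 15% mitochondrial UMIs, integrated and clustered both libraries in Seurat, and deposited raw counts with the cluster, CD115hi subset and cell cycle phase of each cell. The table held 27,998 genes, 11,100 of them without a UMI, and 5 tags (CD115, CD11c, Ly6C, MHC II and CD301b).
The steady-state library had 4827 cells and 22,358,903 UMIs (median 3371 UMIs and 1480 genes per cell), and the GM-CSF-treated library had 6804 cells and 35,007,567 UMIs (median 4916 UMIs and 1797.5 genes per cell). Scrublet called 152 (3.15%) and 186 (2.73%) of these cells doublets, and they were left out only in alternatives. Values below are shares of cells, CPM (a gene's UMIs summed over the cells of a group, per 1e6 UMIs of that group), or means over cells of log-normalized expression (natural logarithm of 1 plus UMIs per 10,000). Shares carry exact (Clopper-Pearson) 95% intervals and sums exact Poisson intervals, and both cover counting error only. Gene coordinates are those of GENCODE on GRCm38 (mm10).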

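The clusters deposited by the authors for the 11,631 cells held, in the steady-state and the GM-CSF-treated library, 1929 and 1791 granulocytes, 146 and 893 neutrophils, 196 and 79 B cells, 174 and 39 T cells, 25 and 22 macrophages, 8 and 20 activated DCs, 214 and 20 cells named cDC2-A, 152 and 393 progenitor DCs, and in the mixed clusters 1, 2, 4 and 5 held 1277 and 1342, 177 and 1471, 43 and 595, and 486 and 139 cells. Marker genes listed for each type were summed over both libraries. Neutrophil markers stood at 281,627 CPM in neutrophils and 107,567 CPM in granulocytes, B cell markers at 6347 CPM in B cells, T cell markers at 1601 CPM in T cells, macrophage markers at 16,344 CPM in macrophages, activated DC markers at 3176 CPM in activated DCs and NK cell markers at 17,714 CPM in the cluster named cDC2-A. In the steady-state and the GM-CSF-treated library apart, DC progenitor markers stood at 2676 and 1173 CPM in progenitor DCs and at 2075 and 1307 CPM in activated DCs, classical monocyte markers stood at 7391 and 1698 CPM in mixed cluster 1 and at 8556 and 9156 CPM in neutrophils, so this list did not single out 1 cluster, and non-classical monocyte markers stood at 5396 and 2402 CPM in mixed cluster 5. In the same order, cDC2 markers stood at 21.0 and 15.9 CPM in the cluster named cDC2-A, 377 and 179 CPM in progenitor DCs and 307 and 298 CPM in T cells.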

An unsupervised uniform manifold approximation and projection (UMAP) was performed and cell clusters were annotated based on the expression of selective representative genes. 

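The Focus bundle (clusters 1, 2, 4, 5 and 6 of all CD11b+ cells) held 2135 of the steady-state cells (44.2%, exact 95% interval 42.8 to 45.6%; median 6894 UMIs) and 3940 of the GM-CSF-treated cells (57.9%, 56.7 to 59.1%; median 6654 UMIs). Leaving out called doublets moved these shares most, to 43.6 and 57.0%.
By the deposited subset of each cell, 183 steady-state and 684 GM-CSF-treated cells of the bundle were CD115hi. Classical monocytes (P-I) made up 139 (76.0%, 69.1 to 82.0%) and 187 (27.3%, 24.0 to 30.8%) of them, non-classical monocytes (P-II) 8 (4.37%) and 8 (1.17%), P-III 12 (6.56%, 3.43 to 11.2%) and 126 (18.4%, 15.6 to 21.5%), P-IV 7 (3.83%, 1.55 to 7.72%) and 313 (45.8%, 42.0 to 49.6%), and other CD115hi cells 17 and 50. The lowest CD115 tag count of a CD115hi cell was 21 in the steady-state and 84 in the GM-CSF-treated library, and the lowest Ly6C tag count of a P-I cell 195 and 47, so the subsets were bounded at different tag counts in the libraries. The share of P-IV in the GM-CSF-treated library moved most, to 33.9%, on gates rebuilt from normalized ADT with the Ly6C and MHC II cutoffs lowered by 0.25.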

Then, a further UMAP analysis was carried out after excluding clusters for the lineage cells containing T cells, B cells, granulocytes, neutrophils, and cDCs (**Figure 6C** and **Supplementary Figure 21**), and the clusters pertaining to CD115^hi^ cell subsets were identified on the basis of CITE-seq analyses (**Figure 6D** and **Supplementary Figure 22**). Then, 32 differentially expressed genes (DEGs) in the clusters containing GMiDCs were determined (**Supplementary Figure 23**), and 10 of those 32 DEGs overlapped with the 31 DEGs identified from the bulk RNA-seq (**Figure 6B**). 

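The 32 DEGs were chosen in the study on these same cells, so their values are no independent test. In the GM-CSF-treated library (187 P-I, 8 P-II, 126 P-III and 313 P-IV cells), 30 of the 32 had their highest CPM in P-IV. The exceptions were Dok2 (311 CPM in P-IV, 338 in P-III) and Cd9 (366 CPM in P-IV, 468 in P-II). All 10 genes shared with the bulk RNA-seq were highest in P-IV, and 9 of the 32 were at least 2-fold above each other subset. Mgl2 (chromosome 11, 70130329 to 70137550), which encodes CD301b, stood at 451 CPM in P-IV (423 to 479; 1013 UMIs), 36.5 in P-III and 25.1 in P-I. Cd209a (chromosome 8, 3743397 to 3748984) stood at 383 (358 to 410), 71.7 and 32.3 CPM, Fgfr1 at 245, 63.6 and 18.6, Mmp12 at 363, 187 and 35.1, Il1rl1 at 74.3, 8.11 and 4.30, Cd200r1 at 117, 70.3 and 22.2, and Mt1 at 175, 105 and 56.6. None of these 7 genes had a UMI in the 8 P-II cells, whose 27,797 UMIs allow up to 108 CPM at a count of 0 (3 counts).
Among all 5415 genes with at least 50 UMIs in P-IV, 31 were at least 2-fold above each other subset with 0.5 counts added to each sum, 9 of them from the list of 32. The 10 with the largest ratio to the highest other subset were Mgl2, Cd209a and Fgfr1 (12.1-, 5.30- and 3.82-fold above P-III, the next highest), Gfra2, Il1rl1 and 9530059O14Rik (6.71-, 8.48- and 5.75-fold above P-III), and 4 haemoglobin genes (Hbb-bs, Hbb-bt, Hba-a1 and Hba-a2), of whose 1881 UMIs in P-IV 1877 lay in 1 cell. The setting that moved the count most was thinning each cell to 1000 UMIs, with 5 genes, all among the 31. Because P-II had few UMIs, no gene with fewer than 81 UMIs in P-IV could reach 2-fold, so such genes were bound to fail. On simulated changes the same rule recovered 7.5% of genes raised exactly 2-fold and 60.5% of those raised 3-fold, with 0 false calls. The simulated sums were Poisson draws without differences between cells. They therefore cannot show false calls driven by 1 cell, as for the haemoglobin genes.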

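Diffusion pseudotime, which places each cell by its distance from a root cell along the graph of nearest neighbours and has no unit, was computed on the 6075 Focus bundle cells of both libraries (2000 variable genes, 50 principal components, 15 neighbours, root in a steady-state cell of cluster 9 outside the CD115hi gate). It stands in for Monocle3, which was not used here, and RNA velocity needs counts of spliced and unspliced RNA that were not analysed here. In the GM-CSF-treated library the median was 0.0503 in P-I (quartiles 0.0496 and 0.0611), 0.0510 in P-III (0.0500 and 0.0523) and 0.0524 in P-IV (0.0509 and 0.0542), so the quartiles of the 3 subsets overlapped. The differences of medians were 0.000686 from P-I to P-III and 0.00144 from P-III to P-IV. The order P-I, P-III, P-IV held for 16 of 20 root cells of cluster 9 and for 20 of 20 root cells of P-I. The setting that moved it most was the GM-CSF-treated library alone with its root in cluster 9, where both differences were negative (-0.0157 and -0.00322 from 1 root cell) and the order held for 0 of 20 roots. With that library alone and the root in a P-I cell the differences were -0.00236 and 0.0318 from 1 root cell, but the order held for 19 of 20 roots. Both settings of that library alone were chosen after seeing the data. Cluster 9 of the GM-CSF-treated library held 0 P-I, 0 P-III and 2 P-IV cells. Distance from a root there need not follow an order that starts in P-I, so it bears less on that order than a root in P-I.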

The analyses of pseudotime cell trajectories and RNA velocity (**Figure 6E**) revealed that P-III and GMiDCs (P-IV) subsets arose from classical monocytes (P-I). The transitions from P-I to P-III and P-III to P-IV were observed in 2 separate groups of clusters, one including clusters 7 and 8 and the other including clusters 0, 1, 3, 5, and 10 (**Figures 6C-E**). 

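In the GM-CSF-treated library clusters 7 and 8 held 52 of the 187 P-I cells (27.8%, 21.5 to 34.8%), 11 of the 126 P-III cells (8.73%, 4.44 to 15.1%) and 62 of the 313 P-IV cells (19.8%, 15.5 to 24.7%). Clusters 0, 1, 3, 5 and 10 held 57 P-I (30.5%, 24.0 to 37.6%), 105 P-III (83.3%, 75.7 to 89.4%) and 243 P-IV cells (77.6%, 72.6 to 82.1%). The other clusters held 78 P-I (41.7%), 10 P-III (7.94%) and 8 P-IV cells (2.56%). Cluster 0 alone held 167 P-IV and 20 P-III cells and 0 P-I cells, and cluster 1 held 28 P-I, 71 P-III and 41 P-IV cells. In steady state clusters 7 and 8 held 3 of 139 P-I, 0 of 12 P-III and 0 of 7 P-IV cells. From the direction of pseudotime and RNA velocity over clusters that hold several of the subsets, the paper reasons that P-I cells give rise to P-III and P-III to P-IV, and that this happens along each of the groups of clusters. For the order of the subsets it also relies on the time course of injections and on transfer of labelled cells, which were not analysed here.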

Especially, the cells in clusters 7 and 8 were enriched for proliferation and differentiation signatures, and their RNA velocities were significantly higher than those in the other group (**Figure 6E** and **Supplementary Figures 24, 25**). 

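Of the GM-CSF-treated cells, 672 of 722 in clusters 7 and 8 (93.1%, 91.0 to 94.8%; median 9079 UMIs) and 355 of 2148 in clusters 0, 1, 3, 5 and 10 (16.5%, 15.0 to 18.2%; median 6193 UMIs) carried the deposited phase S or G2/M. Phases scored again after each cell was thinned to 1000 UMIs gave 91.6 and 28.2%, with 0 and 59 cells left out, and this moved the lower share most. The 18 DEGs of clusters 7, 8 and 12 in Supplementary Figure 24, chosen in the study on these cells, summed to 9190 CPM in clusters 7 and 8 and 472 CPM in the other group, a ratio of 19.5 (19.0 to 20.0). Pooling both libraries moved the ratio most, to 21.4. Mki67 stood at 684 against 7.96 CPM, Top2a at 721 against 6.10, and the lowest of the 18 ratios was 5.79 for H2afv. Of the P-IV cells, 60 of 62 in clusters 7 and 8 (96.8%) and 36 of 243 in the other group (14.8%) were in S or G2/M. For the 6 genes shown in Supplementary Figure 25B the CPM ratio of clusters 7 and 8 to the other group was 0.653 for Kit (0.346 to 1.17; 16 and 47 UMIs), 0.574 for Flt3 (0.425 to 0.766), 0.410 for Zbtb46 (0.325 to 0.513), 0.714 for Irf4 (0.617 to 0.825), 0.832 for Irf8 (0.776 to 0.892) and 0.562 for Batf3 (0.523 to 0.604). With each cell thinned to 1000 UMIs, an alternative chosen after seeing the data, the interval stayed below 1 for Zbtb46 and Batf3 and included 1 for the other 4. RNA velocities were not computed.

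**Figure D1:**
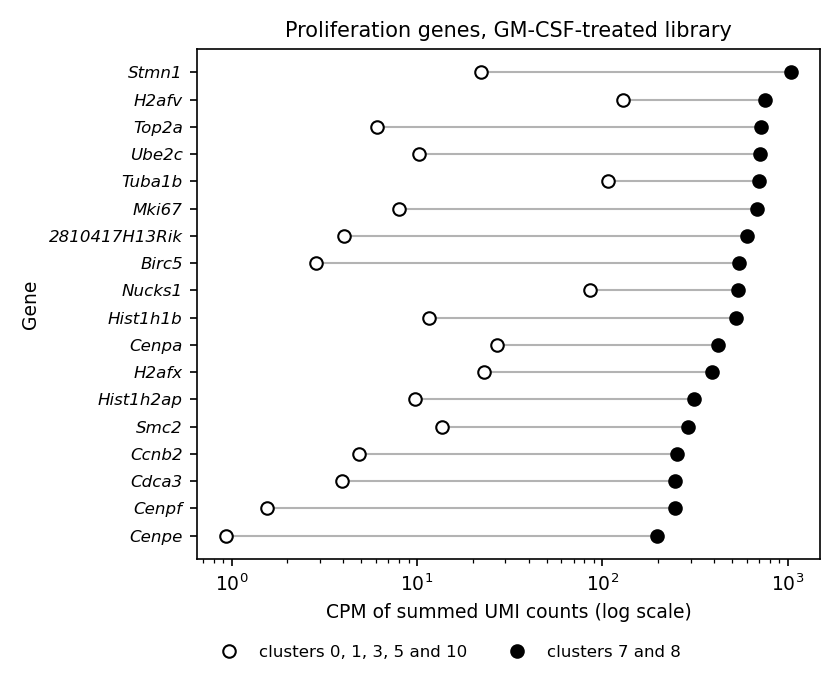
CPM of summed UMI counts (horizontal axis, log scale) of the 18 proliferation genes (vertical axis) in the GM-CSF-treated library, with filled points for the 722 cells of clusters 7 and 8 and open points for the 2148 cells of clusters 0, 1, 3, 5 and 10. Each filled point lies to the right of its open point, by ratios from 5.79 (H2afv) to 212 (Cenpe).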

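Mean log-normalized expression was taken over the 187 P-I, 8 P-II, 126 P-III and 313 P-IV cells of the GM-CSF-treated library. Of 12 genes listed for Th2 polarization, 5 were highest in P-IV among these subsets. Il1rl1 stood at 0.387 in P-IV, 0.0406 in P-III and 0.0265 in P-I, Irf4 at 0.306, 0.199 and 0.160, Stat5a at 0.271, 0.264 and 0.201, Cd80 at 0.0451, 0.0307 and 0.0270, and Cd86 at 0.207, 0.195 and 0.205. Crlf2 stood at 0.509, 0.458 and 0.476 and was highest in P-II (0.767; 7 UMIs), and 6 genes were highest in P-IV with P-II left out, a setting chosen after seeing the data. Cd40 (0.0409 in P-IV, 0.0862 in P-I) and Stat5b (0.333 and 0.374) were highest in P-I and Ifnar1 in P-II (0.231 in P-IV, 0.544 in P-II; 3 UMIs), Il4 was detected only in P-III (0.00647; 1 UMI), and Il10 and Il33 had no UMI in these cells. Thinning each cell to 1000 UMIs moved the count most, to 2 genes. In the 93 cDC2s and 29 macrophages, with both libraries pooled unlike the subsets, Cd86 stood at 0.458 and 1.19, above P-IV. Cd80 stood at 0.104 in cDC2s, above P-IV, and had no UMI in macrophages. Il1rl1 (0.0108 and 0), Irf4 (0.219 and 0.0928) and Stat5a (0.255 and 0.118) were lower there than in P-IV.
The antigen uptake score, the mean of Clec4e, Clec4n, Mgl2 and Mrc1, was 0.542 in P-IV (SD over cells 0.315), 0.235 in P-III, 0.206 in P-I and 0.0624 in P-II, and with both libraries pooled, unlike the subsets, it was 1.09 in the 29 macrophages (16 of them steady-state) and 0.115 in the 93 cDC2s (53 steady-state). The difference between P-IV and P-III was 0.307, and leaving out Mgl2, the gene of the CD301b that defines P-IV, moved it most, to 0.00546. By gene, P-IV minus P-III was 1.21 for Mgl2, 0.0971 for Clec4n, -0.0162 for Clec4e and -0.0646 for Mrc1. Thinned to 1000 UMIs, with 2 P-III and 2 P-IV cells left out, the difference of the 4-gene score was 0.211.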

The normalized expression of signature genes for Th2 polarization and antigen uptake was elevated in GMiDCs (P-IV) subset (**Supplementary Figure 26**). Similar to the flow cytometry data (**Supplementary Figure 8**), the expression level of CD209a RNA could subdivide the cells in GMiDCs (P-IV) subset (**Supplementary Figures 27A, B**) but was not related to the expression levels of macrophage marker genes (**Supplementary Figure 27C**).

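With both libraries together, a Cd209a UMI was present in 174 of 320 P-IV cells (54.4%, 48.7 to 59.9%; median 6886.5 UMIs), 20 of 138 P-III cells (14.5%, 9.08 to 21.5%) and 23 of 326 P-I cells (7.06%, 4.52 to 10.4%), and in 0 of 16 P-II cells (3 counts allow up to 18.8%, and the exact interval reaches 20.6%). Neutrophils, which should lack Cd209a, gave the background, 9 of 1039 cells (0.866%; median 4659 UMIs). Thinning each cell to 1000 UMIs moved the shares most, to 26.1% in P-IV (2 cells left out), 4.41% in P-III (2 left out), 2.49% in P-I (5 left out) and 0.195% in neutrophils, so the share of cells called positive depends on depth.
The CPM of macrophage marker genes in the 174 Cd209a positive against the 146 Cd209a negative P-IV cells had a ratio of 1.01 for Cd68 (0.820 to 1.26), 0.874 for Cd164 (0.580 to 1.32) and 0.877 for Mrc1 (0.525 to 1.47), and Fcgr1 (1 and 6 UMIs) had a ratio of 0.122 (0.00265 to 1.00443) and Mertk 0 and 3 UMIs. In the 29 macrophages Cd68 stood at 448 CPM, Cd164 at 334, Mrc1 at 1163, Fcgr1 at 76.3 and Mertk at 572. From the presence or absence of Cd209a RNA in P-IV cells the paper states that they fall into subpopulations, and from the levels of the macrophage marker genes that Cd209a is not related to them.

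**Figure D2:**
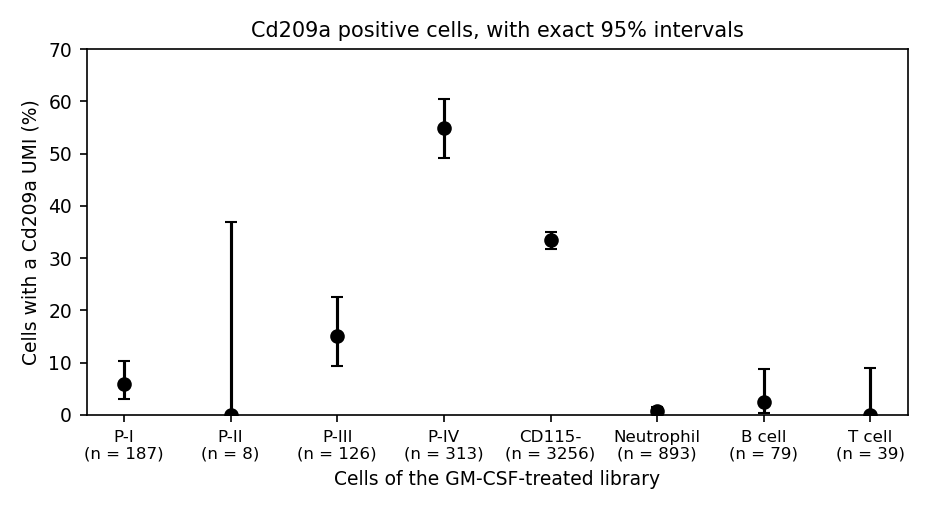
Share of cells with a Cd209a UMI in percent (vertical axis) in groups of cells of the GM-CSF-treated library (horizontal axis, with the number of cells), with exact 95% intervals as bars. The share is 55.0% in P-IV, 33.4% in CD115- Focus bundle cells and 0.784% in neutrophils.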

**Figure 6:**
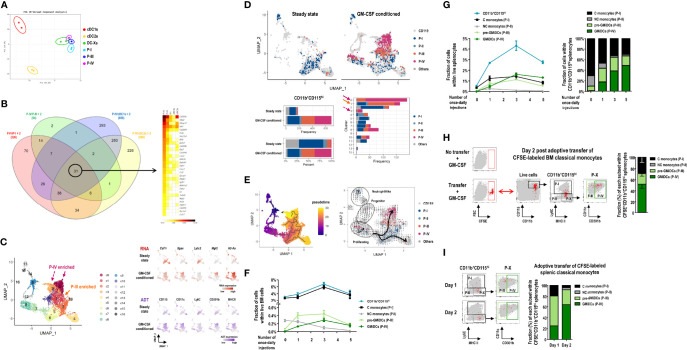
Ly6C^+^ classical monocytes differentiate into GMiDCs in the spleen. **(A)** PCA of transcriptomes of splenic cDC1s, cDC2s, DC-Xs, classical monocytes (C monocytes, P-I), P-III, and GMiDCs (P-IV) in GM-CSF-treated mice (n = 2 mice for each cell population). **(B)** Genes in each circle of Venn diagram (left) are expressed at least twice higher in the P-IV than the respective other populations. Heatmap (right) showing the 31 P-IV-enriched genes in descending order of expression. **(C)** Uniform manifold approximation and projection (UMAP) of 6,075 cells in the CD11b^+^ splenocytes excluding T cells, B cells, granulocytes, neutrophils, and cDCs. Expression levels of 5 marker genes (*Csf1r*/CD115*, Itgax*/CD11c*, Ly6c2*/Ly6C*, Mgl2*/CD301b, and *H2-A2*/MHCII) are detected by CITE-seq analyses. Each cell is colored by cluster (left), RNA expression level (right upper), or antibody-derived tag (ADT) level (right lower). **(D)** Constitution of P-I, P-II, P-III, P-IV, and other CD115^hi^ cells in the spleen of steady-state and GM-CSF-treated mice. UMAP (upper) and bar graphs (lower) are color-coded according to ADT-based CD115^hi^ cell subsets. **(E)** Pseudotemporal analyses showing pseudotime (left) estimated by Monocle3 with the cluster 9 (progenitor-like cells) assigned as root and RNA velocity (right) inferred by the velocyto pipeline with thick arrows representing the directional flow of thin velocity arrows. **(F, G)** Changes in the fractions of CD11b^+^CD115^hi^ cells and their subsets, i.e., C monocytes (P-I), non-classical (NC) monocytes (P-II), pre-GMiDCs (P-III), and GMiDCs (P-IV) in the BM **(F)** and the spleen **(G)** analyzed at 24 hours after different numbers of once-daily injections of GM-CSF. Data are shown in mean ± SEM (n = 4 mice for each condition). **(H, I)** Flow cytograms and graphs showing CFSE^+^ cells in the splenic CD11b^+^CD115^hi^ cell subsets of GM-CSF-treated mice after the adoptive transfer of CFSE-labeled classical monocytes isolated from the BM **(H)** and the spleen **(I)**. CFSE^+^ cells (red dots) in the spleen are backgated in a series of dot plots of total live-gated cells (gray dots) to identify CD11b^+^CD115^hi^ cell subsets (left panels). Graphs (right) showing mean ± SEM (**H,** n = 3 mice) or mean (**I,** n = 2 mice for each condition) of the fraction for each cell subset.

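Summed over the P-I, P-III and P-IV cells of the GM-CSF-treated library, Csf1r RNA stood at 304, 273 and 203 CPM, Itgax at 159, 279 and 371, Ly6c2 at 130, 2.70 and 1.78, and H2-Aa at 2771, 4762 and 5589. Median tag counts of the Focus bundle cells in the steady-state and the GM-CSF-treated library were 4 and 37 for CD115, 8 and 163 for CD11c, 488 and 19 for Ly6C, 15 and 290 for MHC II, and 3 and 16 for CD301b.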

To further corroborate the findings from CITE-seq analyses, we examined the sequential development of CD11b^+^CD115^hi^ cell subsets following GM-CSF injections. In the bone marrow (BM), the vast majority of CD11b^+^CD115^hi^ cells were classical monocytes (P-I) regardless of GM-CSF injections. With once-daily injections of GM-CSF, P-III cells increased sharply followed by GMiDCs (P-IV), but non-classical monocytes (P-II) gradually disappeared in the BM (**Figure 6F**). In the spleen, once-daily injections of GM-CSF also increased the numbers of P-III cells, GMiDCs, and classical monocytes, but not non-classical monocytes, and GMiDCs became the most numerous of the CD11b^+^CD115^hi^ cells after 3 once-daily injections of GM-CSF (**Figure 6G** and **Supplementary Figure 28A**). When the once-daily injections of GM-CSF were continued for 7 days, the increased numbers of classical monocytes were not altered but those of P-III and GMiDCs were decreased significantly in the spleen (**Supplementary Figure 28B**). Meanwhile, unlike CD11b^+^CD115^hi^ cell subsets, the numbers of splenic F4/80^+^ macrophages were maintained before and after the once-daily injections of GM-CSF (**Supplementary Figure 28B**). Next, to verify the development potential to differentiate into GMiDCs *in vivo*, Ly6C^+^ classical monocytes were isolated from the BM of untreated control mice, labeled with carboxyfluorescein succinimidyl ester (CFSE), and adoptively transferred to the recipient mice treated with GM-CSF. In the spleen, at 2 days after adoptive transfer, a half of the CFSE-labeled CD11b^+^CD115^hi^ cells were GMiDCs, and much less were P-III cells and monocytes (**Figure 6H**). Then, we labeled and adoptively transferred classical monocytes (P-I), isolated from the spleen of GM-CSF-treated mice, to the GM-CSF-treated recipients. In the spleen, at 1 day after adoptive transfer, more than a half of the CFSE-labeled CD11b^+^CD115^hi^ cells were P-III cells; at 2 days after adoptive transfer, more than a half of the CFSE-labeled CD11b^+^CD115^hi^ cells were GMiDCs (**Figure 6I**). Also, we isolated P-III cells and GMiDCs (P-IV) respectively from the spleen of GM-CSF-treated mice, labeled with CFSE, and adoptively transferred to the GM-CSF-treated recipients. In the spleen, at 2 days after adoptive transfer of GMiDCs, no CFSE-labeled CD11b^+^CD115^hi^ cells were detected; however, at 2 days after adoptive transfer of P-III cells, most of the CFSE-labeled CD11b^+^CD115^hi^ cells in the spleen were GMiDCs (**Supplementary Figure 29**). Therefore, classical monocytes are precursors for P-III cells and GMiDCs, and P-III cells are pre-GMiDCs.

### Differentiation of GMiDCs Requires the *Cis* Expression of GM-CSF Receptor

Since BM classical monocytes were found to differentiate into splenic GMiDCs, we examined the effect of GM-CSF treatment in mice deficient of CCR2, a key chemokine receptor for the egress of BM classical monocytes at steady state (56). In CCR2 knockout (KO) mice treated with GM-CSF (**Figure 7A**), classical monocytes as well as pre-GMiDCs and GMiDCs were significantly reduced in the spleen, indicating that splenic GMiDCs substantially derived from BM classical monocytes. Meanwhile, the deficiency of CCR7, an essential chemokine receptor for DC migration from tissues to lymphoid organs (57) including the spleen (58), did not alter the fraction of GMiDCs in the spleen of GM-CSF-treated mice (**Supplementary Figure 30**), suggesting that the development of GMiDCs was not dependent on CCR7. Given that the transcription factor *Irf4* is upregulated in both cDC2s and GMiDCs under GM-CSF condition (**Supplementary Figure 20**), we analyzed the *Irf4* ^fl/fl^ mice crossed with the *Itgax-*cre mice that express Cre recombinase in DCs (59). Both cDC2s and GMiDCs were most conspicuously reduced in *Itgax*-cre *Irf4* ^fl/fl^ mice, which confirmed that *Irf4* was involved in the development of both cDC2s and Mo-DCs (59–64) including GMiDCs (**Supplementary Figure 31**). However, the deletion of *Batf3*, a transcription factor essential for cDC1 differentiation, did not affect the development of GMiDCs or cDC2s (**Supplementary Figure 32**).

**Figure 7:**
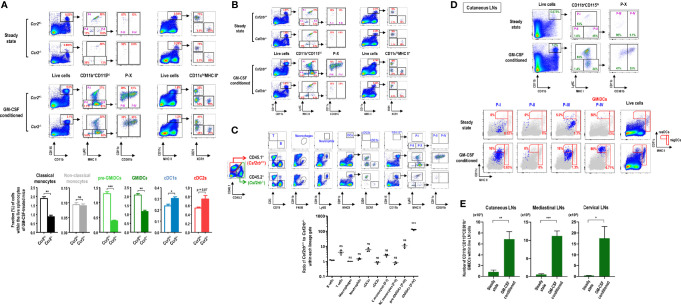
Differentiation of GMiDCs from classical monocytes necessitates the *cis* expression of GM-CSF receptor. **(A)** Gating strategy (upper panels) and analysis (lower graphs) showing differences in the fractions of DC and CD11b^+^CD115^hi^ cell subsets in the spleen between *Ccr2* ^+/-^ and *Ccr2* ^-/-^ mice treated with (lower graphs) or without GM-CSF. Data are shown in mean ± SEM (n = 3 for each genotype and condition). **(B)** Gating strategy showing differences in the fractions of DC and CD11b^+^CD115^hi^ cell subsets in the spleen between *Csf2rb* ^+/-^ and *Csf2rb* ^-/-^ mice treated with or without GM-CSF. Representative flow cytograms (n = 3 for each genotype and condition). **(C)** Gating strategy (upper panels) and the ratio of CD45.1 cells to CD45.2 cells (lower graph) of each Lin^+^ population in GM-CSF-treated mixed BM chimeric mice at 6 weeks after adoptive transfer of *Csf2rb* ^+/+^ (CD45.1) and *Csf2rb* ^-/-^ (CD45.2) BM at a 1:1 ratio into lethally irradiated WT (CD45.1) recipients. Data are shown in mean ± SEM (n = 3 mice) and compared to the mean of the B cells. **(D)** Gating strategy identifying CD11b^+^CD115^hi^ cell subsets in cutaneous LNs of control and GM-CSF-treated mice (upper). Each population (blue dots) of CD11b^+^CD115^hi^ cell subsets in the LNs is backgated in an MHC II versus CD11c dot plot of total live-gated cells (gray dots), indicating the fraction of each subset within the respective DC gates of resident (resDC) and migratory (migDC) phenotypes (lower). Representative flow cytograms (n = 4 mice for each condition). **(E)** Graphs showing the number of CD11b^+^CD115^hi^CD301b^+^ GMiDCs cells in the respective LNs of control and GM-CSF-treated mice according to the gating strategies as in **(D)** and **Supplementary Figure 35**. Data are shown in mean ± SEM (n = 4 mice for each condition). *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001; ns, not significant; Student’s *t*-test **(A, E)**; one-way ANOVA test **(C)**.

GM-CSF receptor (*Csf2ra* and *Csf2rb*) is expressed in most of myeloid cells (9). As expected, GM-CSF treatment produced no effect in *Csf2rb* KO mice (**Figure 7B**). We next generated mixed BM chimeras by adoptively transferring an equal mixture of BM cells from WT *Csf2rb* ^+/+^ (CD45.1) and KO *Csf2rb* ^-/-^ (CD45.2) mice into lethally irradiated WT *Csf2rb* ^+/+^ (CD45.1) recipients; the mixed BM chimeric mice were treated with GM-CSF after 6 weeks of adoptive cell transfer. The results demonstrated that GMiDCs were almost exclusively derived from the BM of WT *Csf2rb* ^+/+^ mice (**Figure 7C**), which clearly indicated that the differentiation of GMiDCs required the *cis* expression of GM-CSF receptor in their precursors. Meanwhile, ca. 90% of pre-GMiDCs were derived from the BM of WT mice, and ca. 70% of classical monocytes were derived from the BM of WT mice. Notably, cDC1s were predominantly derived from the BM of WT mice during GM-CSF treatment but not in the steady state (**Figures 7B, C**), verifying that direct GM-CSF receptor signaling was involved in regulating the size of cDC1 population (65). The deletion of *Csf2rb* in the BM did not influence the GM-CSF-induced development of other myeloid cells such as non-classical monocytes, macrophages, cDC2s, and neutrophils (**Figure 7C**). The biased over-representation of WT (CD45.1) T cells (**Figure 7C**) was likely due to the radiation-resistant T cells originating from the recipient host mice (66, 67). Then, we generated mixed BM chimeric mice of WT *Csf2rb* ^+/+^ (CD45.2) and KO *Csf2rb* ^-/-^ (CD45.1) in lethally irradiated KO *Csf2rb* ^-/-^ (CD45.1) recipients, where GMiDCs were also exclusively derived from the BM of WT *Csf2rb* ^+/+^ mice (**Supplementary Figure 33**).

### GMiDCs Mobilize to Peripheral LNs and Tissues

Very similarly as seen in the spleen (**Supplementary Figure 16**), in response to blood-borne OVA, the robust proliferation of adoptively transferred naive OT-2 T cells was observed in the cutaneous LNs of GM-CSF-treated mice but the poor proliferation in those of control mice (data not shown), suggesting that GMiDCs might exist in the LNs of GM-CSF-treated mice. Also, our previous study demonstrated that the treatment with B16 melanomas expressing GM-CSF increased the number of CD301b^+^ resident DCs (resDCs) in cutaneous LNs (29). Indeed, following treatment with GM-CSF, CD11b^+^CD115^hi^Ly6C^-^MHC II^+^CD301b^+^ GMiDCs were generated in cutaneous LNs and localized predominantly in resDCs but rarely in migratory DCs (migDCs), whereas GMiDCs were hardly detectable in steady-state LNs (**Figure 7D**). As we reported previously (29), most of the CD301b^+^ DCs in the steady-state LNs were migratory cDC2s with low expression of CD115 (data not shown). Like other resDCs of the LNs (68), the generation of GMiDCs in the LNs was independent of CCR7 expression (**Supplementary Figure 34**). GMiDCs were also generated within the resDCs of the LNs at various locations we examined, such as mediastinal and cervical LNs (**Figure 7E** and **Supplementary Figure 35**). We next examined the generation of GMiDCs in peripheral tissues. As compared to *Csf2rb* ^-/-^ mice, CD11b^+^CD115^hi^CD301b^+^ GMiDCs were not detected in the dermis (**Supplementary Figure 36A**) and generated moderately in the intestines (**Supplementary Figures 36B, C**) of the mice treated with GM-CSF. Unlike other peripheral tissues examined, CD11b^+^CD115^hi^ cells increased markedly by treatment with GM-CSF in the lung (**Supplementary Figure 36D**) where the increases of pre-GMiDCs (P-III) and GMiDCs (P-IV) were most prominent.

It was notable that GMiDCs existed as a significant fraction of CD11b^+^CD115^hi^ cells in the lung of the steady-state mice as compared to the lung of mice deficient of GM-CSF signaling (**Supplementary Figure 36D**). It is likely due to the relatively high expression of endogenous GM-CSF in the steady-state lung (9). Therefore, we further investigated whether GMiDCs were generated under the inflammatory condition where the production of GM-CSF was augmented (69). We treated mice with daily intranasal administration of *Alternaria* extract. After more than a week of daily treatment with allergen *Alternaria*, the accumulation of inflammatory eosinophils in both BALFs and lung tissues became prominent (**Supplementary Figure 37A**); in the lung-draining mediastinal LNs as well as in the spleen, increased levels of GMiDCs were evident (**Supplementary Figures 37B, C**). Next, to verify whether the generation of GMiDCs by treatment with *Alternaria* was dependent on GM-CSF signaling, we tested the *Csf2* KO and *Csf2rb* KO mice. As compared to *Csf2* ^+/-^ and *Csf2rb* ^+/-^ mice, the accumulation of inflammatory eosinophils in the BALF was markedly reduced in *Csf2* ^-/-^ (**Supplementary Figure 37D**) and *Csf2rb* ^-/-^ (data not shown) mice; in the lung as well as in the spleen, only the number of GMiDCs was significantly reduced among the CD11b^+^CD115^hi^ cell subsets in the mice deficient of GM-CSF signaling (**Supplementary Figures 37E-G**).

## Discussion

We discovered a novel subset of splenic DCs (i.e., GMiDCs) generated under GM-CSF-enriched conditions. Up to our knowledge, GMiDCs are the most abundant, authentic Mo-DCs in the spleen under any circumstances. Likely due to the unique role of spleen as a blood filter (49, 50), GMiDCs in the spleen might function as highly effective antigen-presenting cells that orchestrate systemic immunity to blood-borne antigen. Interestingly, while GMiDCs could boost Th1 responses better than cDC subsets, GMiDCs exhibited an exceptional ability to polarize and expand Th2 cells in response to blood-borne antigen. Therefore, it was important to examine whether CD301b^+^ GMiDCs in the spleen could induce or sensitize Th2 responses and thus to promote allergic inflammation *in vivo* in response to blood-borne antigen. In the current view of allergic sensitization and development (21, 27), DCs in or near barrier tissues are skewed and influenced by pro-allergic cytokines derived from allergen-stimulated barrier epithelial cells; the activation and CCR7-dependent migration of pro-allergic DCs to the draining LNs are essential for mounting allergen-specific Th2 polarization and subsequent allergic responses; CD301b^+^ migDCs in the skin-draining LNs were demonstrated to stimulate CD4^+^ T cells to polarize towards Th2 cells *in vivo* following the subcutaneous treatment with Th2-type adjuvant (28). In the present study, we demonstrated that splenic GMiDCs were able to sensitize mice to a blood-borne OVA, an inert allergen, in a model of allergic eosinophilic airway inflammation. When we examined the expression of CD301b from cDCs in the steady-state spleen, a small subset of cDC2s expressed CD301b, as previously reported (23). Since blood-borne antigen did not sensitize the control DPBS-treated mice in allergic eosinophilic airway inflammation model, the small subset of CD301b^+^ cDC2s in the steady-state spleen seemed unable to induce allergic sensitization or Th2 immunity. Besides the spleen, GMiDCs were also generated in the CCR7-independent resDCs of the LNs and in some peripheral tissues with GM-CSF treatment. Meanwhile, we also found that small but significant numbers of GMiDCs were generated in the spleen and other tissues during chronic allergic inflammation. Collectively, our present findings suggest that some, if not much, of the sensitization and progression of allergies may occur systemically through the presentation of allergens by GMiDCs in the spleen. Further works are required to investigate the specific roles of GMiDCs in various tissues and LNs considering that the resDCs in the LNs were recently shown to drive Th2 polarization (70).

Many anti-cancer immunotherapies based on GM-CSF were proposed with promising results in their early stages of development and clinical trials, but most of them have eventually failed due to poor clinical benefits (71, 72). Accordingly, GM-CSF is now considered to have both immunostimulatory and immunosuppressive effects. The role of GM-CSF in the development of DCs is viewed as immunostimulatory, whereas its role in the generation of myeloid-derived suppressor cells as immunosuppressive (71). However, our current work shows that GM-CSF preferentially induces Th2-polarizing GMiDCs in the spleen, which likely limits anti-cancer immunity (73), although GMiDCs can also boost Th1 responses better than cDC subsets. We also find that the intravenous delivery of OVA in GM-CSF-treated mice generates only mild or insignificant enhancement of protective immunity against OVA-expressing tumor cells (our unpublished data). Therefore, DCs derived from GM-CSF-based immunotherapies are expected to play both immunostimulatory and immunosuppressive roles.

According to our current study on single-cell analyses using CITE-seq, pre-GMiDCs (P-III) and GMiDCs (P-IV) subsets are differentiated from classical monocytes (P-I) subset. In the spleen, these transitions from classical monocytes to pre-GMiDCs then to GMiDCs appear to occur in 2 separate modes, one enriched with high expression of genes for proliferation and differentiation signatures but not in the other. Within the GMiDCs (P-IV) subset, there exist CD209a positive and negative subpopulations but the expression levels of other signature genes do not differ significantly between those. Meanwhile, in the experiments with mixed BM chimeras of *Csf2rb* ^+/+^ and *Csf2rb* ^-/-^ mice, the differentiation of GMiDCs and pre-GMiDCs requires GM-CSF signaling through the GM-CSF receptor expressed in *cis* in their precursor cells, but the differentiation of Ly6C^+^ and Ly6C^-^ monocytes does not. However, unlike GMiDCs, other Mo-DCs were generated independently of GM-CSF during inflammation (9). Interestingly, a recent study with a mouse model of experimental autoimmune encephalomyelitis (EAE) revealed that the conditional deletion of *Csf2rb* in CCR2^+^Ly6C^+^ classical monocytes inhibited the neuroinflammation, but the conditional deletion of *Csf2rb* in other myeloid cells including cDCs and Mo-DCs did not (74). Since Mo-DCs in the inflamed brain developed normally from classical monocytes independently of GM-CSF, the role of GM-CSF signaling was suggested to license an inflammatory program to classical monocytes before their becoming pathogenic Mo-DCs (74, 75). It is not known yet whether Mo-DCs in the inflamed brain of EAE mice contain GMiDCs. However, our findings imply that the conditional deletion of *Csf2rb* in classical monocytes likely prevents the development of GM-CSF-dependent Mo-DCs in EAE mice, but not the development of GM-CSF-independent Mo-DCs. It also raises a possibility that GMiDCs or GM-CSF-dependent Mo-DCs might involve inflammatory immune responses.

When Mo-DCs were generated *in vitro*, either from the BM cells cultured with GM-CSF (29, 76) or from the splenocytes cultured with GM-CSF (8), they all exhibited CD115^lo^CD301b^+^ phenotype. Hence, there likely exist unknown factor(s) and pathway(s) for the differentiation of CD115^hi^CD301b^+^ GMiDCs *in vivo*. Along with discovering a splenic subset of monocyte-derived GMiDCs that efficiently capture and present blood-borne antigens, our findings provide clues to understand the complex roles of GM-CSF in inflammation and immunity.

## Data Availability Statement 

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE157945, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE158200.

## Ethics Statement 

The animal study was reviewed and approved by Institutional Animal Care and Use Committees of the Yonsei University College of Medicine.

## Author Contributions

Conceptualization: CP. Methodology: SR, HS, WC, HN, HI, JP, SP, and CP. Formal Analysis: SR, HE, JP, and H-OL. Investigation: SR, HS, WC, HN, HI, T-GK, JP, SP, SH, and MS. Resources: TK, E-DK, KS, and M-GL. Data Curation: SR and MS. Writing – Original Draft: SR, HS, HE, WC, HN, HI, JP, SP, and CP. Writing – Review & Editing: SR, T-GK, H-OL, and CP. Visualization: SR, HS, HE, HN, HI, JP, and SP. Supervision: H-OL and CP. Project Administration: SR and HN. Funding Acquisition: HN, KS, H-OL, MC, and CP. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by grants from the National Research Foundation of Korea to CP (2014R1A4A1008625, 2017R1D1A1B03028385, 2017M3A9C8064887, 2019M3A9 B6064691, 2019R1F1A1041700), HN (2017R1A6A3A11028388, 2021R1I1A1A01043872), H-OL (2019M3A9B6064691), MC (2019R1F1A1053841), and KS (2013M3A9D5072551); the Brain Korea 21 PLUS/FOUR Project for Medical Science, Yonsei University. The authors declare that this study received funding from Genuv Inc. The funder was not involved in the study design, collection, analysis, interpretation of data, the writing of this article or the decision to submit it for publication.

## Conflict of Interest

Author CP is employed by Genuv Inc.

The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Granulocyte Macrophage-Colony Stimulating Factor Produces a Splenic Subset of Monocyte-Derived Dendritic Cells That Efficiently Polarize T Helper Type 2 Cells in Response to Blood-Borne Antigen
**Source:** Front Immunol. 2022 Jan 3;12:767037. doi: 10.3389/fimmu.2021.767037
**Supplement:** Supplementary file 1

## Slide 1
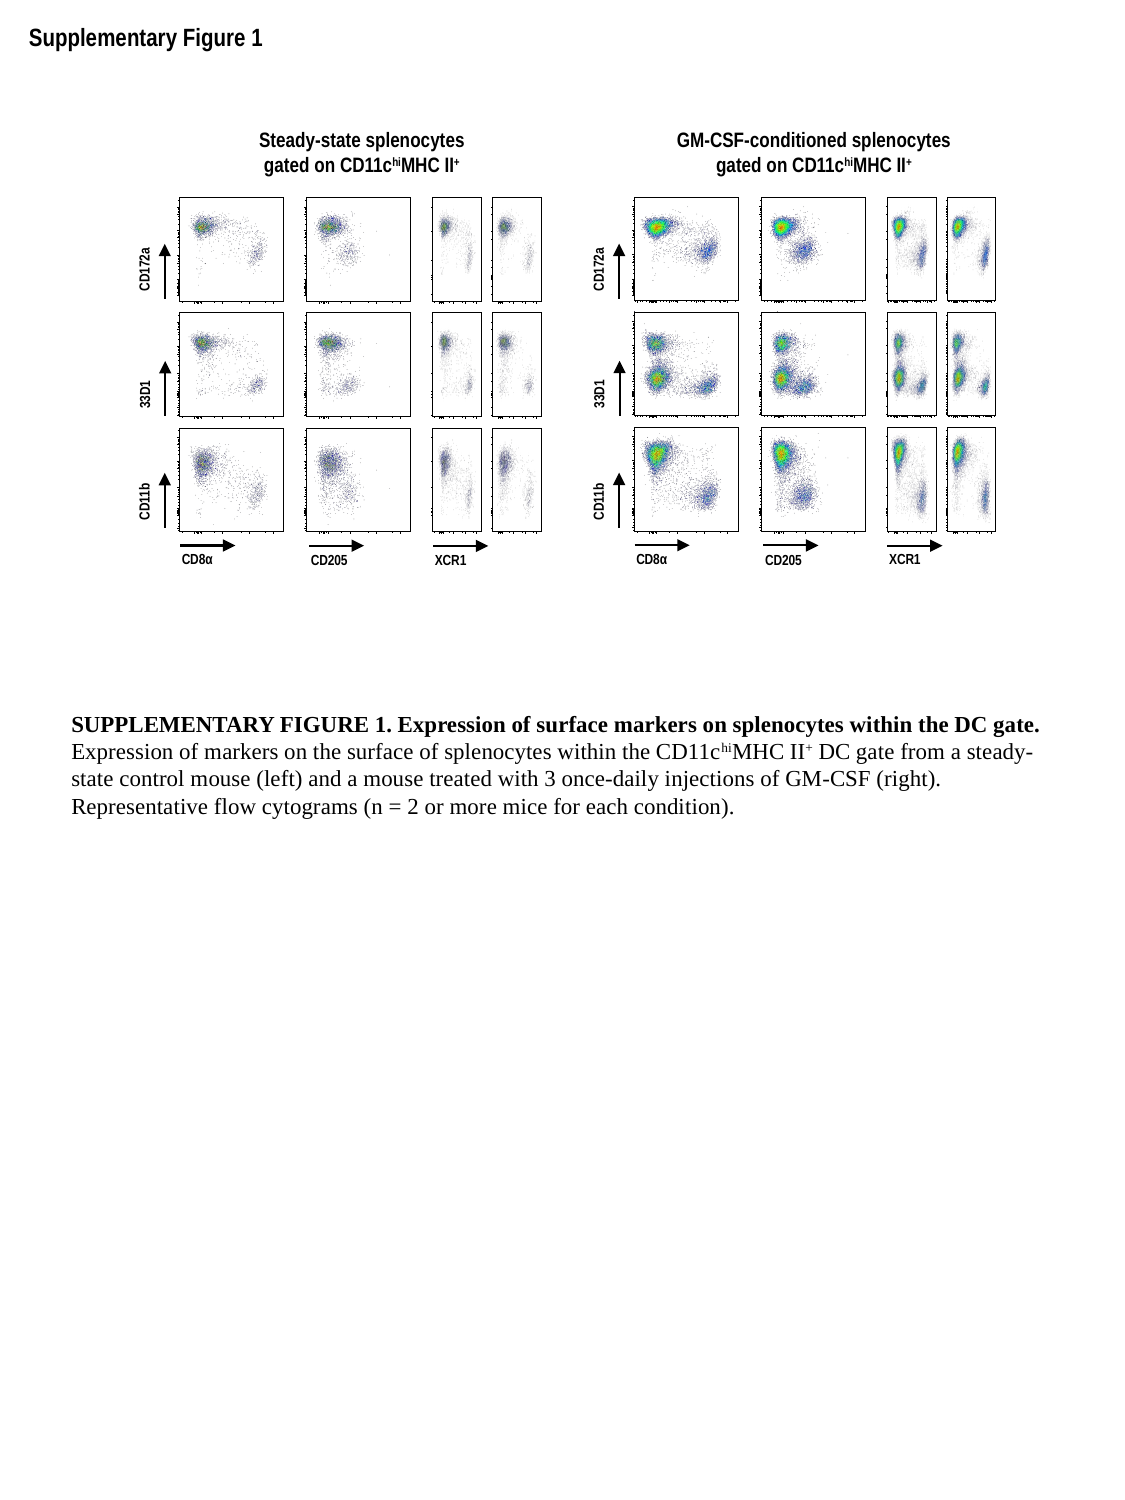

Supplementary Figure 1
Steady-state splenocytes
gated on CD11chiMHC II+
CD172a
33D1
CD11b
CD8α
XCR1
CD205
GM-CSF-conditioned splenocytes
gated on CD11chiMHC II+
CD172a
33D1
CD11b
CD8α
XCR1
CD205
SUPPLEMENTARY FIGURE 1. Expression of surface markers on splenocytes within the DC gate.
Expression of markers on the surface of splenocytes within the CD11chiMHC II+ DC gate from a steady-state control mouse (left) and a mouse treated with 3 once-daily injections of GM-CSF (right). Representative flow cytograms (n = 2 or more mice for each condition).

## Slide 2
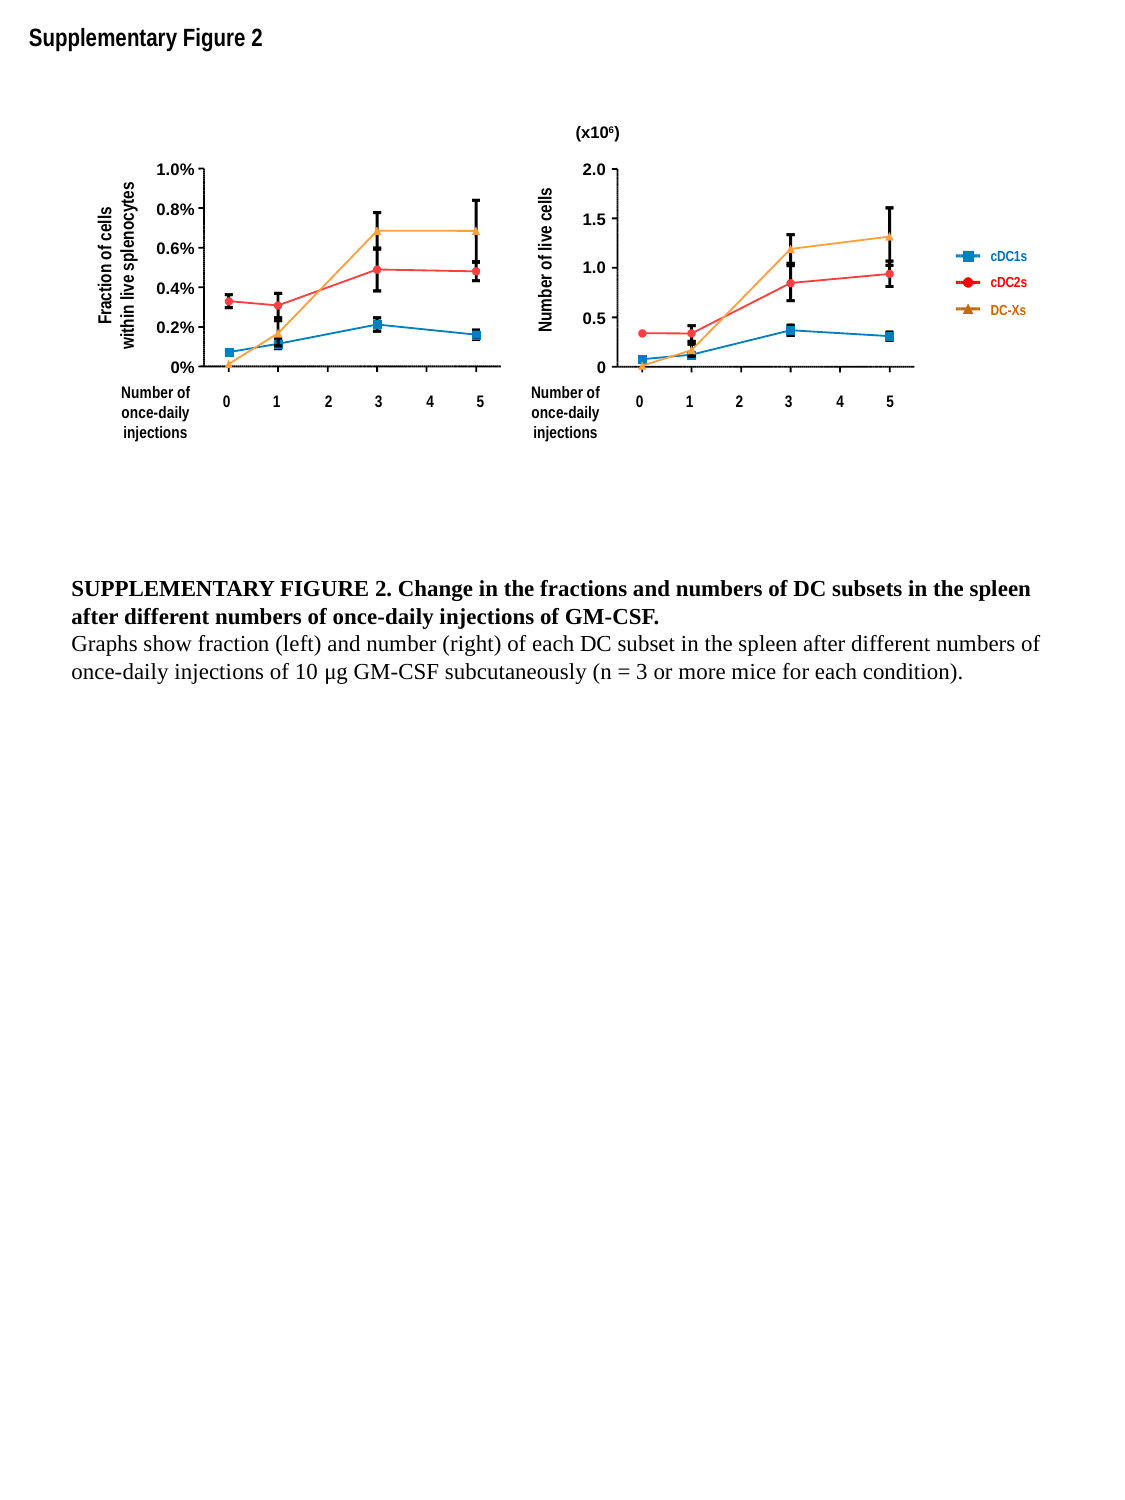

Supplementary Figure 2
(x106)
2.0
1.5
1.0
0.5
0
Number of live cells
Number of
once-daily
injections
0
1
2
3
4
5
1.0%
0.8%
0.6%
0.4%
0.2%
0%
Fraction of cells
within live splenocytes
Number of
once-daily
injections
0
1
2
3
4
5
cDC1s
cDC2s
DC-Xs
SUPPLEMENTARY FIGURE 2. Change in the fractions and numbers of DC subsets in the spleen after different numbers of once-daily injections of GM-CSF.
Graphs show fraction (left) and number (right) of each DC subset in the spleen after different numbers of once-daily injections of 10 μg GM-CSF subcutaneously (n = 3 or more mice for each condition).

## Slide 3
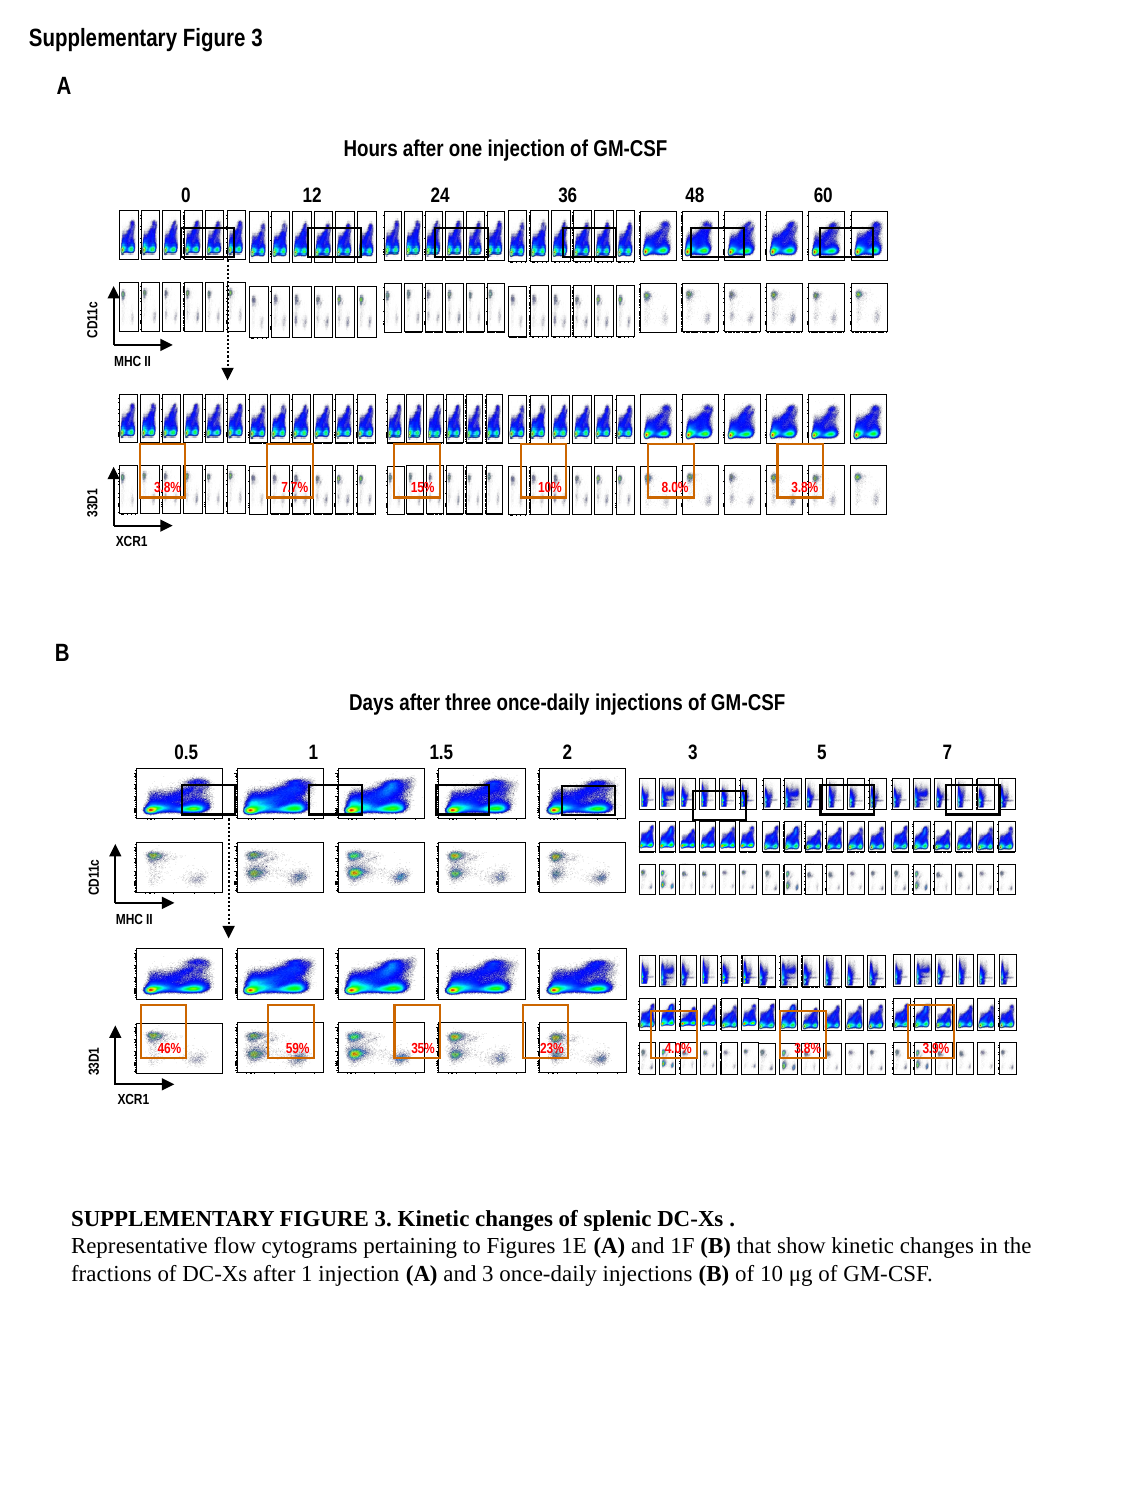

Supplementary Figure 3
A
Hours after one injection of GM-CSF
0
12
24
36
48
60
CD11c
MHC II
33D1
XCR1
3.8%
7.7%
15%
10%
8.0%
3.8%
B
Days after three once-daily injections of GM-CSF
0.5
1
1.5
2
3
5
7
CD11c
MHC II
33D1
XCR1
46%
59%
35%
23%
4.0%
3.8%
3.9%
SUPPLEMENTARY FIGURE 3. Kinetic changes of splenic DC-Xs .
Representative flow cytograms pertaining to Figures 1E (A) and 1F (B) that show kinetic changes in the fractions of DC-Xs after 1 injection (A) and 3 once-daily injections (B) of 10 μg of GM-CSF.

## Slide 4
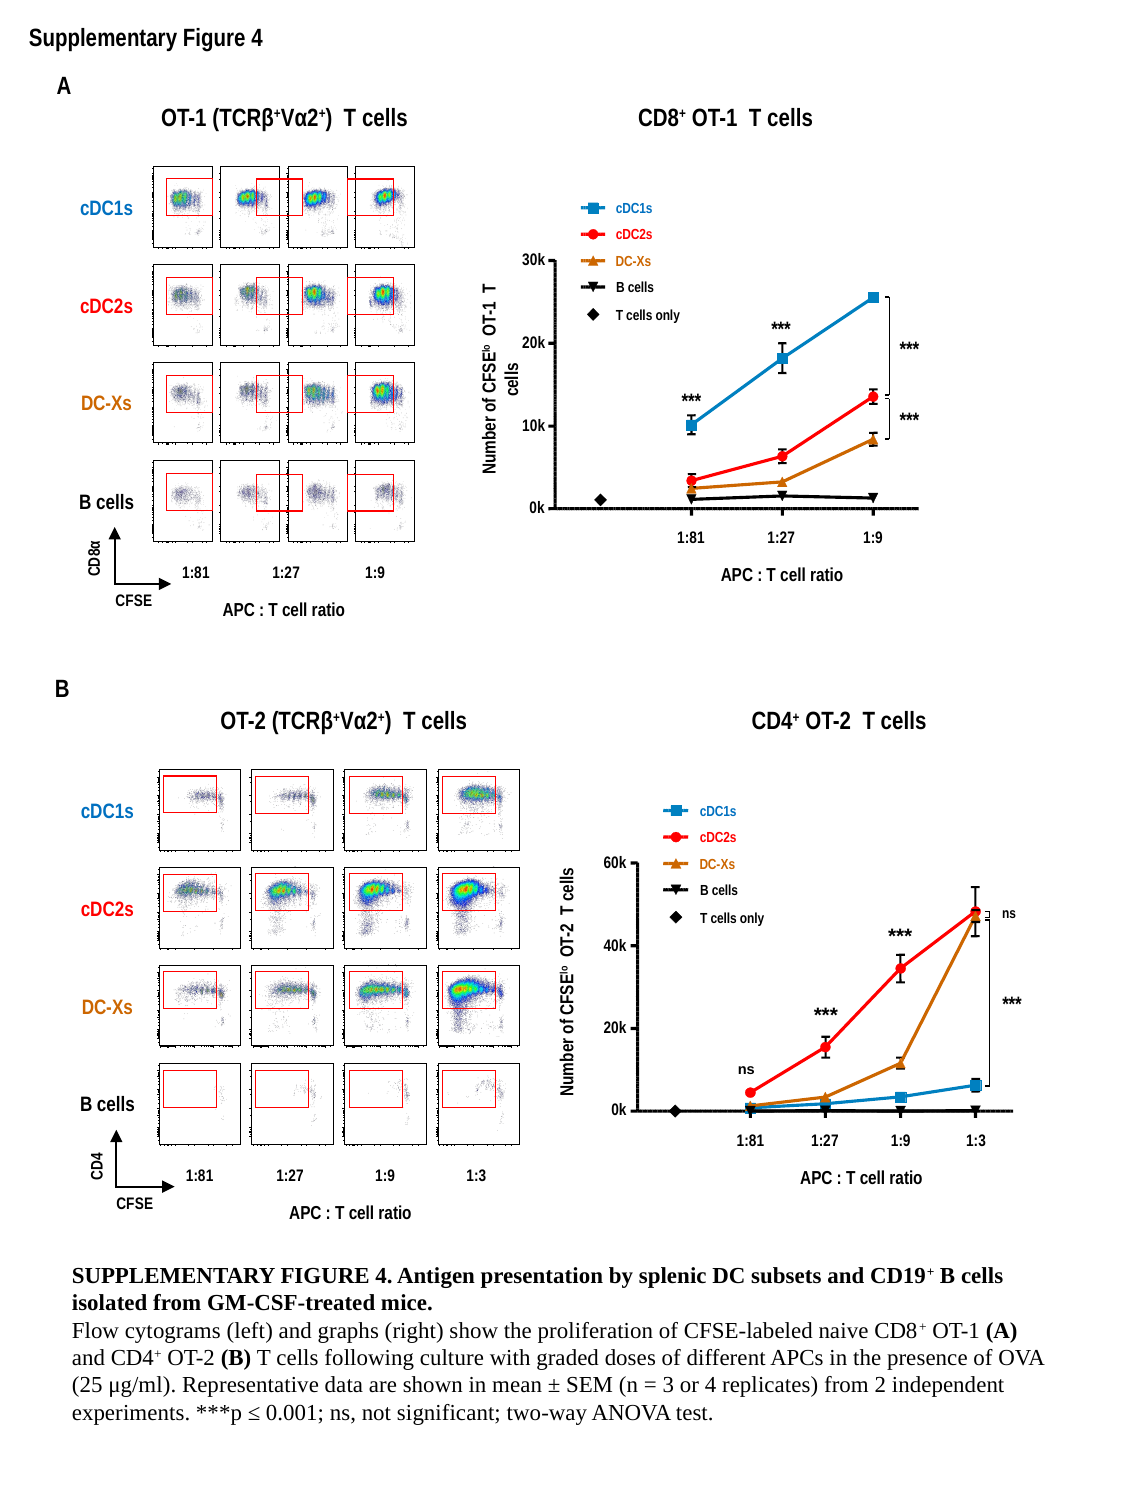

Supplementary Figure 4
A
 OT-1 (TCRβ+Vα2+) T cells
cDC1s
cDC2s
DC-Xs
B cells
CD8α
CFSE
1:81
1:27
1:9
APC : T cell ratio
CD8+ OT-1 T cells
cDC1s
cDC2s
DC-Xs
B cells
T cells only
30k
***
***
20k
***
***
10k
0k
Number of CFSElo OT-1 T cells
1:81
1:27
1:9
APC : T cell ratio
B
 OT-2 (TCRβ+Vα2+) T cells
cDC1s
cDC2s
DC-Xs
B cells
CD4
CFSE
1:81
1:27
1:9
1:3
APC : T cell ratio
CD4+ OT-2 T cells
cDC1s
cDC2s
DC-Xs
B cells
T cells only
60k
ns
***
40k
***
***
20k
ns
0k
Number of CFSElo OT-2 T cells
1:81
1:27
1:9
1:3
APC : T cell ratio
SUPPLEMENTARY FIGURE 4. Antigen presentation by splenic DC subsets and CD19+ B cells isolated from GM-CSF-treated mice.
Flow cytograms (left) and graphs (right) show the proliferation of CFSE-labeled naive CD8+ OT-1 (A) and CD4+ OT-2 (B) T cells following culture with graded doses of different APCs in the presence of OVA (25 μg/ml). Representative data are shown in mean ± SEM (n = 3 or 4 replicates) from 2 independent experiments. ***p ≤ 0.001; ns, not significant; two-way ANOVA test.

## Slide 5
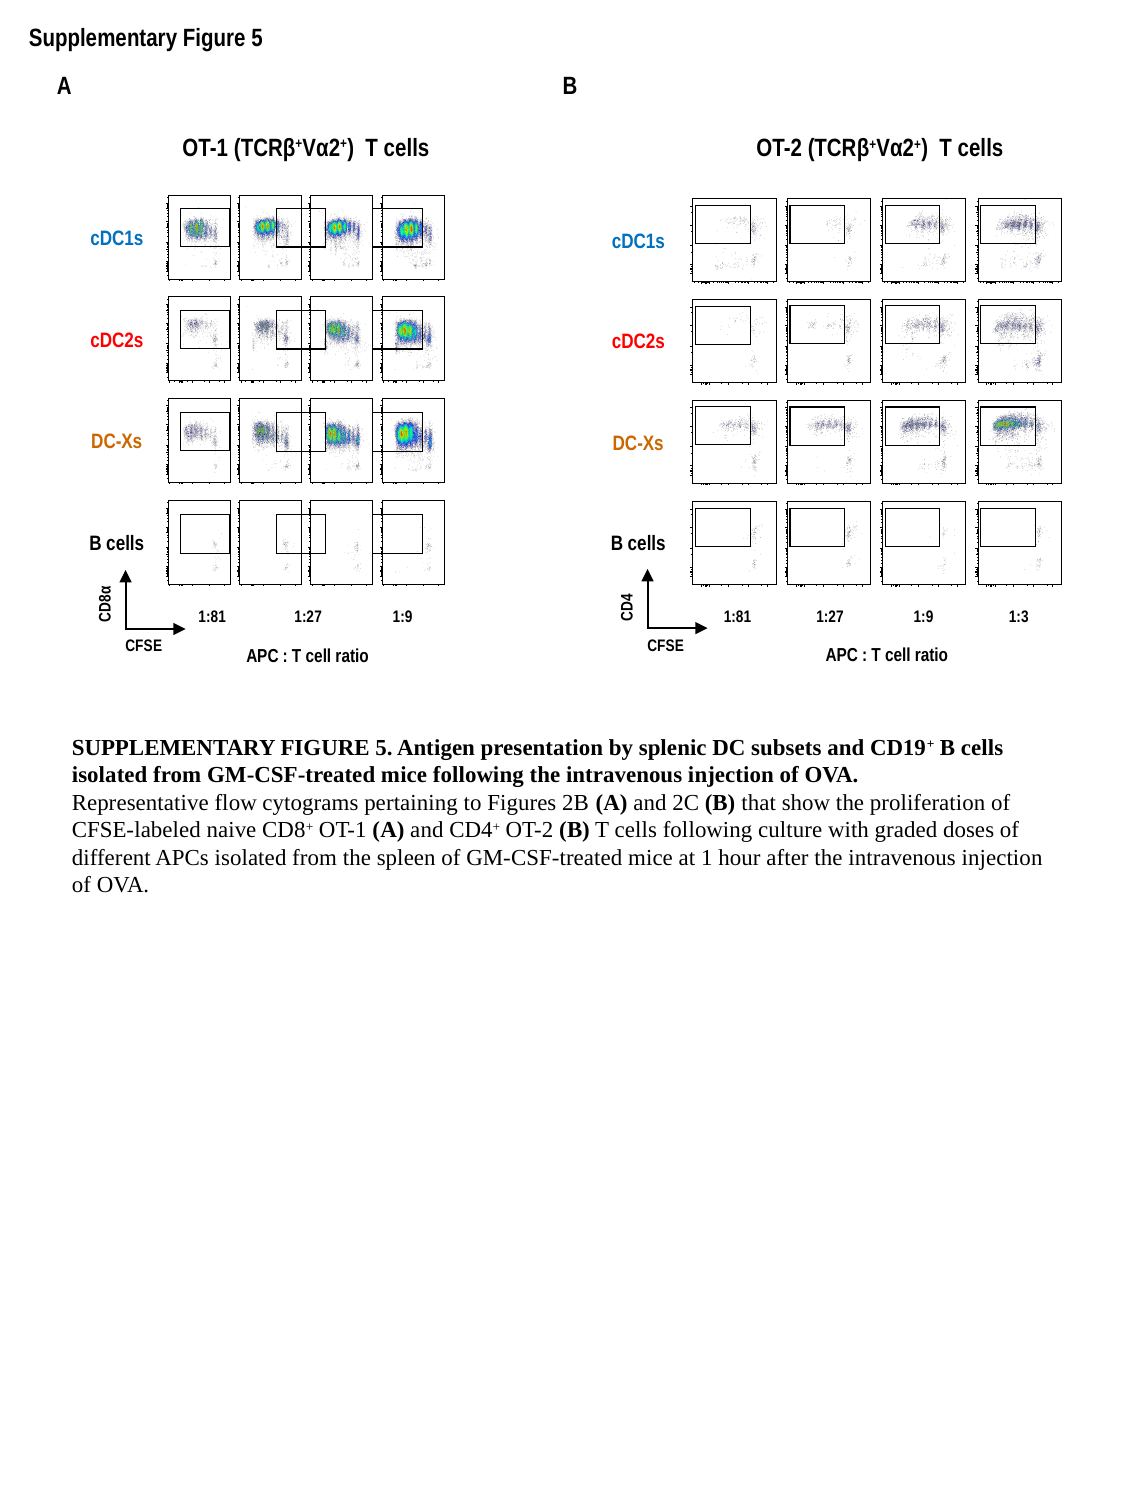

Supplementary Figure 5
A
B
 OT-1 (TCRβ+Vα2+) T cells
 OT-2 (TCRβ+Vα2+) T cells
cDC1s
cDC1s
cDC2s
cDC2s
DC-Xs
DC-Xs
B cells
B cells
CD4
CFSE
CD8α
CFSE
1:81
1:27
1:9
1:3
APC : T cell ratio
1:81
1:27
1:9
APC : T cell ratio
SUPPLEMENTARY FIGURE 5. Antigen presentation by splenic DC subsets and CD19+ B cells isolated from GM-CSF-treated mice following the intravenous injection of OVA.
Representative flow cytograms pertaining to Figures 2B (A) and 2C (B) that show the proliferation of CFSE-labeled naive CD8+ OT-1 (A) and CD4+ OT-2 (B) T cells following culture with graded doses of different APCs isolated from the spleen of GM-CSF-treated mice at 1 hour after the intravenous injection of OVA.

## Slide 6
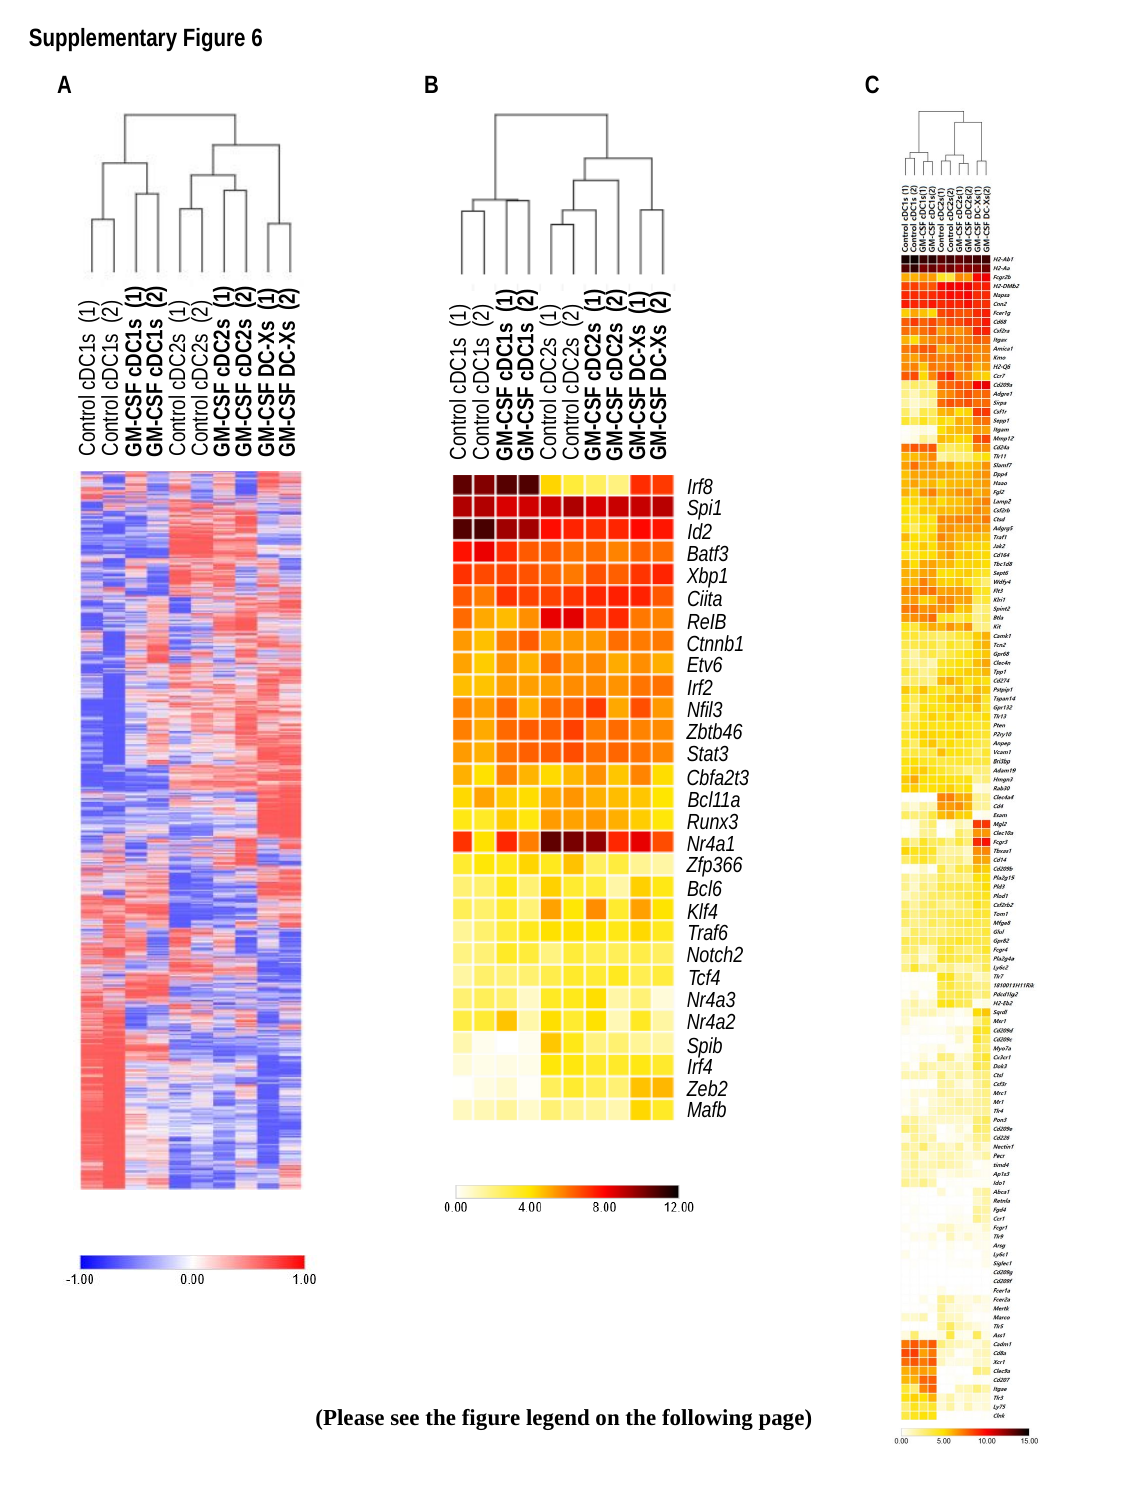

Supplementary Figure 6
A
B
C
GM-CSF cDC1s (1)
GM-CSF cDC1s (2)
GM-CSF cDC2s (1)
GM-CSF cDC2s (2)
GM-CSF DC-Xs (1)
GM-CSF DC-Xs (2)
Control cDC1s (1)
Control cDC1s (2)
Control cDC2s (1)
Control cDC2s (2)
GM-CSF cDC1s (1)
GM-CSF cDC1s (2)
GM-CSF cDC2s (1)
GM-CSF cDC2s (2)
GM-CSF DC-Xs (1)
GM-CSF DC-Xs (2)
Control cDC1s (1)
Control cDC1s (2)
Control cDC2s (1)
Control cDC2s (2)
Irf8
Spi1
Id2
Batf3
Xbp1
Ciita
ReIB
Ctnnb1
Etv6
Irf2
Nfil3
Zbtb46
Stat3
Cbfa2t3
Bcl11a
Runx3
Nr4a1
Zfp366
Bcl6
Klf4
Traf6
Notch2
Tcf4
Nr4a3
Nr4a2
Spib
Irf4
Zeb2
Mafb
(Please see the figure legend on the following page)

## Slide 7
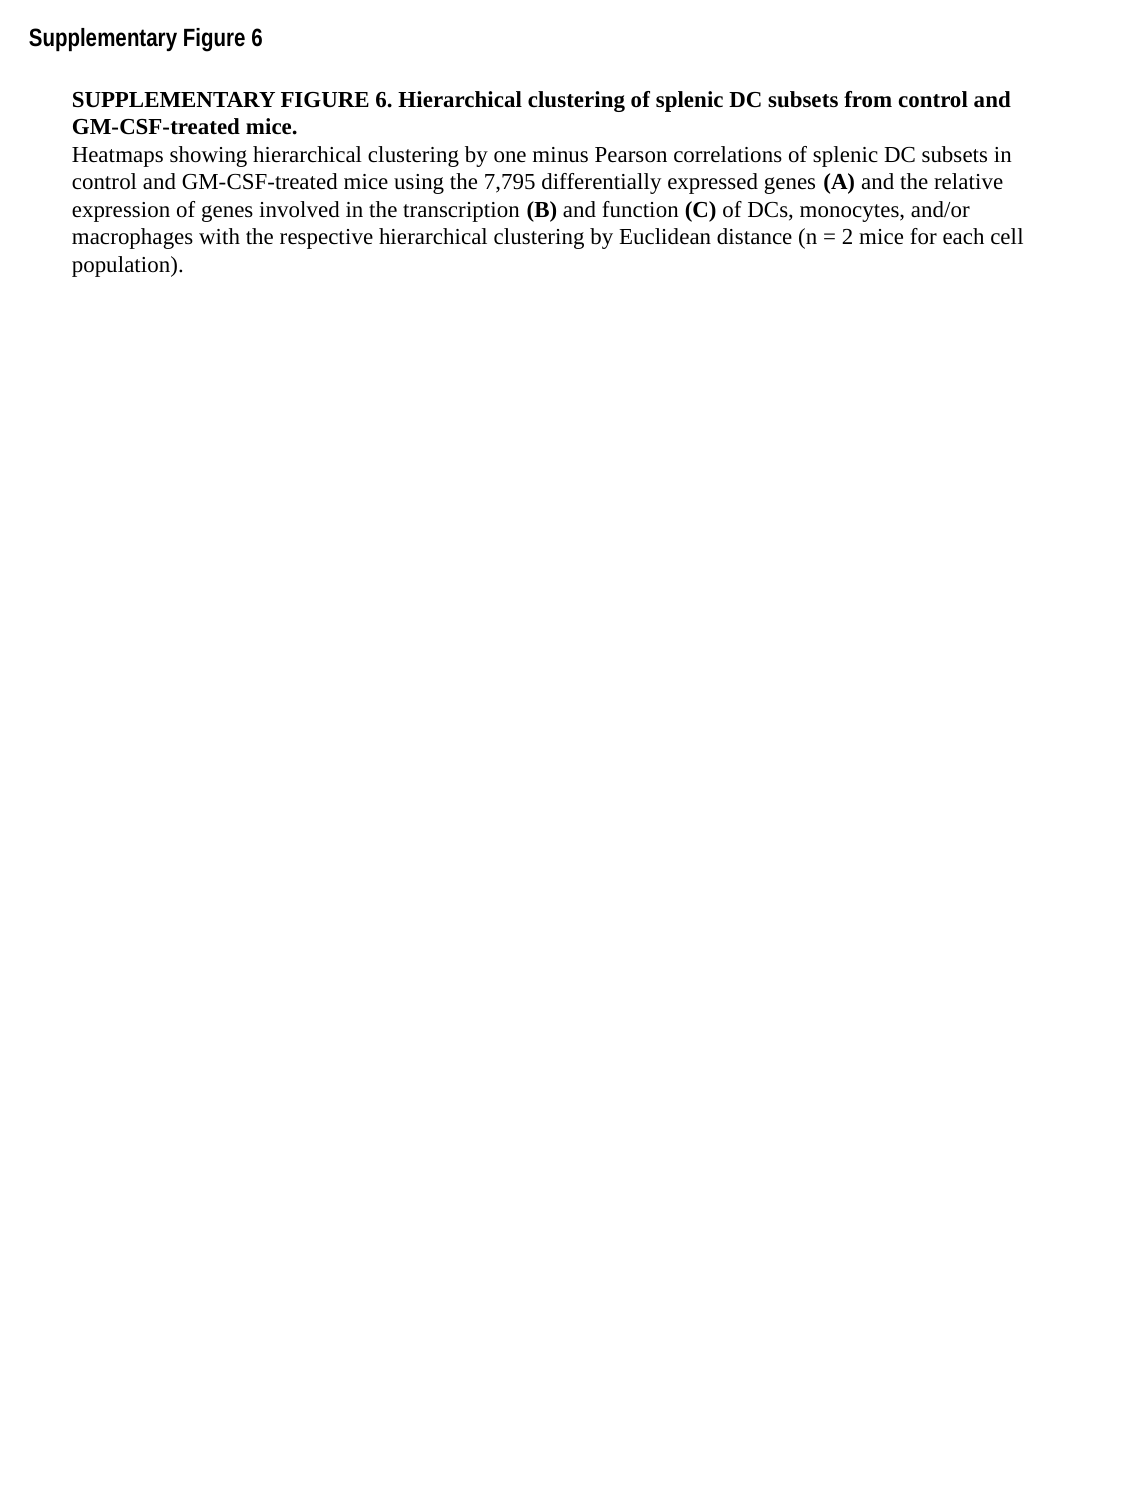

Supplementary Figure 6
SUPPLEMENTARY FIGURE 6. Hierarchical clustering of splenic DC subsets from control and GM-CSF-treated mice.
Heatmaps showing hierarchical clustering by one minus Pearson correlations of splenic DC subsets in control and GM-CSF-treated mice using the 7,795 differentially expressed genes (A) and the relative expression of genes involved in the transcription (B) and function (C) of DCs, monocytes, and/or macrophages with the respective hierarchical clustering by Euclidean distance (n = 2 mice for each cell population).

## Slide 8
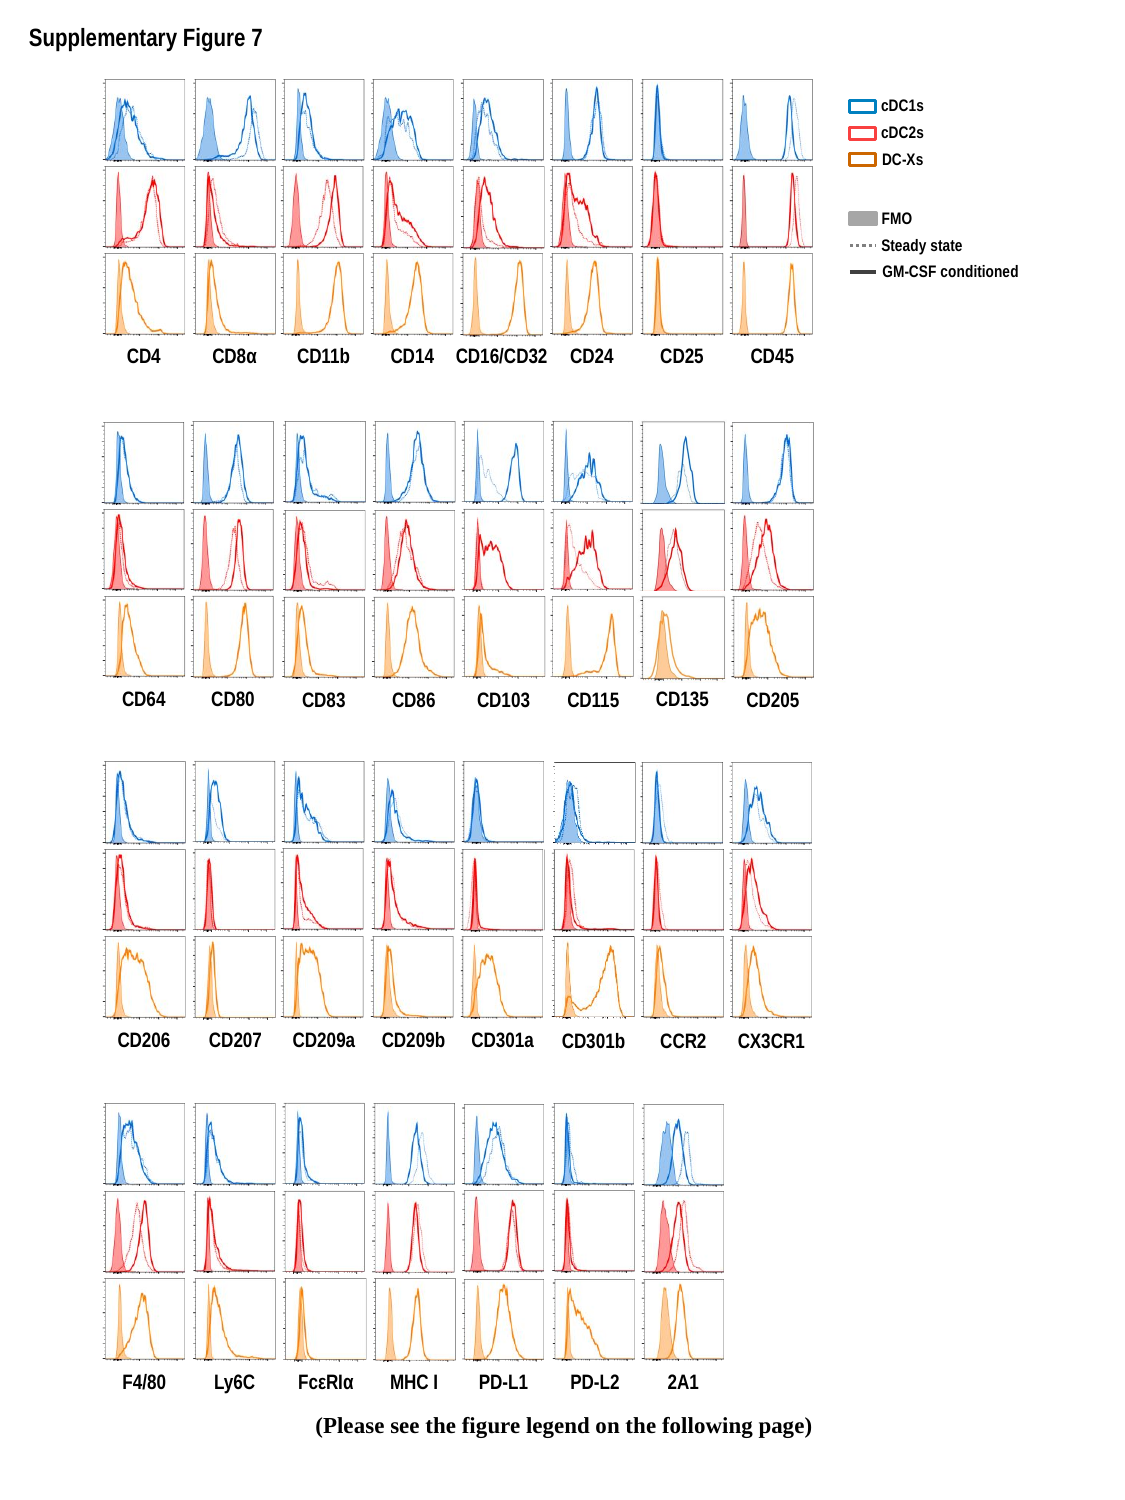

Supplementary Figure 7
cDC1s
cDC2s
DC-Xs
FMO
Steady state
GM-CSF conditioned
CD4
CD8α
CD11b
CD14
CD16/CD32
CD24
CD25
CD45
CD135
CD64
CD80
CD83
CD86
CD103
CD115
CD205
CD206
CD207
CD209a
CD209b
CD301a
CD301b
CCR2
CX3CR1
F4/80
Ly6C
FcεRIα
MHC I
PD-L1
PD-L2
2A1
(Please see the figure legend on the following page)

## Slide 9
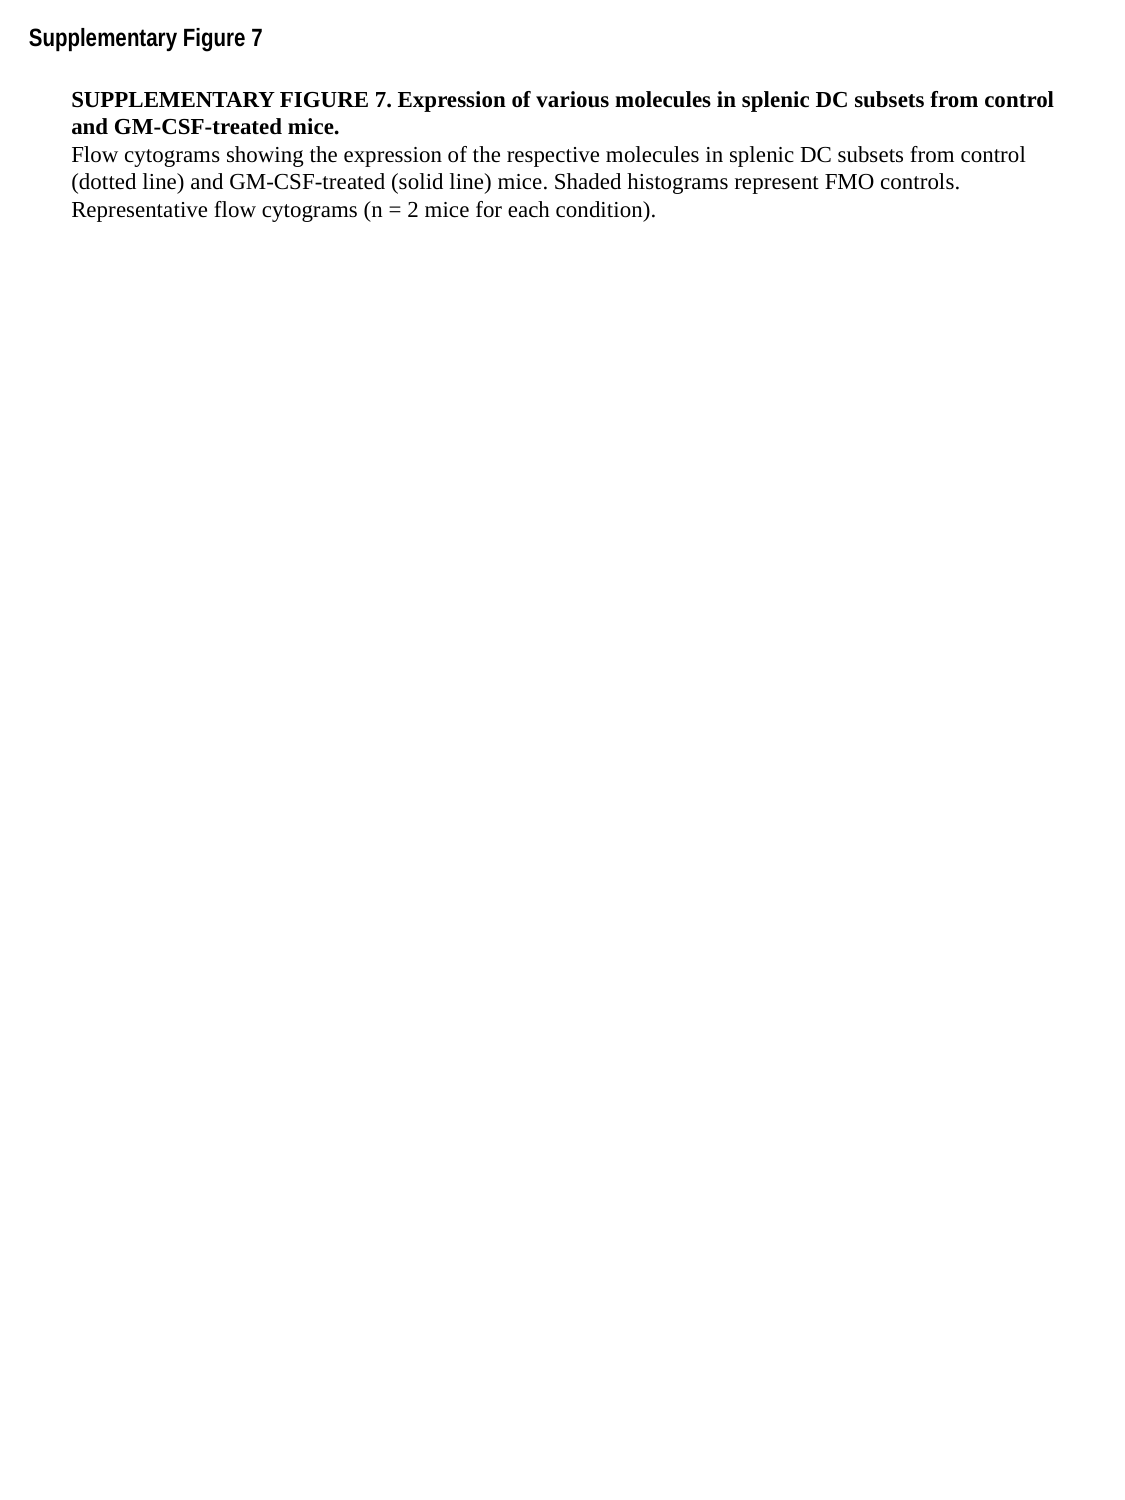

Supplementary Figure 7
SUPPLEMENTARY FIGURE 7. Expression of various molecules in splenic DC subsets from control and GM-CSF-treated mice.
Flow cytograms showing the expression of the respective molecules in splenic DC subsets from control (dotted line) and GM-CSF-treated (solid line) mice. Shaded histograms represent FMO controls. Representative flow cytograms (n = 2 mice for each condition).

## Slide 10
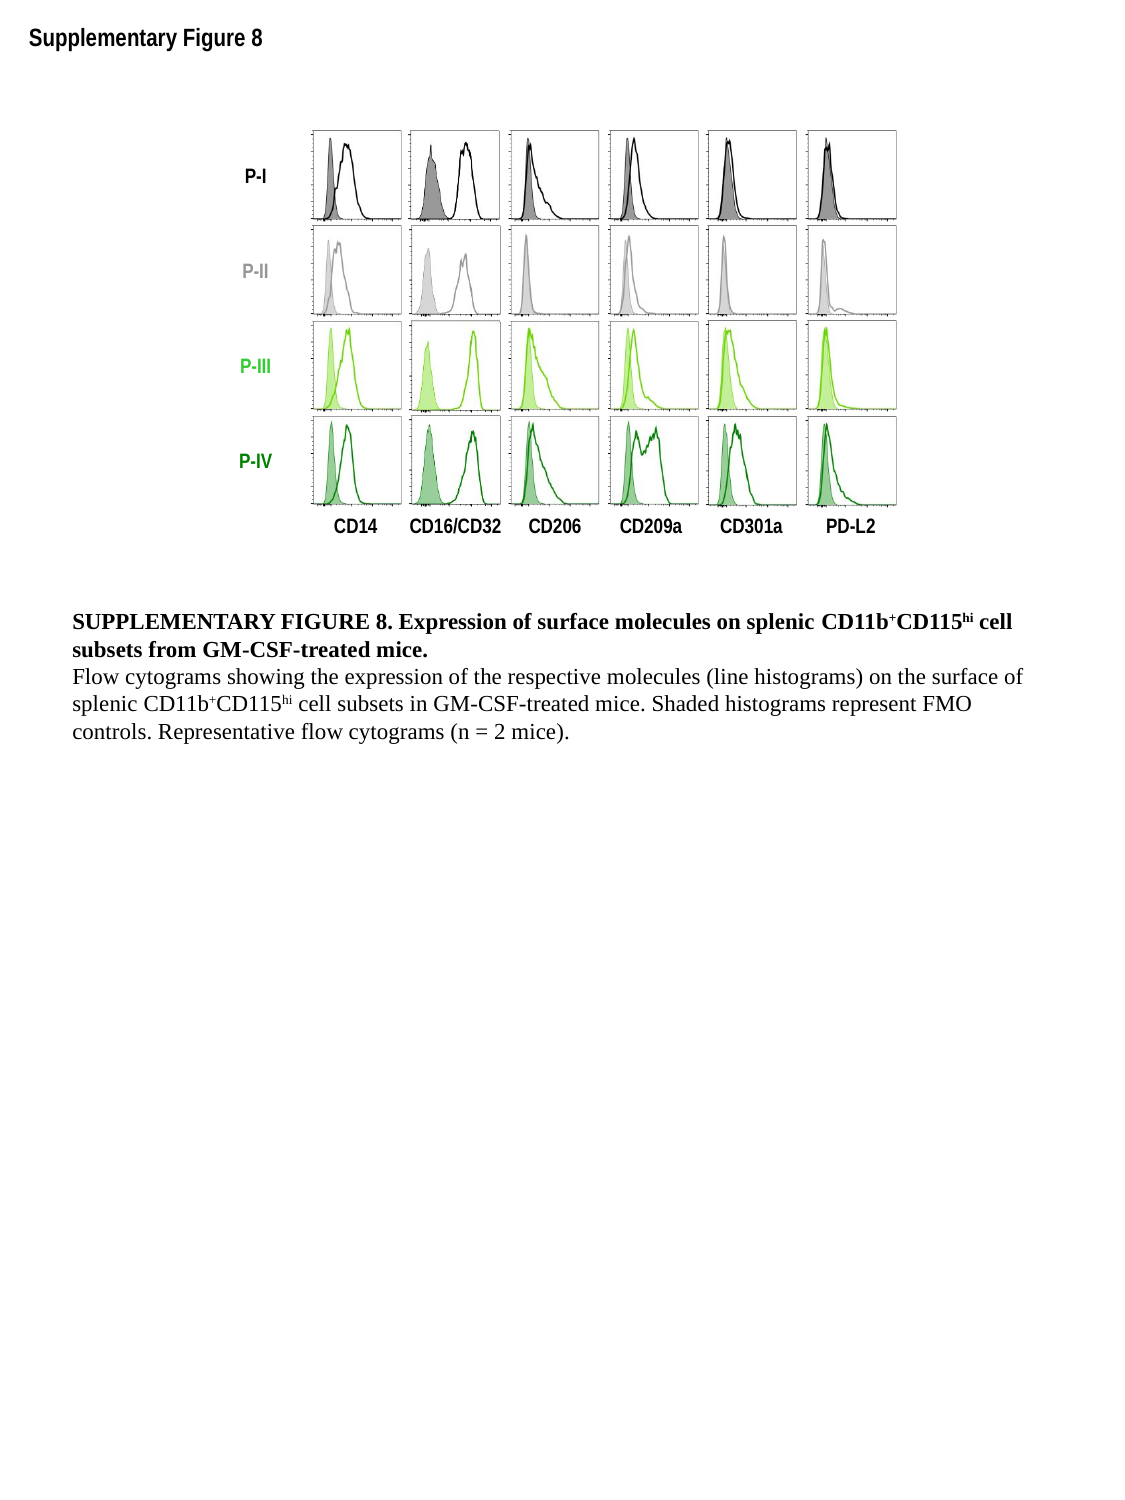

Supplementary Figure 8
P-I
P-II
P-III
P-IV
CD14
CD16/CD32
CD206
CD209a
CD301a
PD-L2
SUPPLEMENTARY FIGURE 8. Expression of surface molecules on splenic CD11b+CD115hi cell subsets from GM-CSF-treated mice.
Flow cytograms showing the expression of the respective molecules (line histograms) on the surface of splenic CD11b+CD115hi cell subsets in GM-CSF-treated mice. Shaded histograms represent FMO controls. Representative flow cytograms (n = 2 mice).

## Slide 11
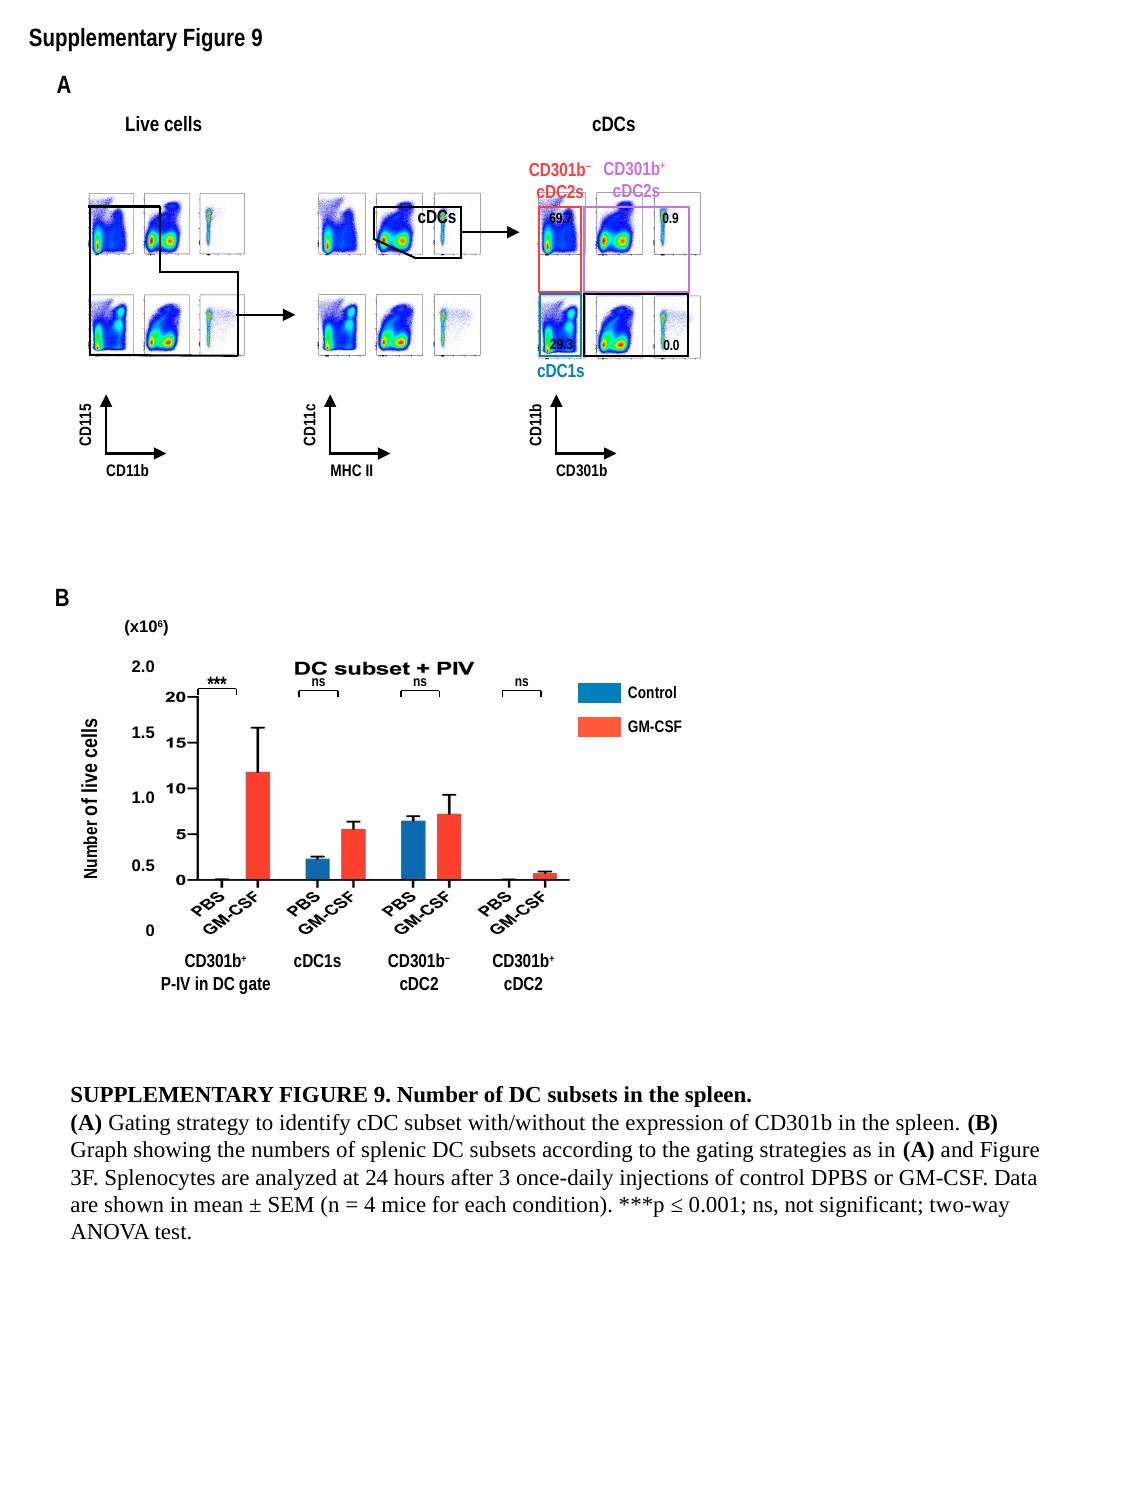

Supplementary Figure 9
A
Live cells
cDCs
CD301b+
cDC2s
CD301b−
cDC2s
69.7
0.9
29.3
0.0
cDC1s
cDCs
CD115
CD11b
CD11c
MHC II
CD11b
CD301b
B
(x106)
2.0
***
ns
ns
ns
Control
GM-CSF
1.5
Number of live cells
1.0
0.5
0
CD301b+
P-IV in DC gate
cDC1s
CD301b−
cDC2
CD301b+
cDC2
SUPPLEMENTARY FIGURE 9. Number of DC subsets in the spleen.
(A) Gating strategy to identify cDC subset with/without the expression of CD301b in the spleen. (B) Graph showing the numbers of splenic DC subsets according to the gating strategies as in (A) and Figure 3F. Splenocytes are analyzed at 24 hours after 3 once-daily injections of control DPBS or GM-CSF. Data are shown in mean ± SEM (n = 4 mice for each condition). ***p ≤ 0.001; ns, not significant; two-way ANOVA test.

## Slide 12
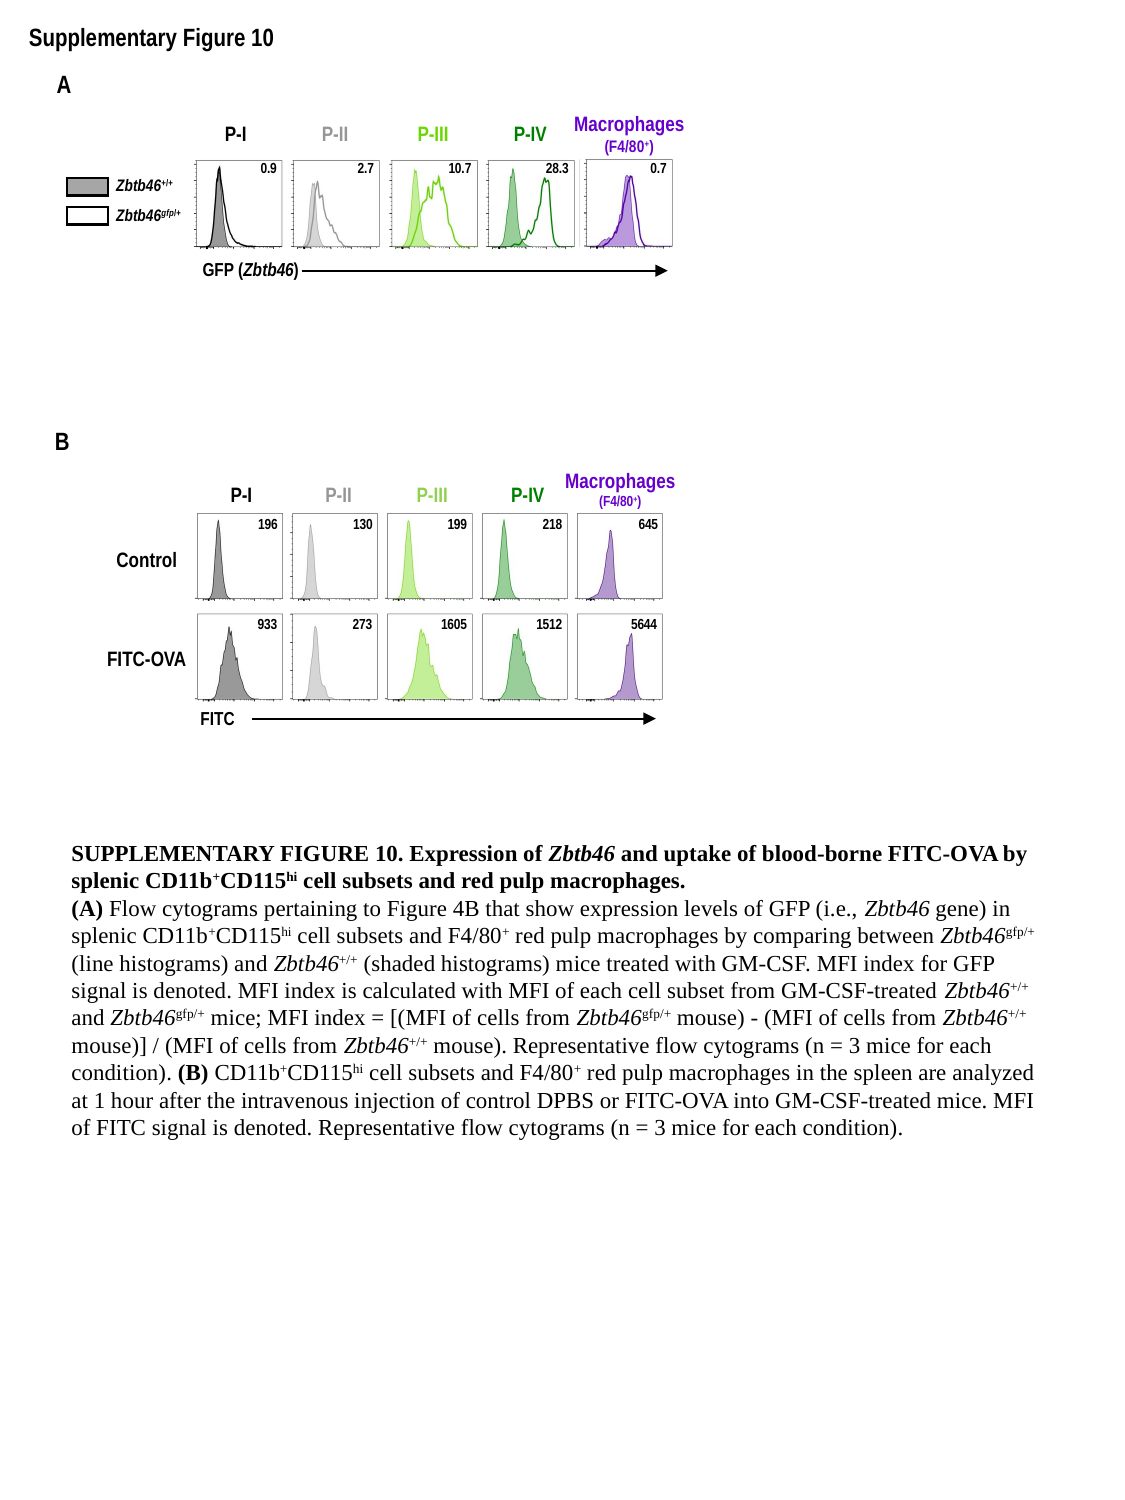

Supplementary Figure 10
A
Macrophages
(F4/80+)
P-I
P-II
P-III
P-IV
0.9
2.7
10.7
28.3
0.7
GFP (Zbtb46)
Zbtb46+/+
Zbtb46gfp/+
B
Macrophages
(F4/80+)
P-I
P-II
P-III
P-IV
196
130
199
218
645
Control
933
273
1605
1512
5644
FITC-OVA
FITC
SUPPLEMENTARY FIGURE 10. Expression of Zbtb46 and uptake of blood-borne FITC-OVA by splenic CD11b+CD115hi cell subsets and red pulp macrophages.
(A) Flow cytograms pertaining to Figure 4B that show expression levels of GFP (i.e., Zbtb46 gene) in splenic CD11b+CD115hi cell subsets and F4/80+ red pulp macrophages by comparing between Zbtb46gfp/+ (line histograms) and Zbtb46+/+ (shaded histograms) mice treated with GM-CSF. MFI index for GFP signal is denoted. MFI index is calculated with MFI of each cell subset from GM-CSF-treated Zbtb46+/+ and Zbtb46gfp/+ mice; MFI index = [(MFI of cells from Zbtb46gfp/+ mouse) - (MFI of cells from Zbtb46+/+ mouse)] / (MFI of cells from Zbtb46+/+ mouse). Representative flow cytograms (n = 3 mice for each condition). (B) CD11b+CD115hi cell subsets and F4/80+ red pulp macrophages in the spleen are analyzed at 1 hour after the intravenous injection of control DPBS or FITC-OVA into GM-CSF-treated mice. MFI of FITC signal is denoted. Representative flow cytograms (n = 3 mice for each condition).

## Slide 13
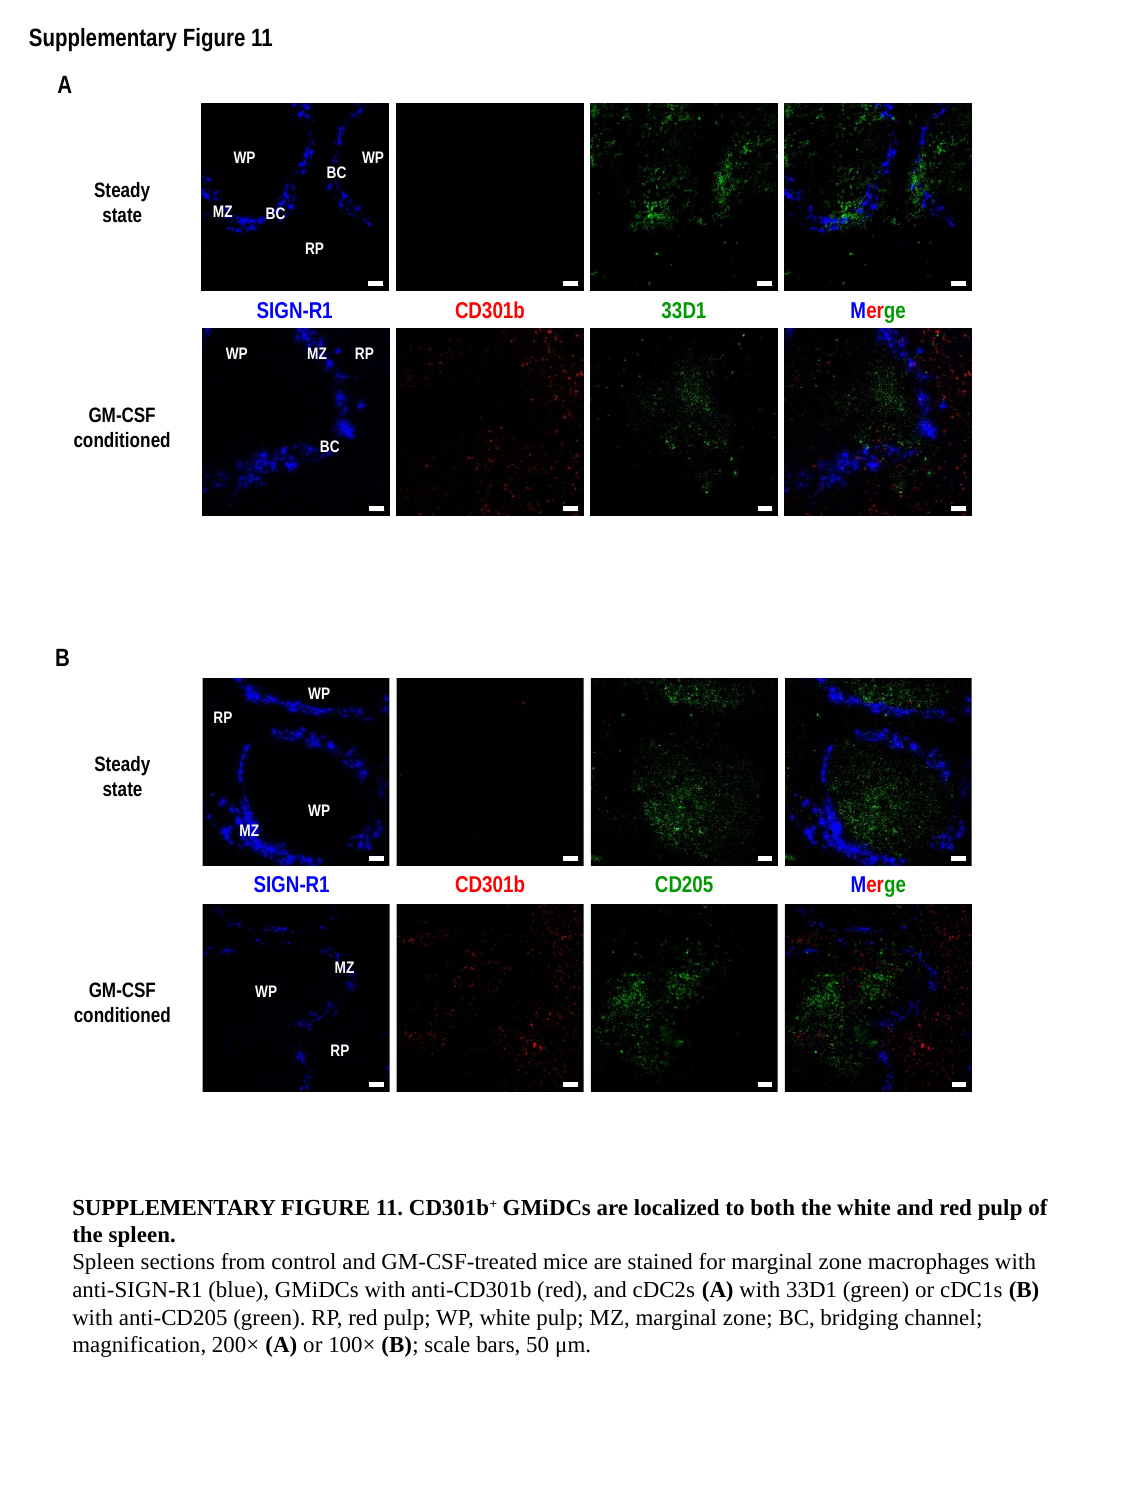

Supplementary Figure 11
A
WP
WP
BC
MZ
BC
RP
Steady
state
SIGN-R1
CD301b
33D1
Merge
WP
MZ
RP
BC
GM-CSF
conditioned
B
WP
RP
WP
MZ
Steady
state
SIGN-R1
CD301b
CD205
Merge
MZ
WP
RP
GM-CSF
conditioned
SUPPLEMENTARY FIGURE 11. CD301b+ GMiDCs are localized to both the white and red pulp of the spleen.
Spleen sections from control and GM-CSF-treated mice are stained for marginal zone macrophages with anti-SIGN-R1 (blue), GMiDCs with anti-CD301b (red), and cDC2s (A) with 33D1 (green) or cDC1s (B) with anti-CD205 (green). RP, red pulp; WP, white pulp; MZ, marginal zone; BC, bridging channel; magnification, 200× (A) or 100× (B); scale bars, 50 μm.

## Slide 14
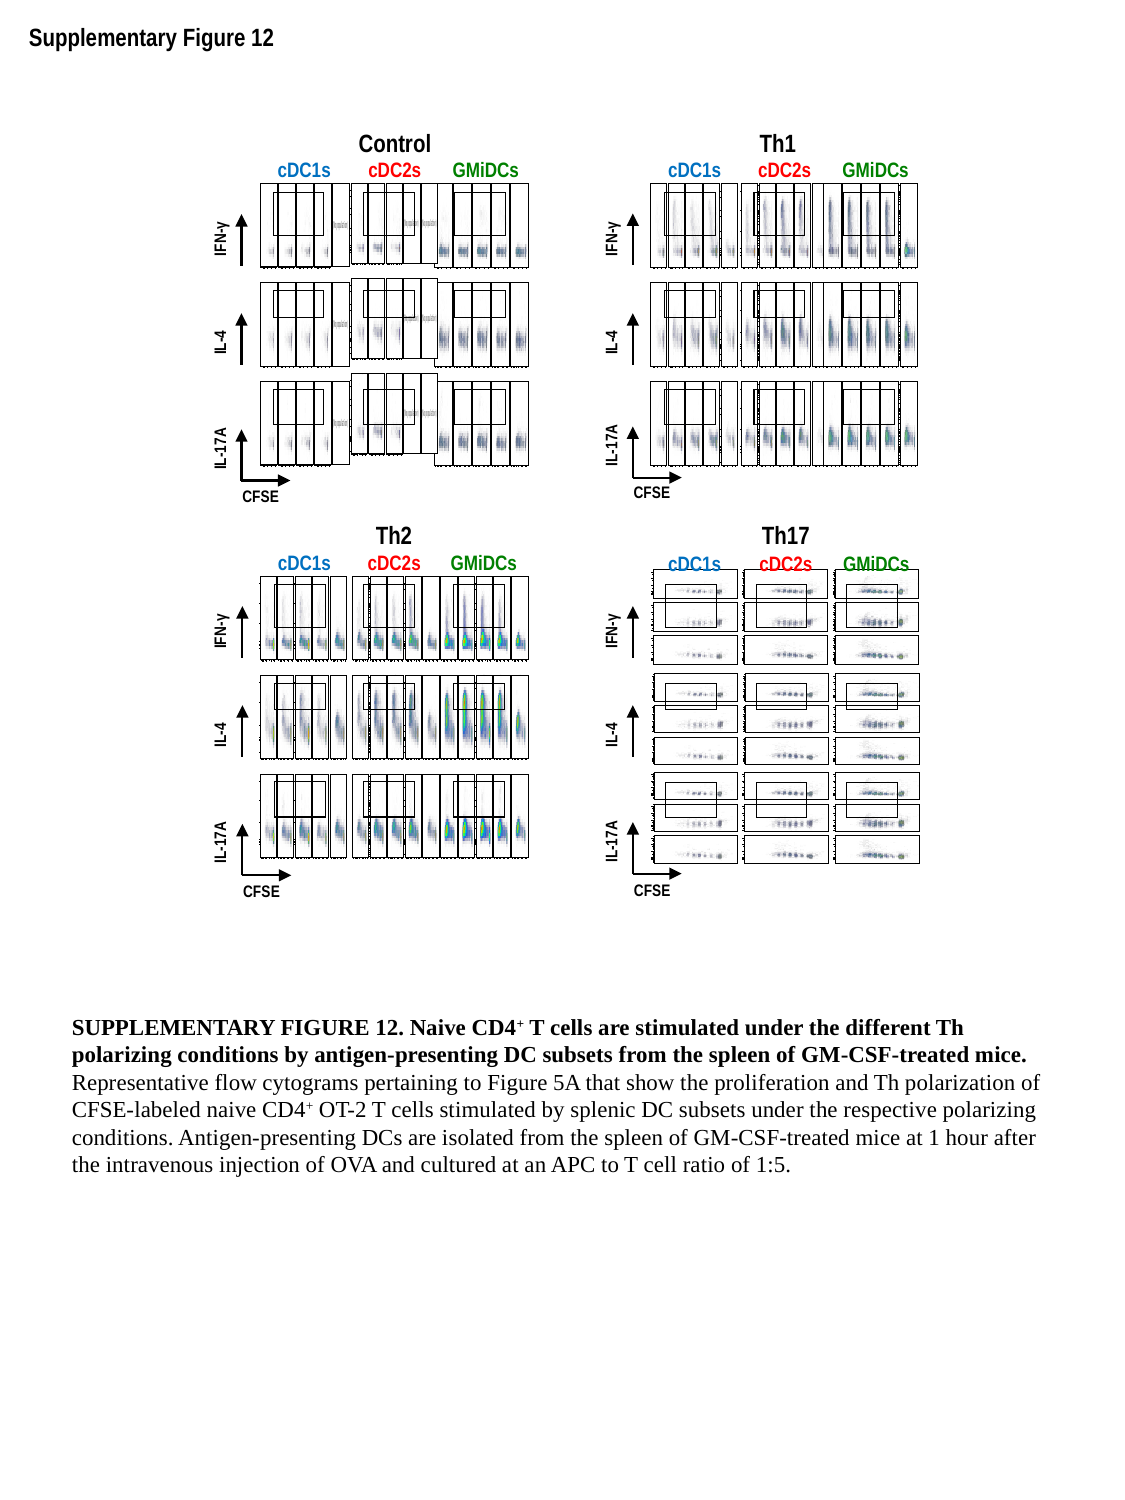

Supplementary Figure 12
Control
cDC1s
cDC2s
GMiDCs
IFN-γ
IL-4
IL-17A
CFSE
Th1
cDC1s
cDC2s
GMiDCs
IFN-γ
IL-4
IL-17A
CFSE
Th2
cDC1s
cDC2s
GMiDCs
IFN-γ
IL-4
IL-17A
CFSE
Th17
cDC1s
cDC2s
GMiDCs
IFN-γ
IL-4
IL-17A
CFSE
SUPPLEMENTARY FIGURE 12. Naive CD4+ T cells are stimulated under the different Th polarizing conditions by antigen-presenting DC subsets from the spleen of GM-CSF-treated mice.
Representative flow cytograms pertaining to Figure 5A that show the proliferation and Th polarization of CFSE-labeled naive CD4+ OT-2 T cells stimulated by splenic DC subsets under the respective polarizing conditions. Antigen-presenting DCs are isolated from the spleen of GM-CSF-treated mice at 1 hour after the intravenous injection of OVA and cultured at an APC to T cell ratio of 1:5.

## Slide 15
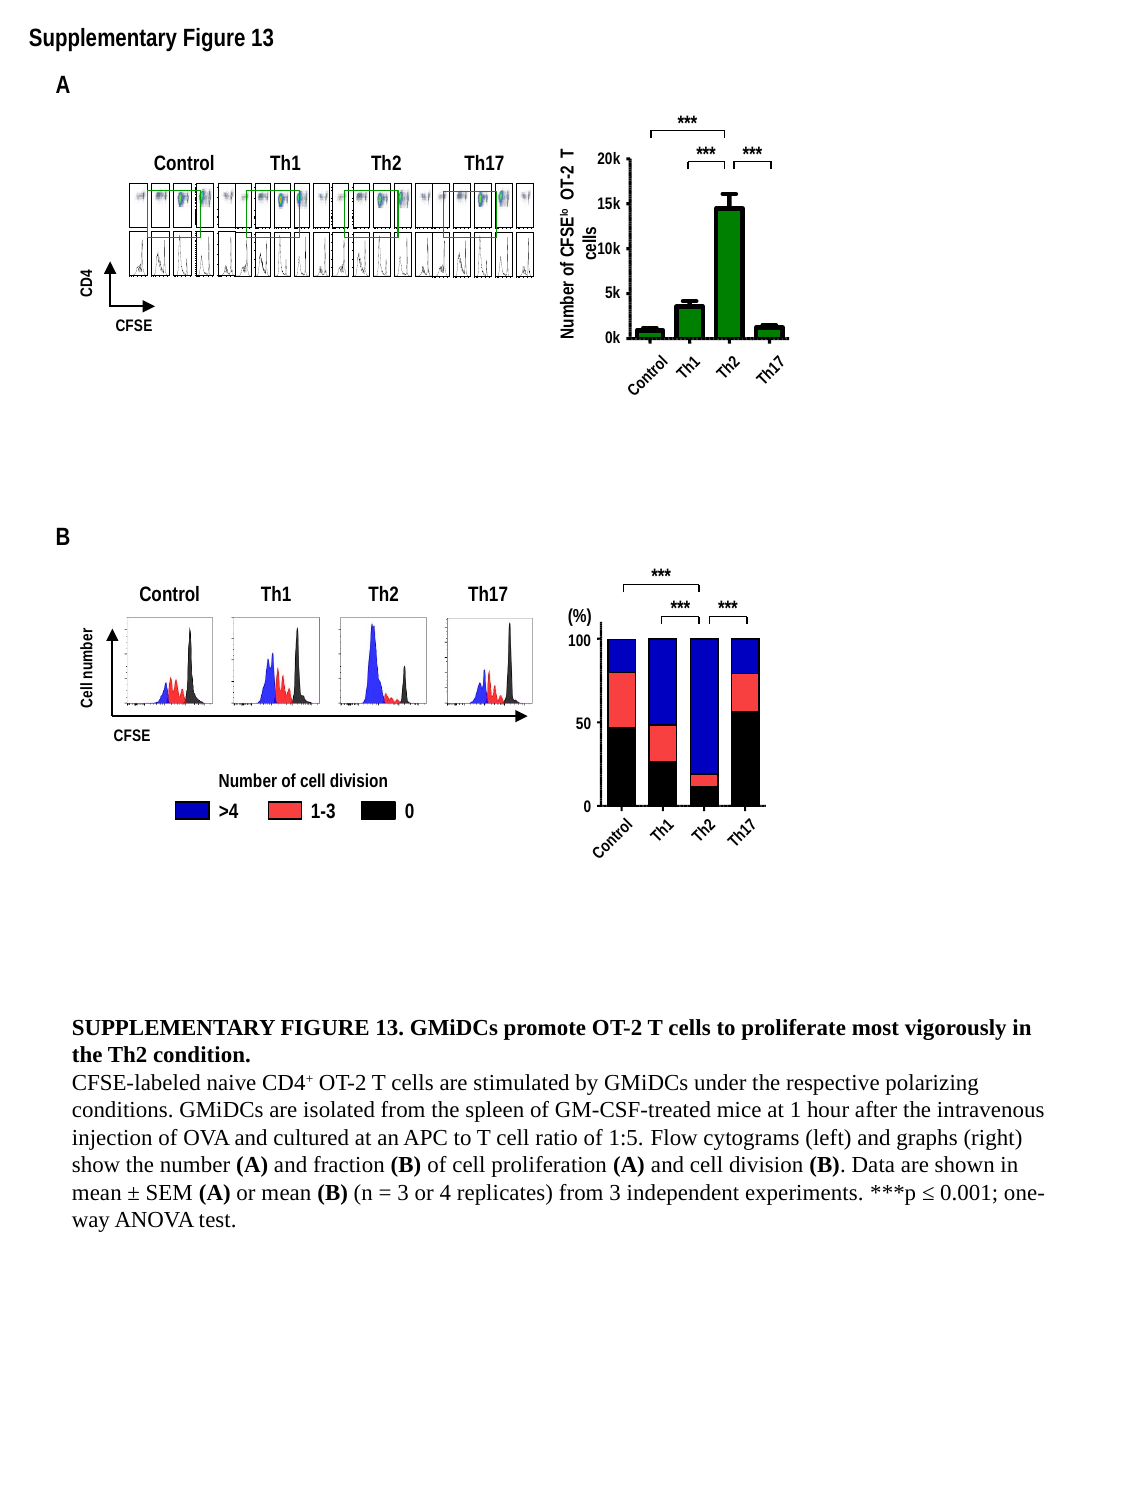

Supplementary Figure 13
A
***
Number of CFSElo OT-2 T cells
***
***
20k
15k
10k
5k
0k
Th1
Th2
Th17
Control
Control
Th1
Th2
Th17
CD4
CFSE
B
***
***
***
(%)
100
50
0
Th1
Th2
Th17
Control
Control
Th1
Th2
Th17
Cell number
CFSE
Number of cell division
1-3
0
>4
SUPPLEMENTARY FIGURE 13. GMiDCs promote OT-2 T cells to proliferate most vigorously in the Th2 condition.
CFSE-labeled naive CD4+ OT-2 T cells are stimulated by GMiDCs under the respective polarizing conditions. GMiDCs are isolated from the spleen of GM-CSF-treated mice at 1 hour after the intravenous injection of OVA and cultured at an APC to T cell ratio of 1:5. Flow cytograms (left) and graphs (right) show the number (A) and fraction (B) of cell proliferation (A) and cell division (B). Data are shown in mean ± SEM (A) or mean (B) (n = 3 or 4 replicates) from 3 independent experiments. ***p ≤ 0.001; one-way ANOVA test.

## Slide 16
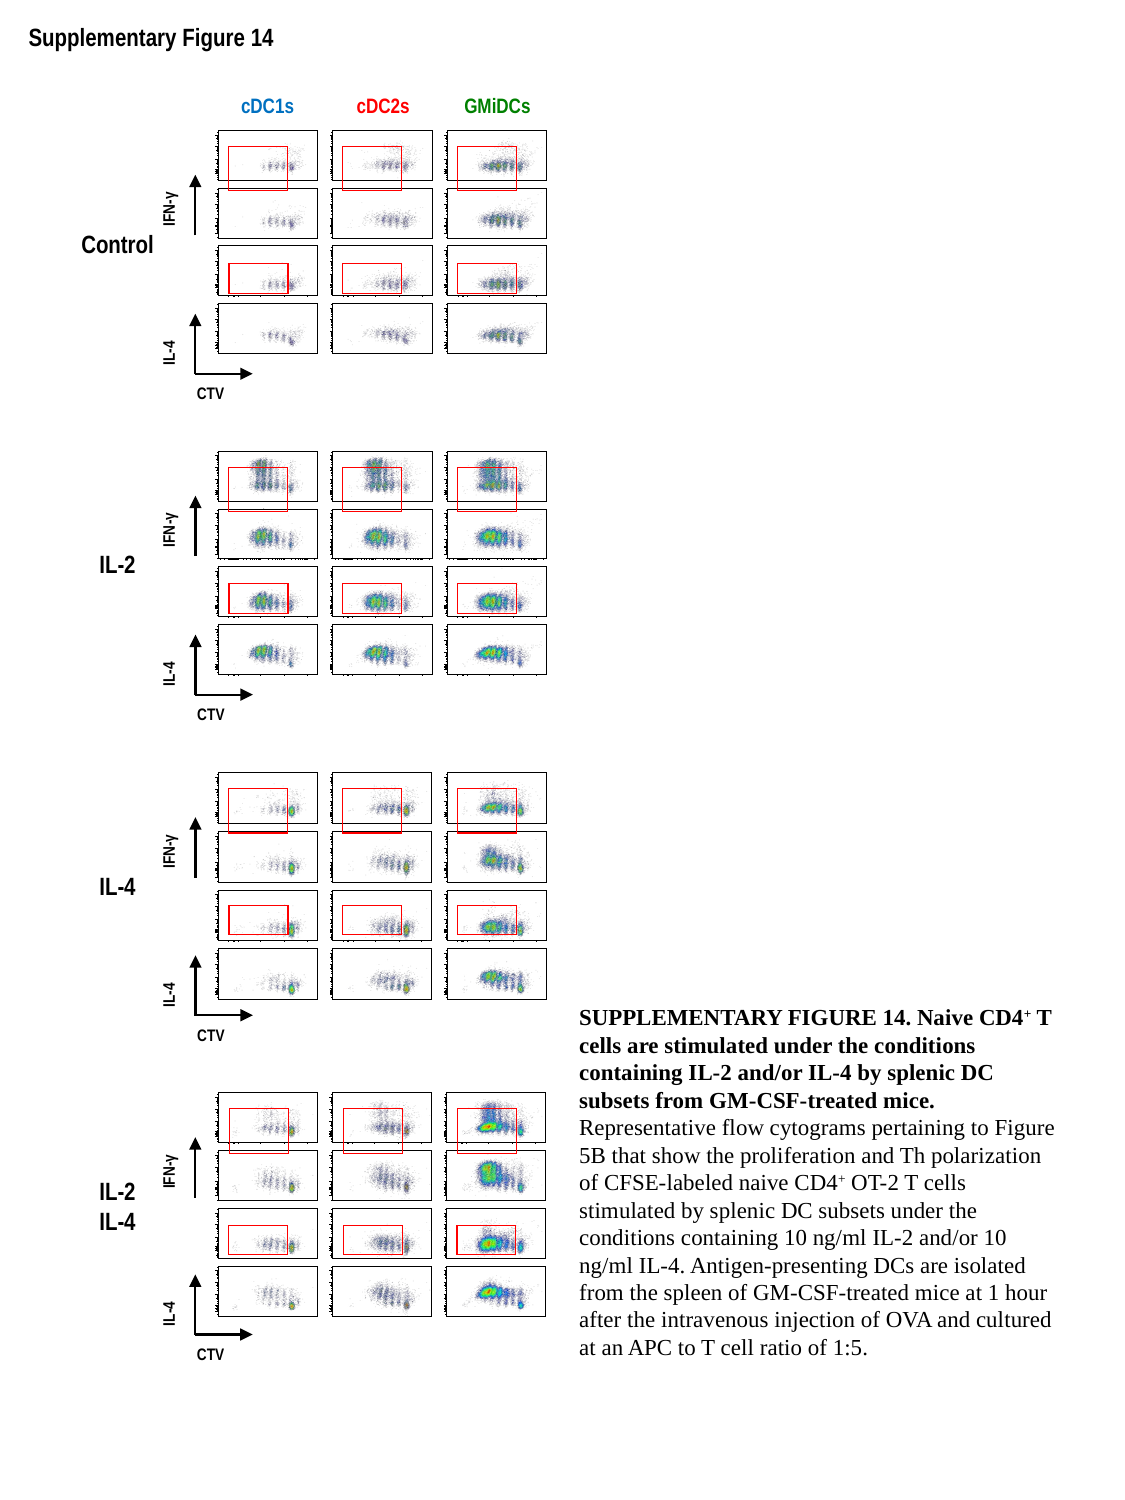

Supplementary Figure 14
cDC1s
cDC2s
GMiDCs
IFN-γ
Control
IL-4
CTV
IFN-γ
IL-2
IL-4
CTV
IFN-γ
IL-4
IL-4
CTV
IFN-γ
IL-2
IL-4
IL-4
CTV
SUPPLEMENTARY FIGURE 14. Naive CD4+ T cells are stimulated under the conditions containing IL-2 and/or IL-4 by splenic DC subsets from GM-CSF-treated mice.
Representative flow cytograms pertaining to Figure 5B that show the proliferation and Th polarization of CFSE-labeled naive CD4+ OT-2 T cells stimulated by splenic DC subsets under the conditions containing 10 ng/ml IL-2 and/or 10 ng/ml IL-4. Antigen-presenting DCs are isolated from the spleen of GM-CSF-treated mice at 1 hour after the intravenous injection of OVA and cultured at an APC to T cell ratio of 1:5.

## Slide 17
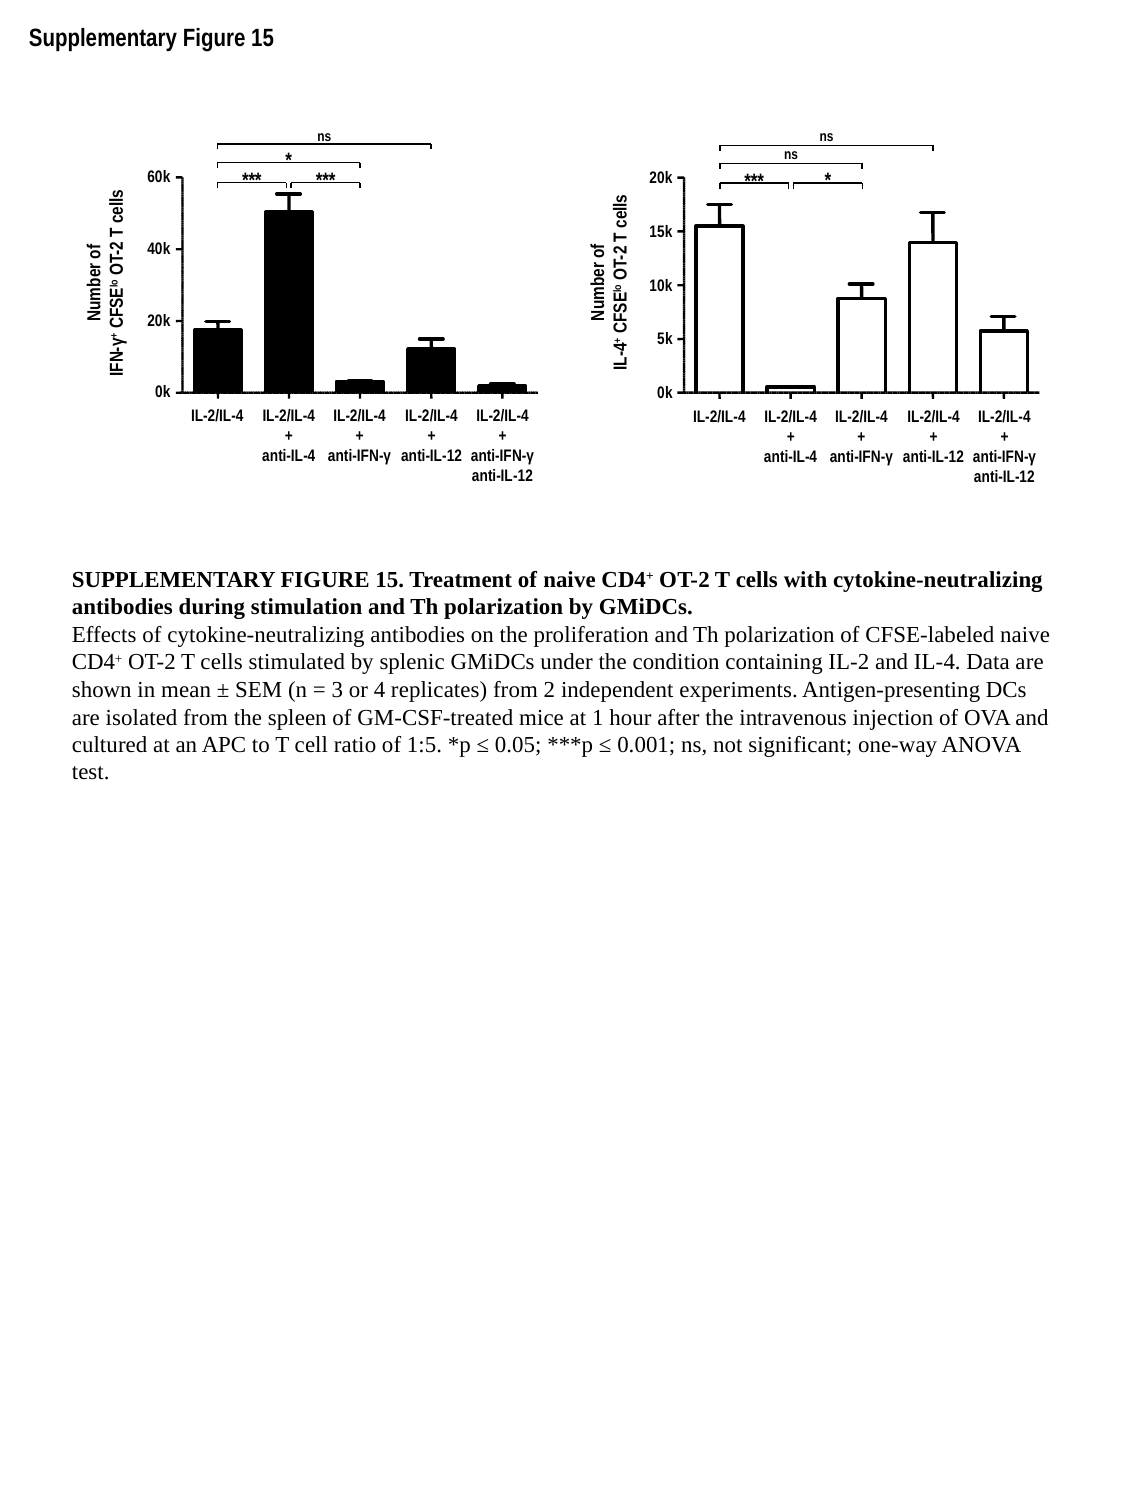

Supplementary Figure 15
ns
*
***
***
60k
40k
20k
0k
Number of
IFN-γ+ CFSElo OT-2 T cells
IL-2/IL-4
IL-2/IL-4
+
anti-IL-4
IL-2/IL-4
+
anti-IFN-γ
IL-2/IL-4
+
anti-IL-12
IL-2/IL-4
+
anti-IFN-γ
anti-IL-12
ns
ns
*
***
20k
15k
10k
5k
0k
Number of
IL-4+ CFSElo OT-2 T cells
IL-2/IL-4
IL-2/IL-4
+
anti-IL-4
IL-2/IL-4
+
anti-IFN-γ
IL-2/IL-4
+
anti-IL-12
IL-2/IL-4
+
anti-IFN-γ
anti-IL-12
SUPPLEMENTARY FIGURE 15. Treatment of naive CD4+ OT-2 T cells with cytokine-neutralizing antibodies during stimulation and Th polarization by GMiDCs.
Effects of cytokine-neutralizing antibodies on the proliferation and Th polarization of CFSE-labeled naive CD4+ OT-2 T cells stimulated by splenic GMiDCs under the condition containing IL-2 and IL-4. Data are shown in mean ± SEM (n = 3 or 4 replicates) from 2 independent experiments. Antigen-presenting DCs are isolated from the spleen of GM-CSF-treated mice at 1 hour after the intravenous injection of OVA and cultured at an APC to T cell ratio of 1:5. *p ≤ 0.05; ***p ≤ 0.001; ns, not significant; one-way ANOVA test.

## Slide 18
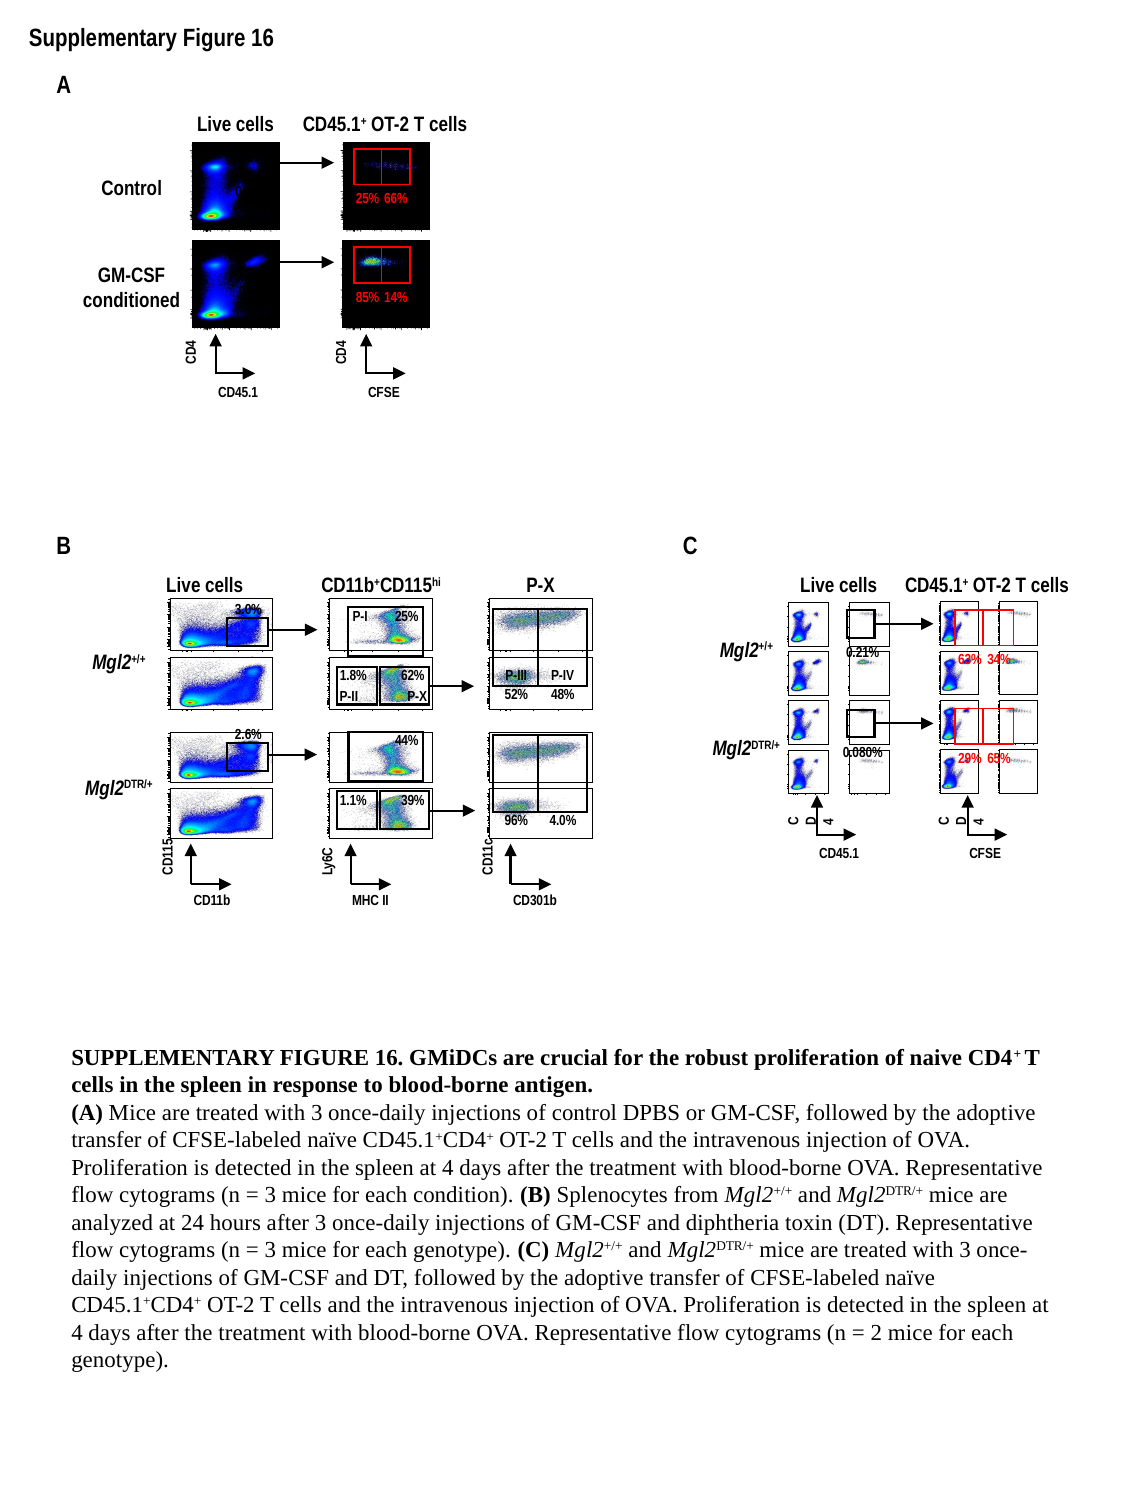

Supplementary Figure 16
A
Live cells
CD45.1+ OT-2 T cells
26.0%
Control
0.096%
25%
66%
85.9%
GM-CSF
conditioned
0.55%
85%
14%
CD4
CD45.1
CD4
CFSE
B
C
Live cells
CD11b+CD115hi
P-X
P-I
Mgl2+/+
P-III
P-IV
P-II
P-X
Mgl2DTR/+
CD11c
CD301b
CD115
CD11b
Ly6C
MHC II
Live cells
CD45.1+ OT-2 T cells
Mgl2+/+
0.21%
63%
34%
Mgl2DTR/+
0.080%
29%
65%
CD4
CD45.1
CD4
CFSE
3.0%
25%
62%
1.8%
52%
48%
2.6%
44%
39%
1.1%
96%
4.0%
SUPPLEMENTARY FIGURE 16. GMiDCs are crucial for the robust proliferation of naive CD4+ T cells in the spleen in response to blood-borne antigen.
(A) Mice are treated with 3 once-daily injections of control DPBS or GM-CSF, followed by the adoptive transfer of CFSE-labeled naïve CD45.1+CD4+ OT-2 T cells and the intravenous injection of OVA. Proliferation is detected in the spleen at 4 days after the treatment with blood-borne OVA. Representative flow cytograms (n = 3 mice for each condition). (B) Splenocytes from Mgl2+/+ and Mgl2DTR/+ mice are analyzed at 24 hours after 3 once-daily injections of GM-CSF and diphtheria toxin (DT). Representative flow cytograms (n = 3 mice for each genotype). (C) Mgl2+/+ and Mgl2DTR/+ mice are treated with 3 once-daily injections of GM-CSF and DT, followed by the adoptive transfer of CFSE-labeled naïve CD45.1+CD4+ OT-2 T cells and the intravenous injection of OVA. Proliferation is detected in the spleen at 4 days after the treatment with blood-borne OVA. Representative flow cytograms (n = 2 mice for each genotype).

## Slide 19
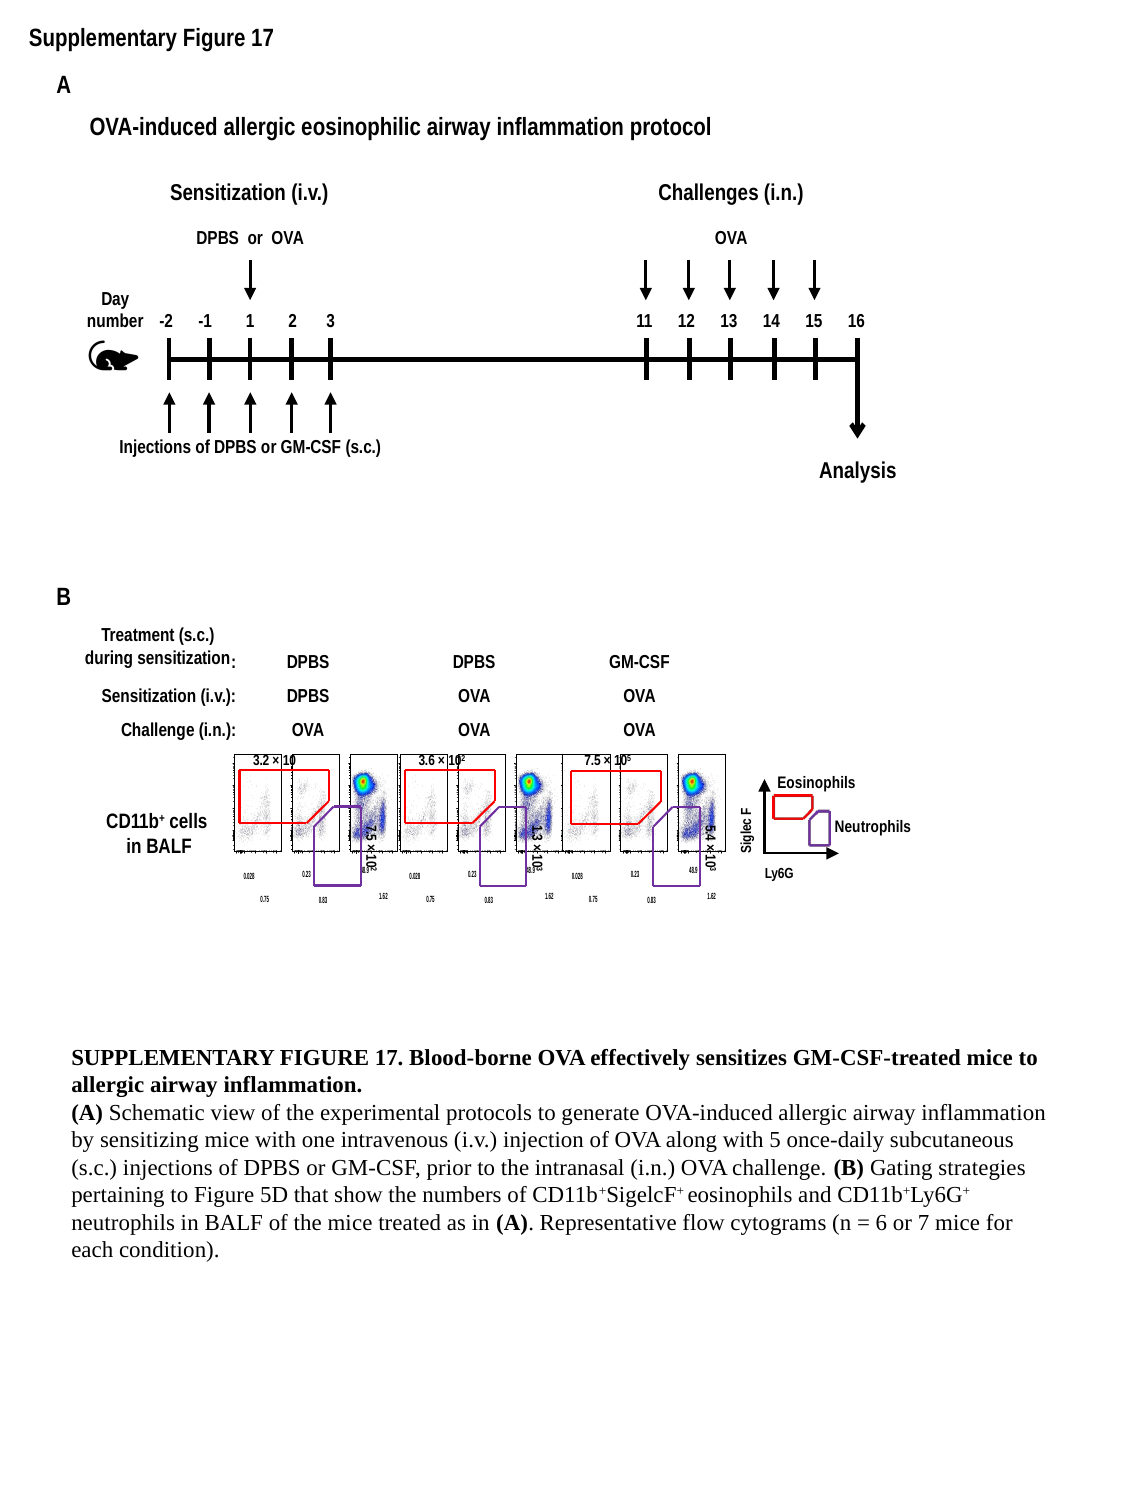

Supplementary Figure 17
A
OVA-induced allergic eosinophilic airway inflammation protocol
Sensitization (i.v.)
Challenges (i.n.)
DPBS or OVA
OVA
Day
number
-2 -1 1 2 3
11 12 13 14 15 16
Injections of DPBS or GM-CSF (s.c.)
Analysis
B
Treatment (s.c.)
during sensitization
:
Sensitization (i.v.):
Challenge (i.n.):
DPBS
DPBS
OVA
DPBS
OVA
OVA
GM-CSF
OVA
OVA
3.2 × 10
3.6 × 102
7.5 × 105
Eosinophils
Neutrophils
Siglec F
Ly6G
7.5 × 102
1.3 × 103
5.4 × 103
CD11b+ cells
in BALF
SUPPLEMENTARY FIGURE 17. Blood-borne OVA effectively sensitizes GM-CSF-treated mice to allergic airway inflammation.
(A) Schematic view of the experimental protocols to generate OVA-induced allergic airway inflammation by sensitizing mice with one intravenous (i.v.) injection of OVA along with 5 once-daily subcutaneous (s.c.) injections of DPBS or GM-CSF, prior to the intranasal (i.n.) OVA challenge. (B) Gating strategies pertaining to Figure 5D that show the numbers of CD11b+SigelcF+ eosinophils and CD11b+Ly6G+ neutrophils in BALF of the mice treated as in (A). Representative flow cytograms (n = 6 or 7 mice for each condition).

## Slide 20
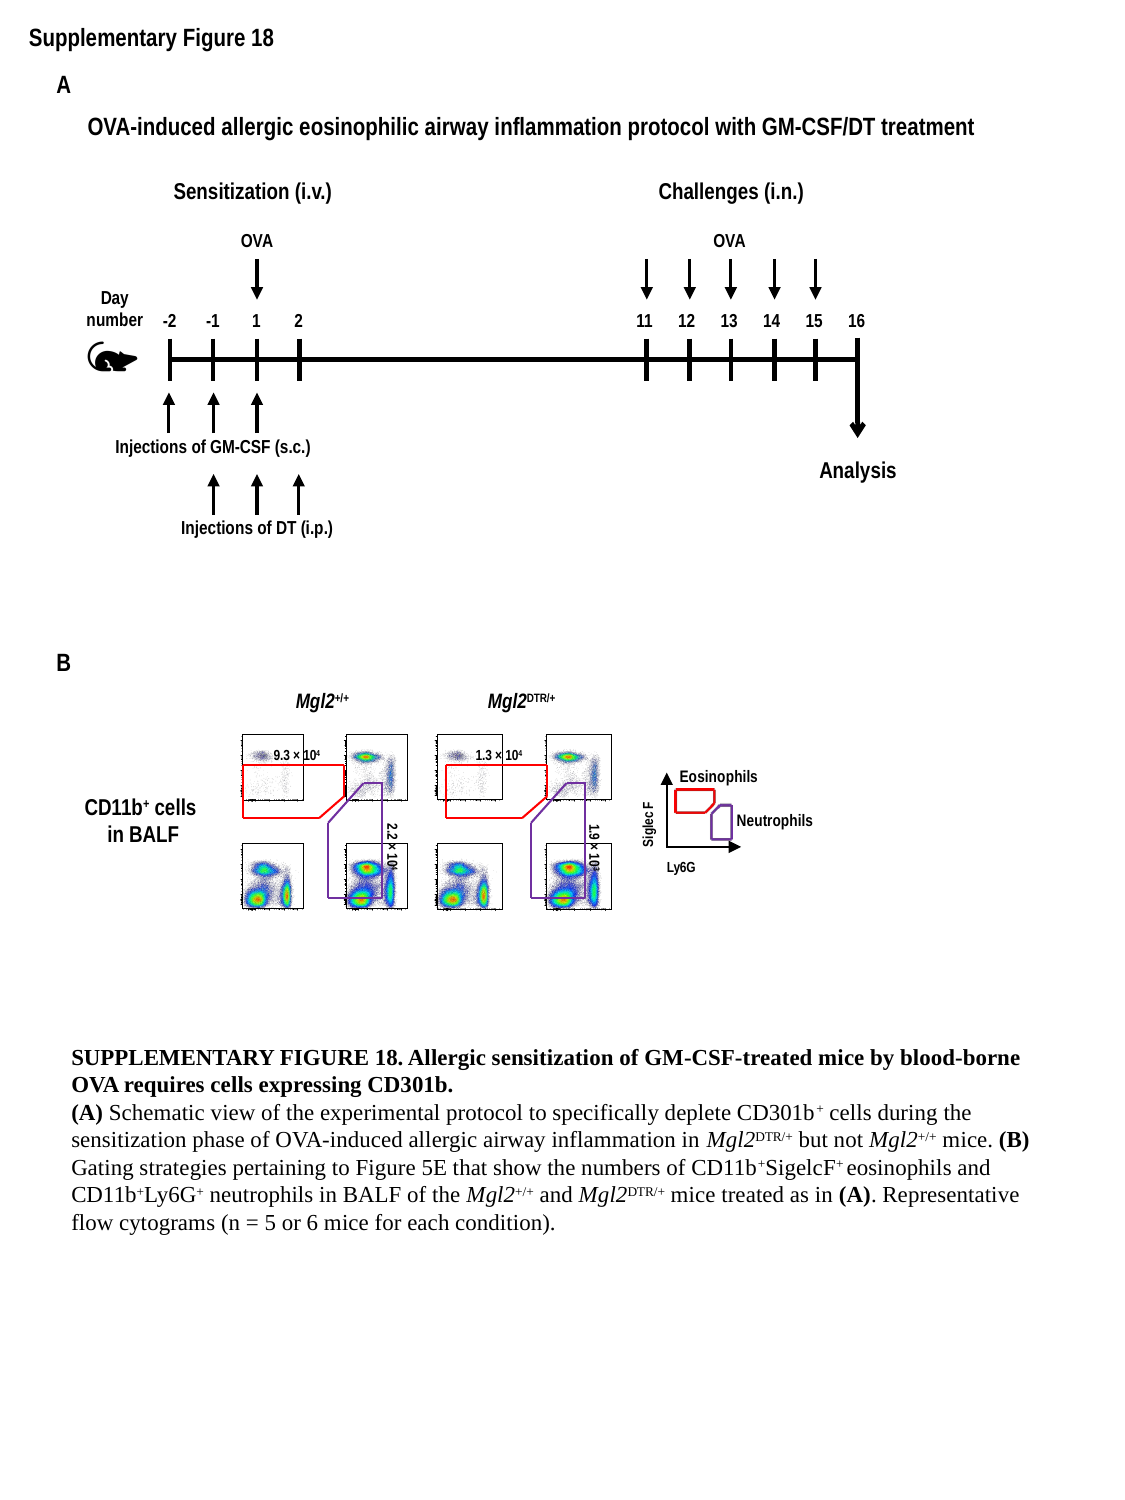

Supplementary Figure 18
A
OVA-induced allergic eosinophilic airway inflammation protocol with GM-CSF/DT treatment
Sensitization (i.v.)
Challenges (i.n.)
OVA
OVA
Day
number
-2
-1
1
2
11 12 13 14 15 16
Injections of GM-CSF (s.c.)
Analysis
Injections of DT (i.p.)
B
Mgl2+/+
Mgl2DTR/+
1.3 × 104
1.9 × 103
9.3 × 104
2.2 × 104
Eosinophils
Neutrophils
Siglec F
Ly6G
CD11b+ cells
in BALF
SUPPLEMENTARY FIGURE 18. Allergic sensitization of GM-CSF-treated mice by blood-borne OVA requires cells expressing CD301b.
(A) Schematic view of the experimental protocol to specifically deplete CD301b+ cells during the sensitization phase of OVA-induced allergic airway inflammation in Mgl2DTR/+ but not Mgl2+/+ mice. (B) Gating strategies pertaining to Figure 5E that show the numbers of CD11b+SigelcF+ eosinophils and CD11b+Ly6G+ neutrophils in BALF of the Mgl2+/+ and Mgl2DTR/+ mice treated as in (A). Representative flow cytograms (n = 5 or 6 mice for each condition).

## Slide 21
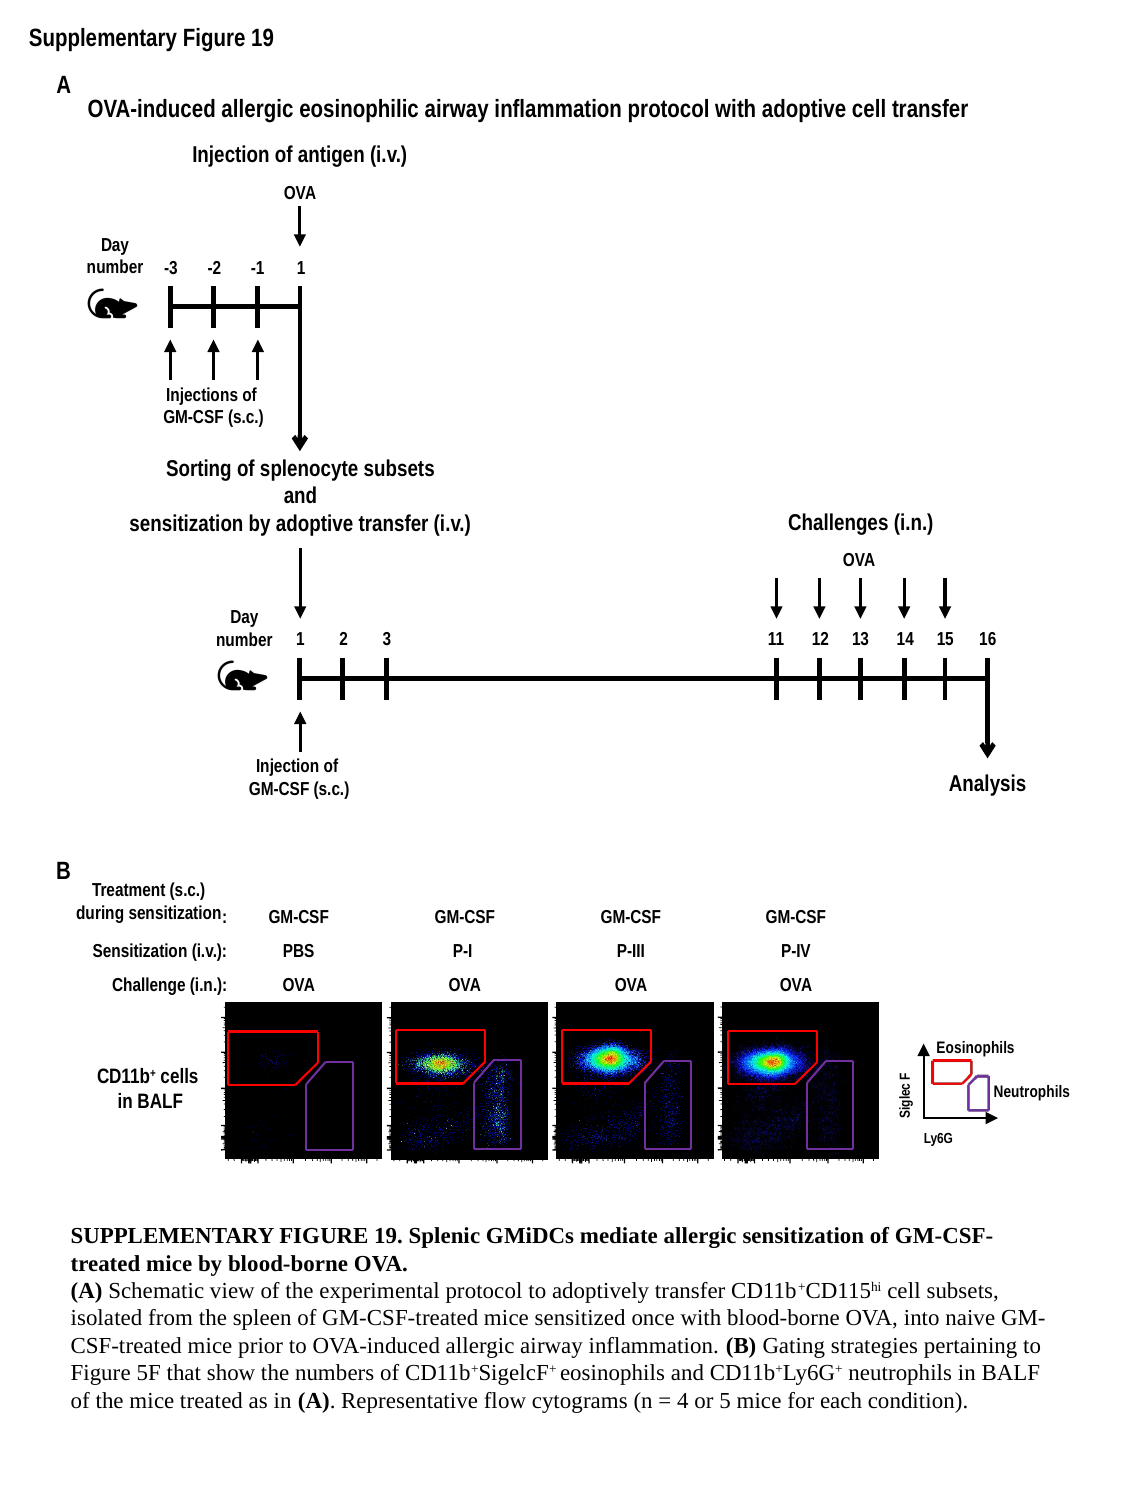

Supplementary Figure 19
A
OVA-induced allergic eosinophilic airway inflammation protocol with adoptive cell transfer
Injection of antigen (i.v.)
OVA
Day
number
-3
-2
-1
1
Injections of
GM-CSF (s.c.)
Sorting of splenocyte subsets
and
sensitization by adoptive transfer (i.v.)
Challenges (i.n.)
OVA
Day
number
1
2
3
11
12
13
14
15
16
Injection of
GM-CSF (s.c.)
Analysis
B
Treatment (s.c.)
during sensitization
:
Sensitization (i.v.):
Challenge (i.n.):
GM-CSF
PBS
OVA
GM-CSF
P-I
OVA
GM-CSF
P-III
OVA
GM-CSF
P-IV
OVA
6.5 × 102
3.8 × 104
3.9 × 105
6.8 × 105
CD11b+ cells
in BALF
6.0 × 10
1.2 × 104
1.2 × 104
4.9 × 103
Eosinophils
Neutrophils
Siglec F
Ly6G
SUPPLEMENTARY FIGURE 19. Splenic GMiDCs mediate allergic sensitization of GM-CSF-treated mice by blood-borne OVA.
(A) Schematic view of the experimental protocol to adoptively transfer CD11b+CD115hi cell subsets, isolated from the spleen of GM-CSF-treated mice sensitized once with blood-borne OVA, into naive GM-CSF-treated mice prior to OVA-induced allergic airway inflammation. (B) Gating strategies pertaining to Figure 5F that show the numbers of CD11b+SigelcF+ eosinophils and CD11b+Ly6G+ neutrophils in BALF of the mice treated as in (A). Representative flow cytograms (n = 4 or 5 mice for each condition).

## Slide 22
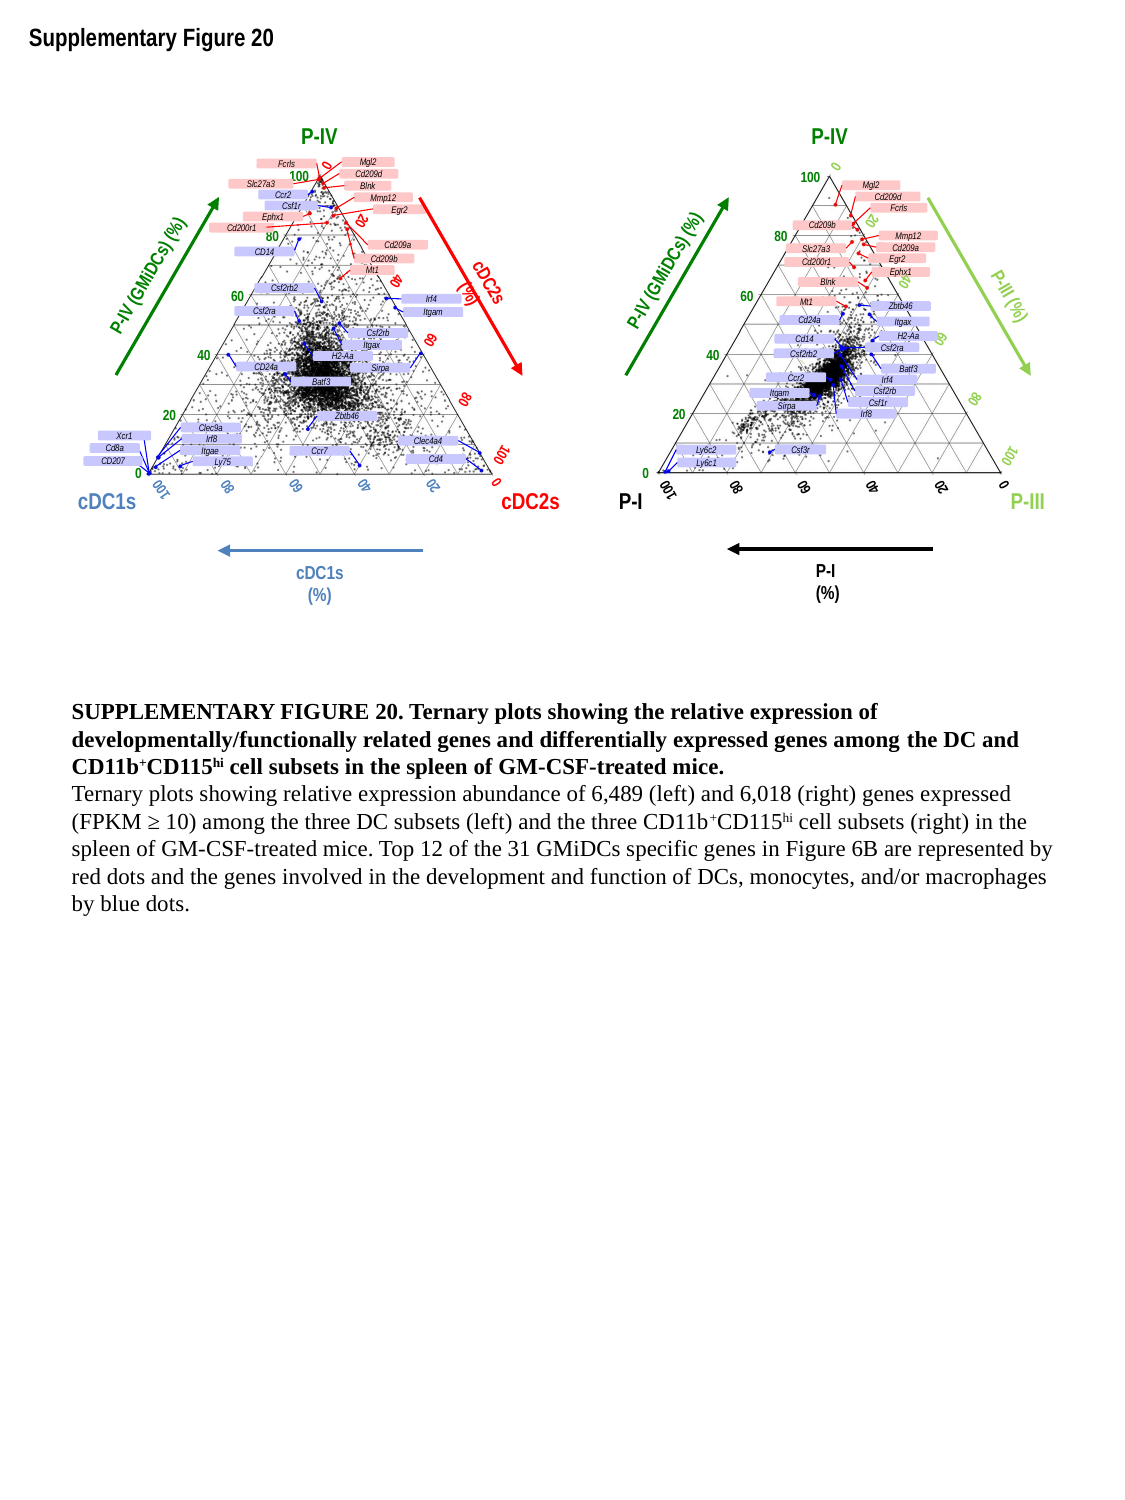

Supplementary Figure 20
P-IV
0
Mgl2
Fcrls
100
Cd209d
Slc27a3
Blnk
Ccr2
Mmp12
Csf1r
Egr2
20
Ephx1
80
Cd200r1
Cd209a
CD14
Cd209b
P-IV (GMiDCs) (%)
cDC2s (%)
Mt1
40
60
Csf2rb2
Irf4
Csf2ra
Itgam
60
Csf2rb
40
Itgax
H2-Aa
CD24a
Sirpa
Batf3
80
20
Zbtb46
Clec9a
Xcr1
Irf8
Clec4a4
100
Cd8a
Itgae
Ccr7
Cd4
CD207
Ly75
0
0
20
40
60
80
100
cDC1s
cDC2s
cDC1s (%)
P-IV
0
100
Mgl2
Cd209d
Fcrls
20
80
Cd209b
Mmp12
Cd209a
Slc27a3
P-IV (GMiDCs) (%)
Egr2
Cd200r1
40
Ephx1
P-III (%)
Blnk
60
Mt1
Zbtb46
Cd24a
Itgax
60
H2-Aa
Cd14
40
Csf2ra
Csf2rb2
Batf3
Ccr2
Irf4
80
Csf2rb
Itgam
Csf1r
20
Sirpa
Irf8
100
Csf3r
Ly6c2
0
Ly6c1
0
80
60
40
20
100
P-I
P-III
P-I (%)
SUPPLEMENTARY FIGURE 20. Ternary plots showing the relative expression of developmentally/functionally related genes and differentially expressed genes among the DC and CD11b+CD115hi cell subsets in the spleen of GM-CSF-treated mice.
Ternary plots showing relative expression abundance of 6,489 (left) and 6,018 (right) genes expressed (FPKM ≥ 10) among the three DC subsets (left) and the three CD11b+CD115hi cell subsets (right) in the spleen of GM-CSF-treated mice. Top 12 of the 31 GMiDCs specific genes in Figure 6B are represented by red dots and the genes involved in the development and function of DCs, monocytes, and/or macrophages by blue dots.

## Slide 23
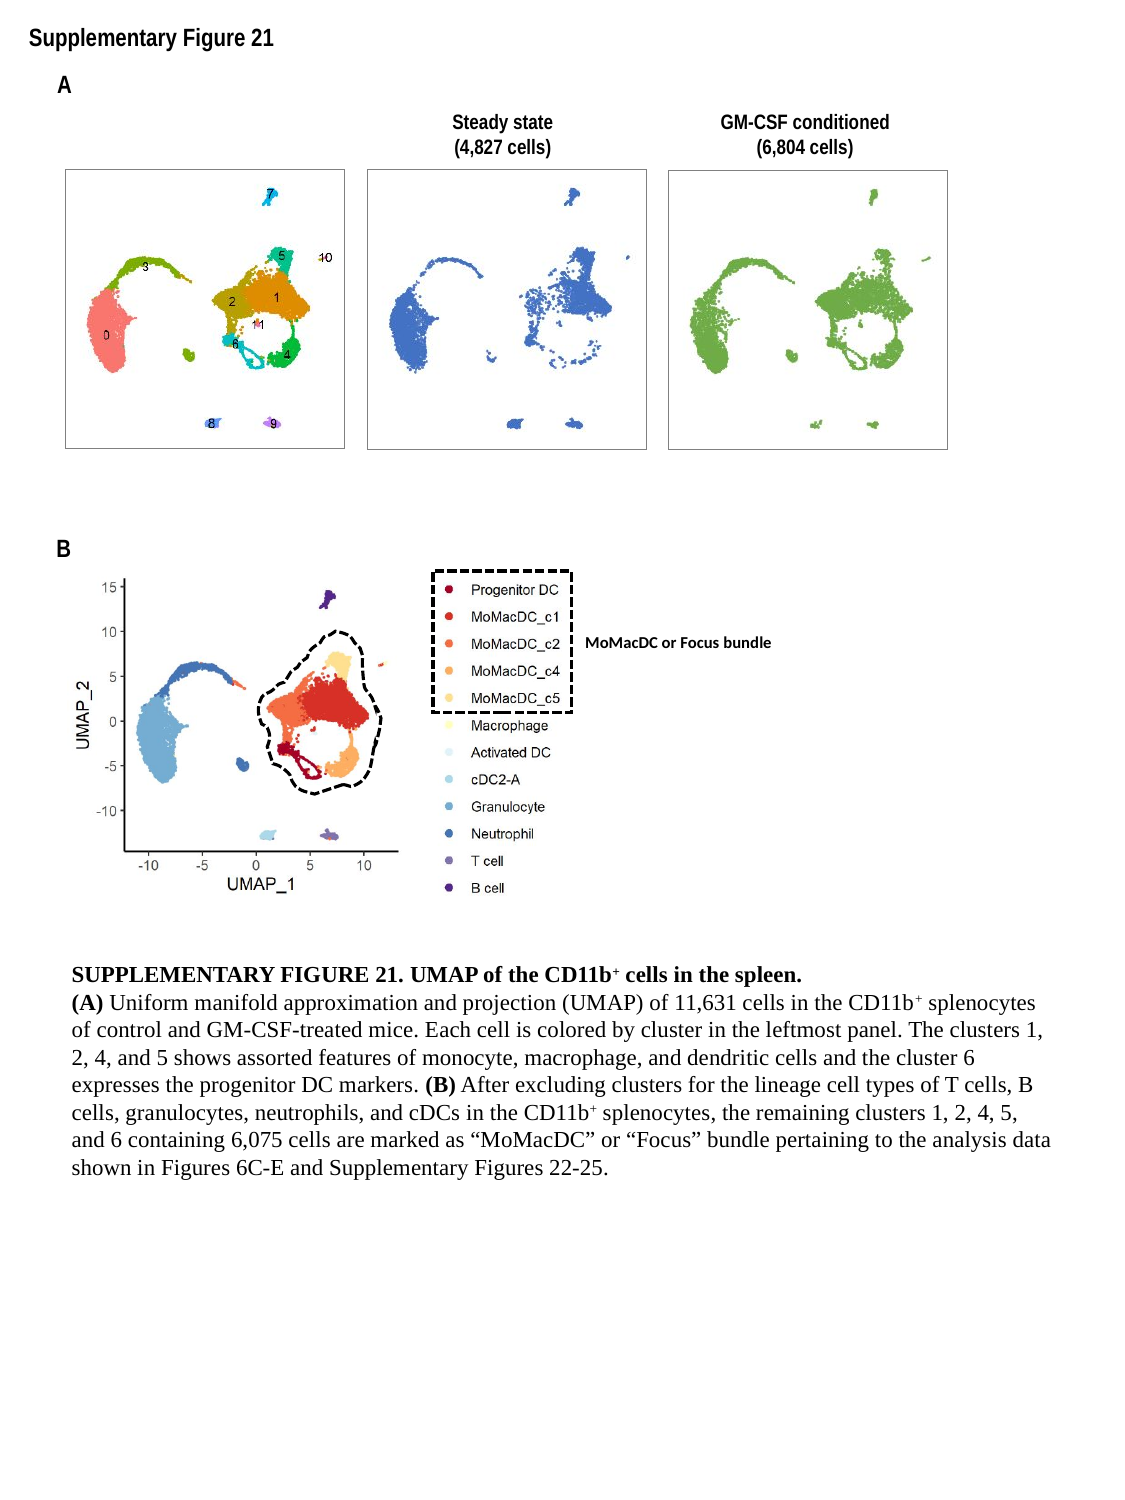

Supplementary Figure 21
A
Steady state
(4,827 cells)
GM-CSF conditioned
(6,804 cells)
B
MoMacDC or Focus bundle
SUPPLEMENTARY FIGURE 21. UMAP of the CD11b+ cells in the spleen.
(A) Uniform manifold approximation and projection (UMAP) of 11,631 cells in the CD11b+ splenocytes of control and GM-CSF-treated mice. Each cell is colored by cluster in the leftmost panel. The clusters 1, 2, 4, and 5 shows assorted features of monocyte, macrophage, and dendritic cells and the cluster 6 expresses the progenitor DC markers. (B) After excluding clusters for the lineage cell types of T cells, B cells, granulocytes, neutrophils, and cDCs in the CD11b+ splenocytes, the remaining clusters 1, 2, 4, 5, and 6 containing 6,075 cells are marked as “MoMacDC” or “Focus” bundle pertaining to the analysis data shown in Figures 6C-E and Supplementary Figures 22-25.

## Slide 24
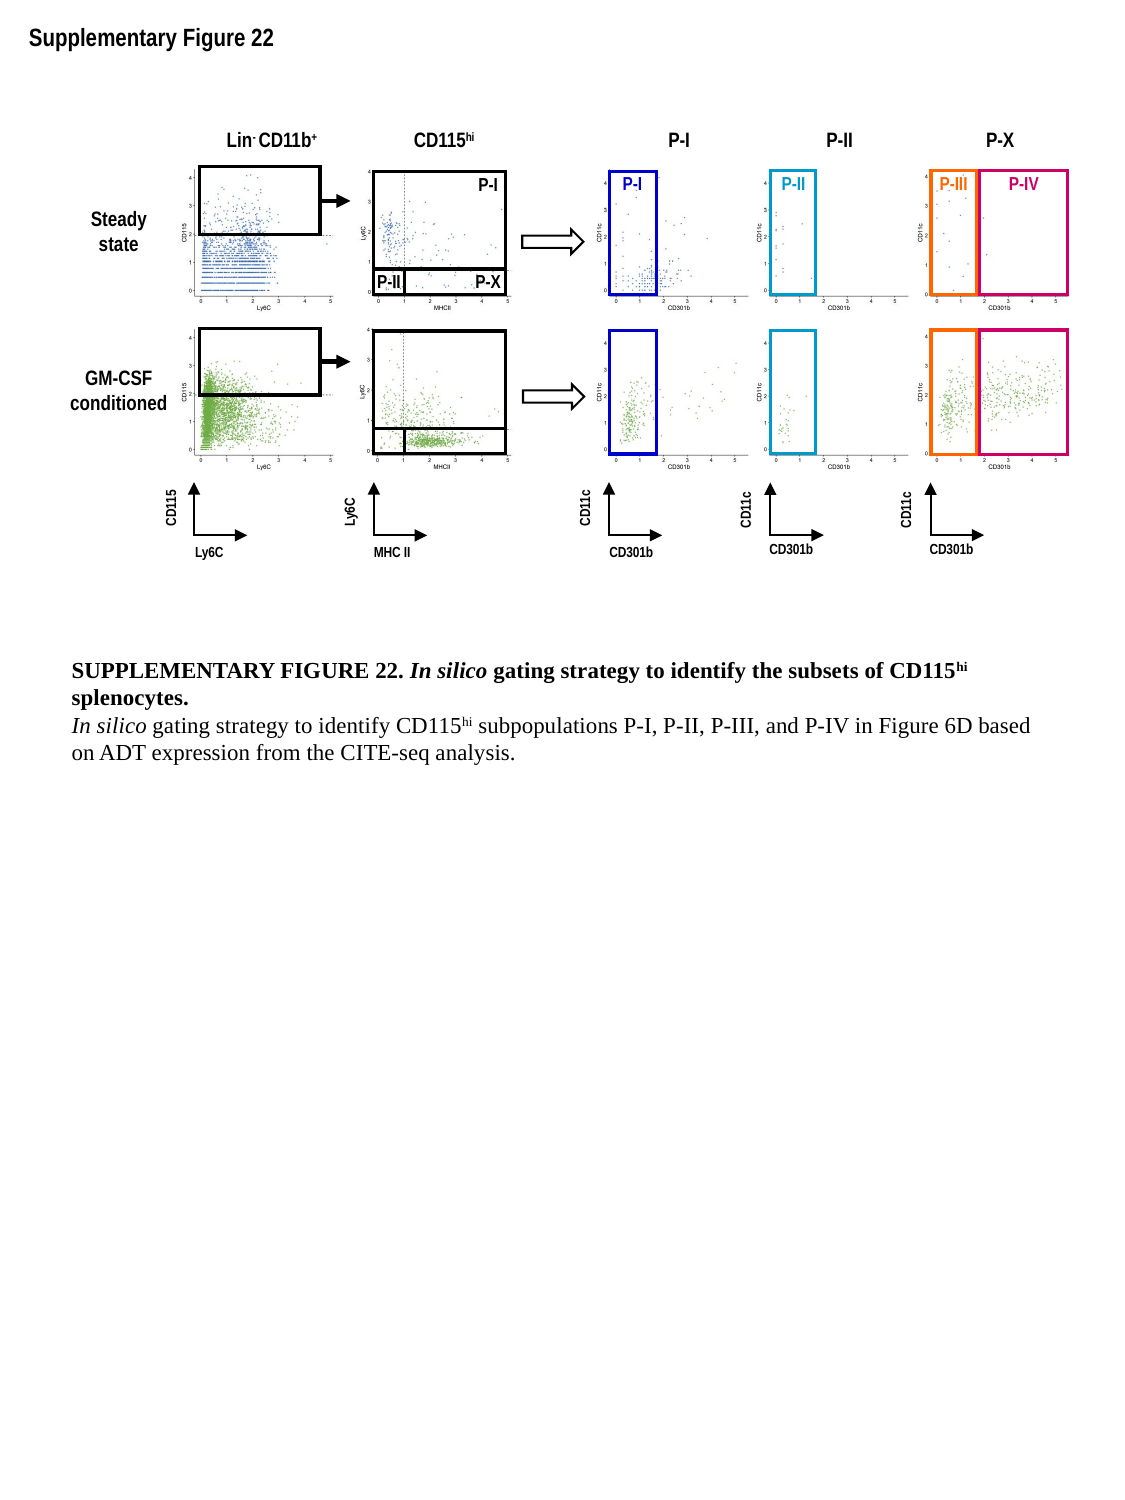

Supplementary Figure 22
Lin- CD11b+
CD115hi
P-I
P-II
P-X
P-I
P-II
P-III
P-IV
P-I
P-II
P-X
Steady
state
GM-CSF
conditioned
CD115
CD11c
CD11c
CD11c
Ly6C
CD301b
CD301b
Ly6C
MHC II
CD301b
SUPPLEMENTARY FIGURE 22. In silico gating strategy to identify the subsets of CD115hi splenocytes.
In silico gating strategy to identify CD115hi subpopulations P-I, P-II, P-III, and P-IV in Figure 6D based on ADT expression from the CITE-seq analysis.

## Slide 25
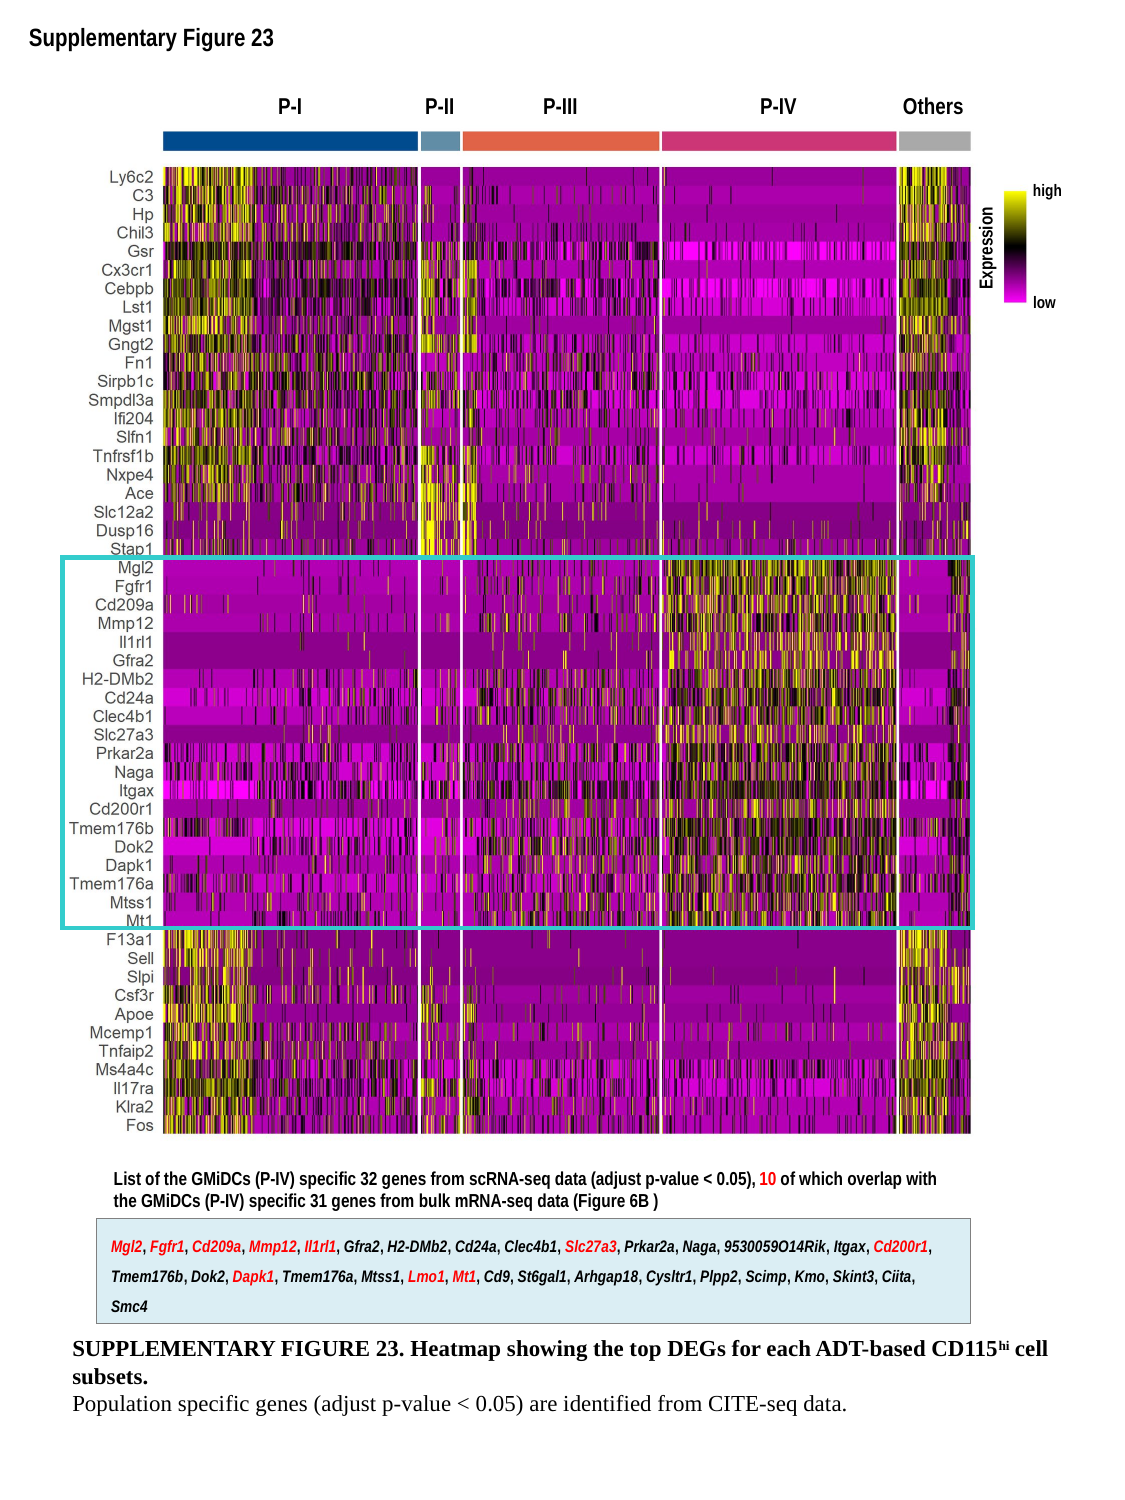

Supplementary Figure 23
P-I
P-II
P-III
P-IV
Others
high
Expression
low
List of the GMiDCs (P-IV) specific 32 genes from scRNA-seq data (adjust p-value < 0.05), 10 of which overlap with the GMiDCs (P-IV) specific 31 genes from bulk mRNA-seq data (Figure 6B )
Mgl2, Fgfr1, Cd209a, Mmp12, Il1rl1, Gfra2, H2-DMb2, Cd24a, Clec4b1, Slc27a3, Prkar2a, Naga, 9530059O14Rik, Itgax, Cd200r1, Tmem176b, Dok2, Dapk1, Tmem176a, Mtss1, Lmo1, Mt1, Cd9, St6gal1, Arhgap18, Cysltr1, Plpp2, Scimp, Kmo, Skint3, Ciita, Smc4
SUPPLEMENTARY FIGURE 23. Heatmap showing the top DEGs for each ADT-based CD115hi cell subsets.
Population specific genes (adjust p-value < 0.05) are identified from CITE-seq data.

## Slide 26
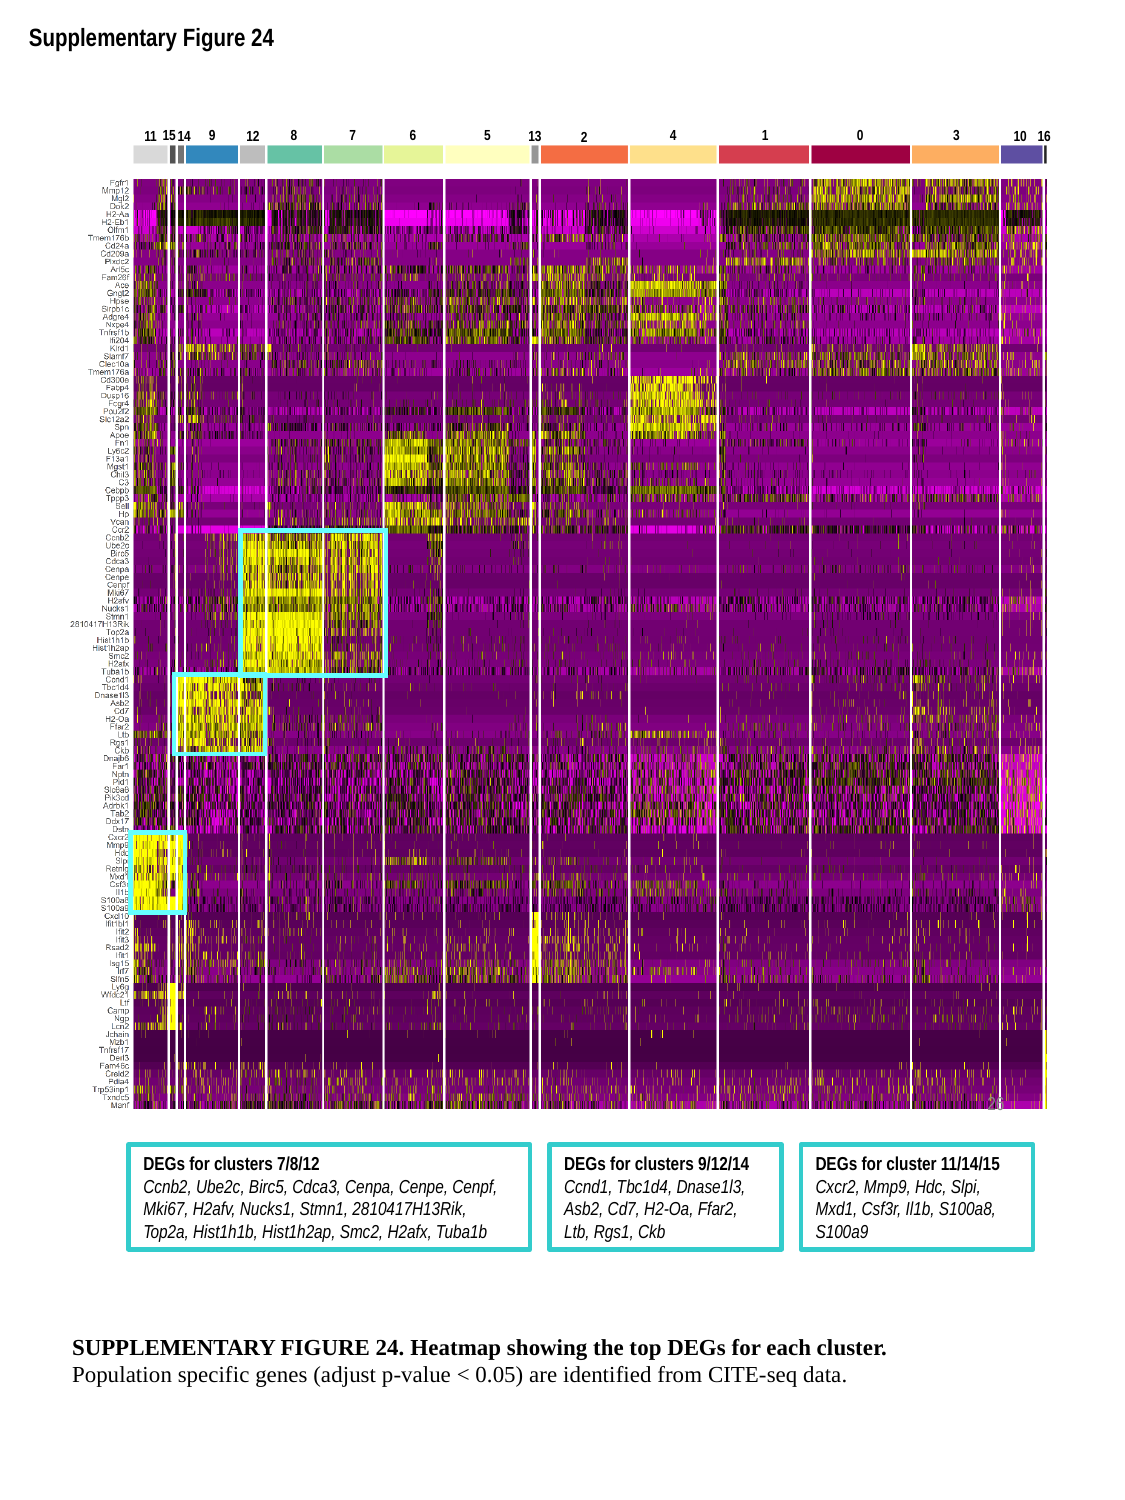

Supplementary Figure 24
15
7
5
9
8
6
4
1
0
3
12
10
11
14
13
16
2
26
DEGs for clusters 7/8/12
Ccnb2, Ube2c, Birc5, Cdca3, Cenpa, Cenpe, Cenpf, Mki67, H2afv, Nucks1, Stmn1, 2810417H13Rik, Top2a, Hist1h1b, Hist1h2ap, Smc2, H2afx, Tuba1b
DEGs for clusters 9/12/14
Ccnd1, Tbc1d4, Dnase1l3, Asb2, Cd7, H2-Oa, Ffar2, Ltb, Rgs1, Ckb
DEGs for cluster 11/14/15
Cxcr2, Mmp9, Hdc, Slpi, Mxd1, Csf3r, Il1b, S100a8, S100a9
SUPPLEMENTARY FIGURE 24. Heatmap showing the top DEGs for each cluster.

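The lists of Supplementary Figure 24 were summed in the GM-CSF-treated library. The 10 genes of clusters 9, 12 and 14 stood at 3222 CPM in those clusters (395 cells) and 275 CPM in the others, and the 9 genes of clusters 11, 14 and 15 at 60,787 CPM (117 cells) and 568 CPM. In steady state the same lists stood at 5270 and 347 CPM, and at 30,649 and 745 CPM. The lists were chosen in the study on these cells.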

Population specific genes (adjust p-value < 0.05) are identified from CITE-seq data.

## Slide 27
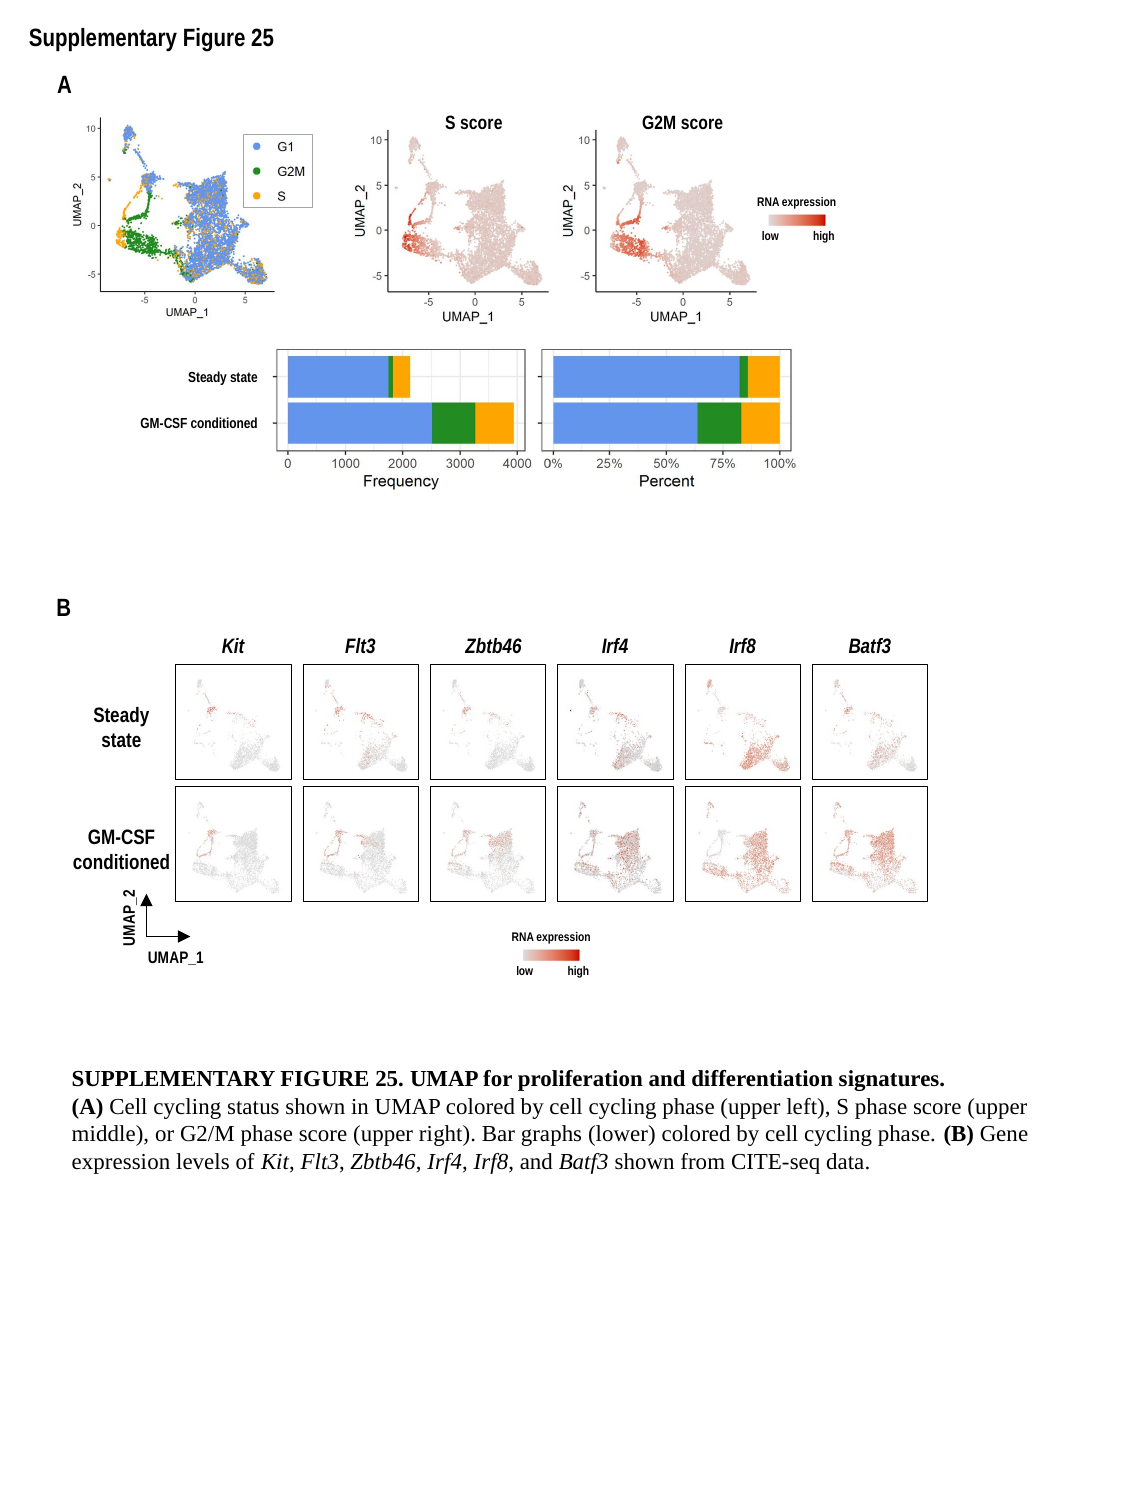

Supplementary Figure 25
A
S score
G2M score
RNA expression
low
high
Steady state
GM-CSF conditioned
B
Kit
Flt3
Zbtb46
Irf4
Irf8
Batf3
Steady
state
GM-CSF
conditioned
UMAP_2
UMAP_1
RNA expression
low
high
SUPPLEMENTARY FIGURE 25. UMAP for proliferation and differentiation signatures.
(A) Cell cycling status shown in UMAP colored by cell cycling phase (upper left), S phase score (upper middle), or G2/M phase score (upper right). Bar graphs (lower) colored by cell cycling phase. (B) Gene expression levels of Kit, Flt3, Zbtb46, Irf4, Irf8, and Batf3 shown from CITE-seq data.

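By the deposited phases, 76.0% of the 2135 steady-state cells (74.1 to 77.8%) and 64.0% of the 3940 GM-CSF-treated cells (62.5 to 65.5%) of the Focus bundle were in G1.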

## Slide 28
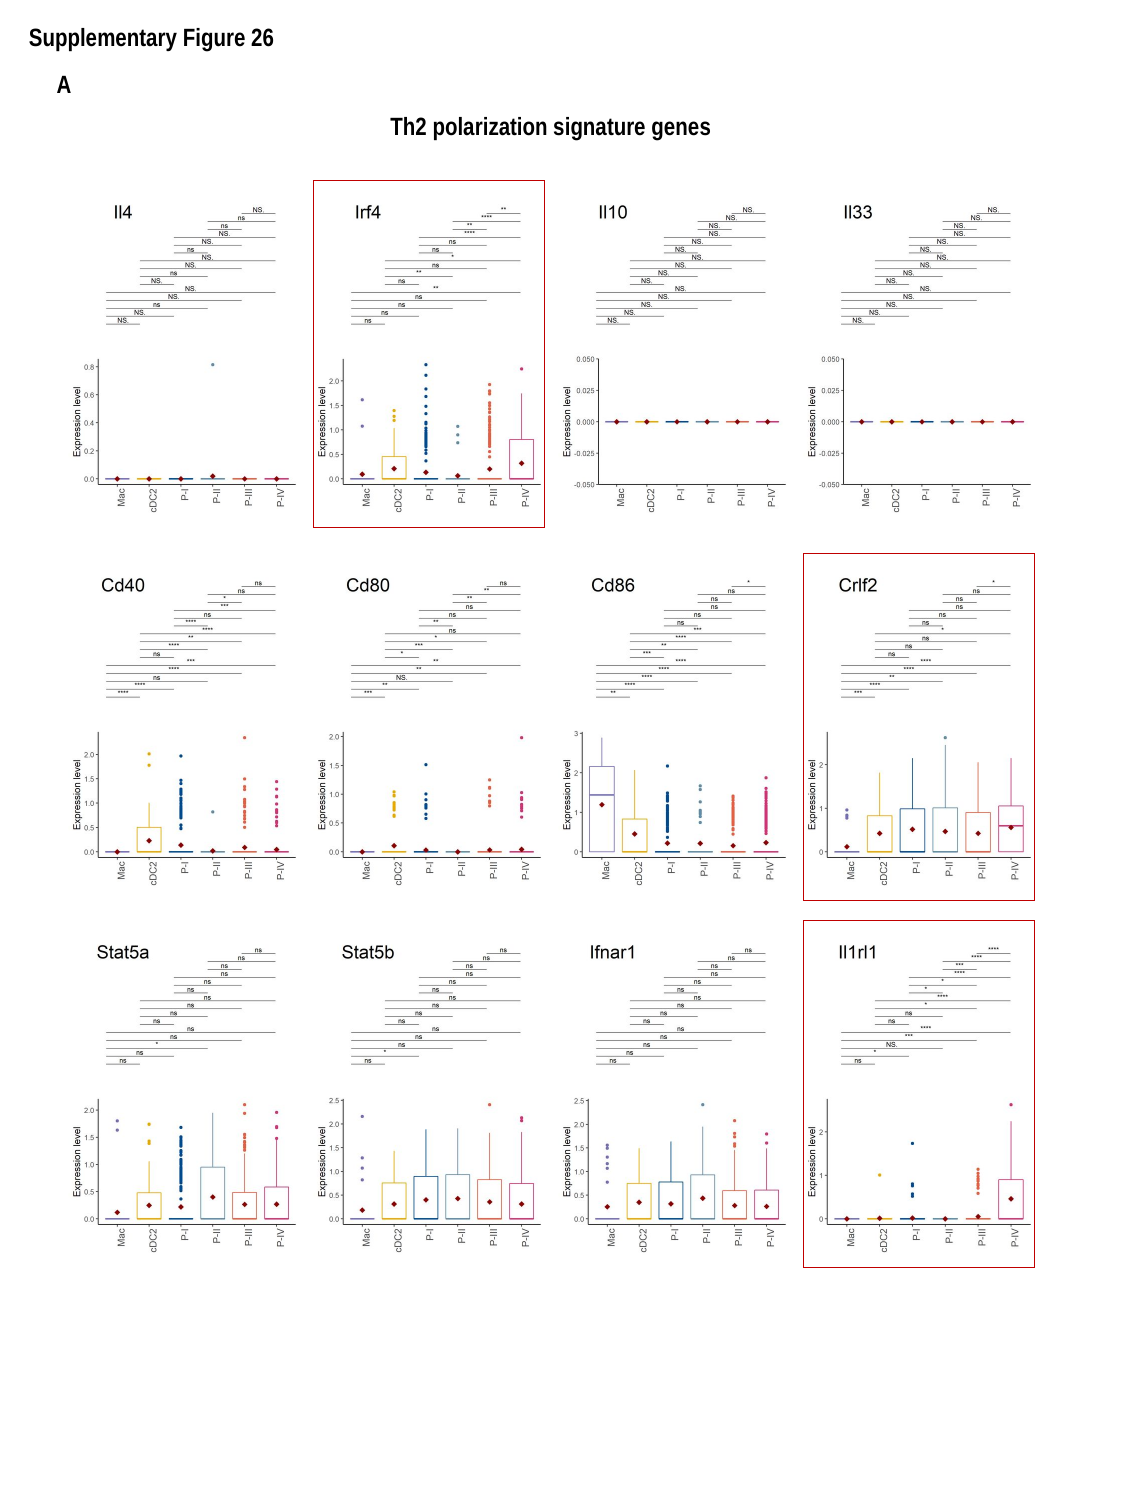

Supplementary Figure 26
A
Th2 polarization signature genes

## Slide 29
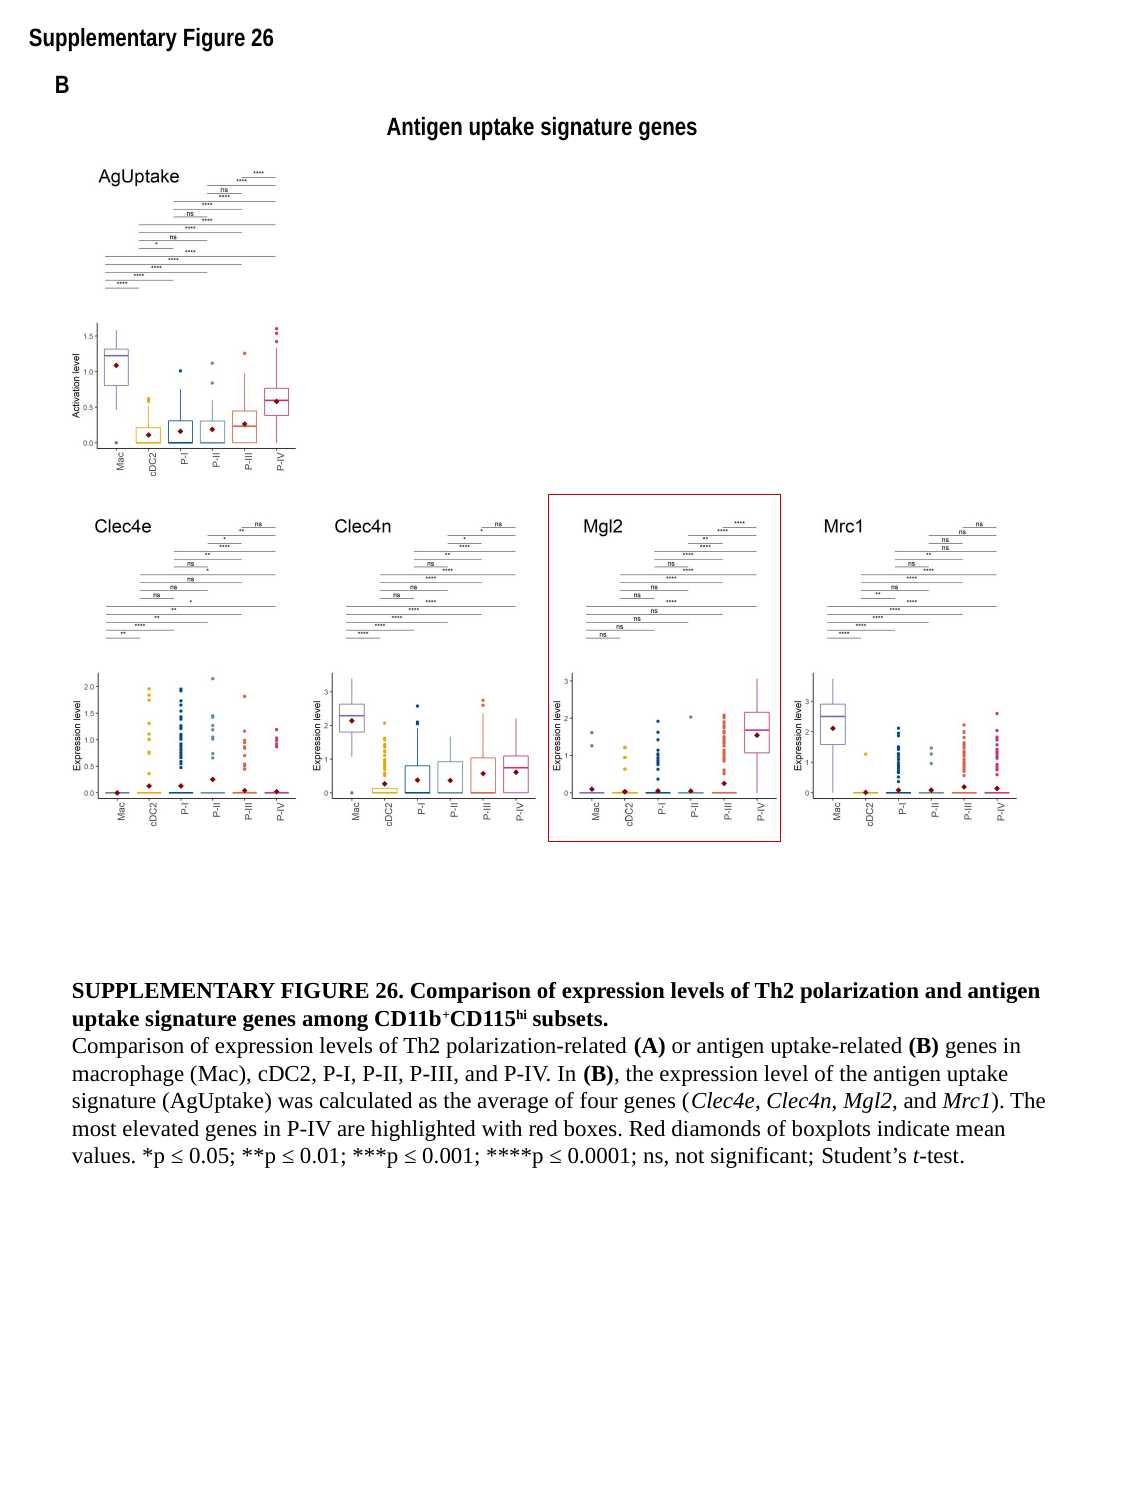

Supplementary Figure 26
B
Antigen uptake signature genes
SUPPLEMENTARY FIGURE 26. Comparison of expression levels of Th2 polarization and antigen uptake signature genes among CD11b+CD115hi subsets.
Comparison of expression levels of Th2 polarization-related (A) or antigen uptake-related (B) genes in macrophage (Mac), cDC2, P-I, P-II, P-III, and P-IV. In (B), the expression level of the antigen uptake signature (AgUptake) was calculated as the average of four genes (Clec4e, Clec4n, Mgl2, and Mrc1). The most elevated genes in P-IV are highlighted with red boxes. Red diamonds of boxplots indicate mean values. *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001; ****p ≤ 0.0001; ns, not significant; Student’s t-test.

## Slide 30
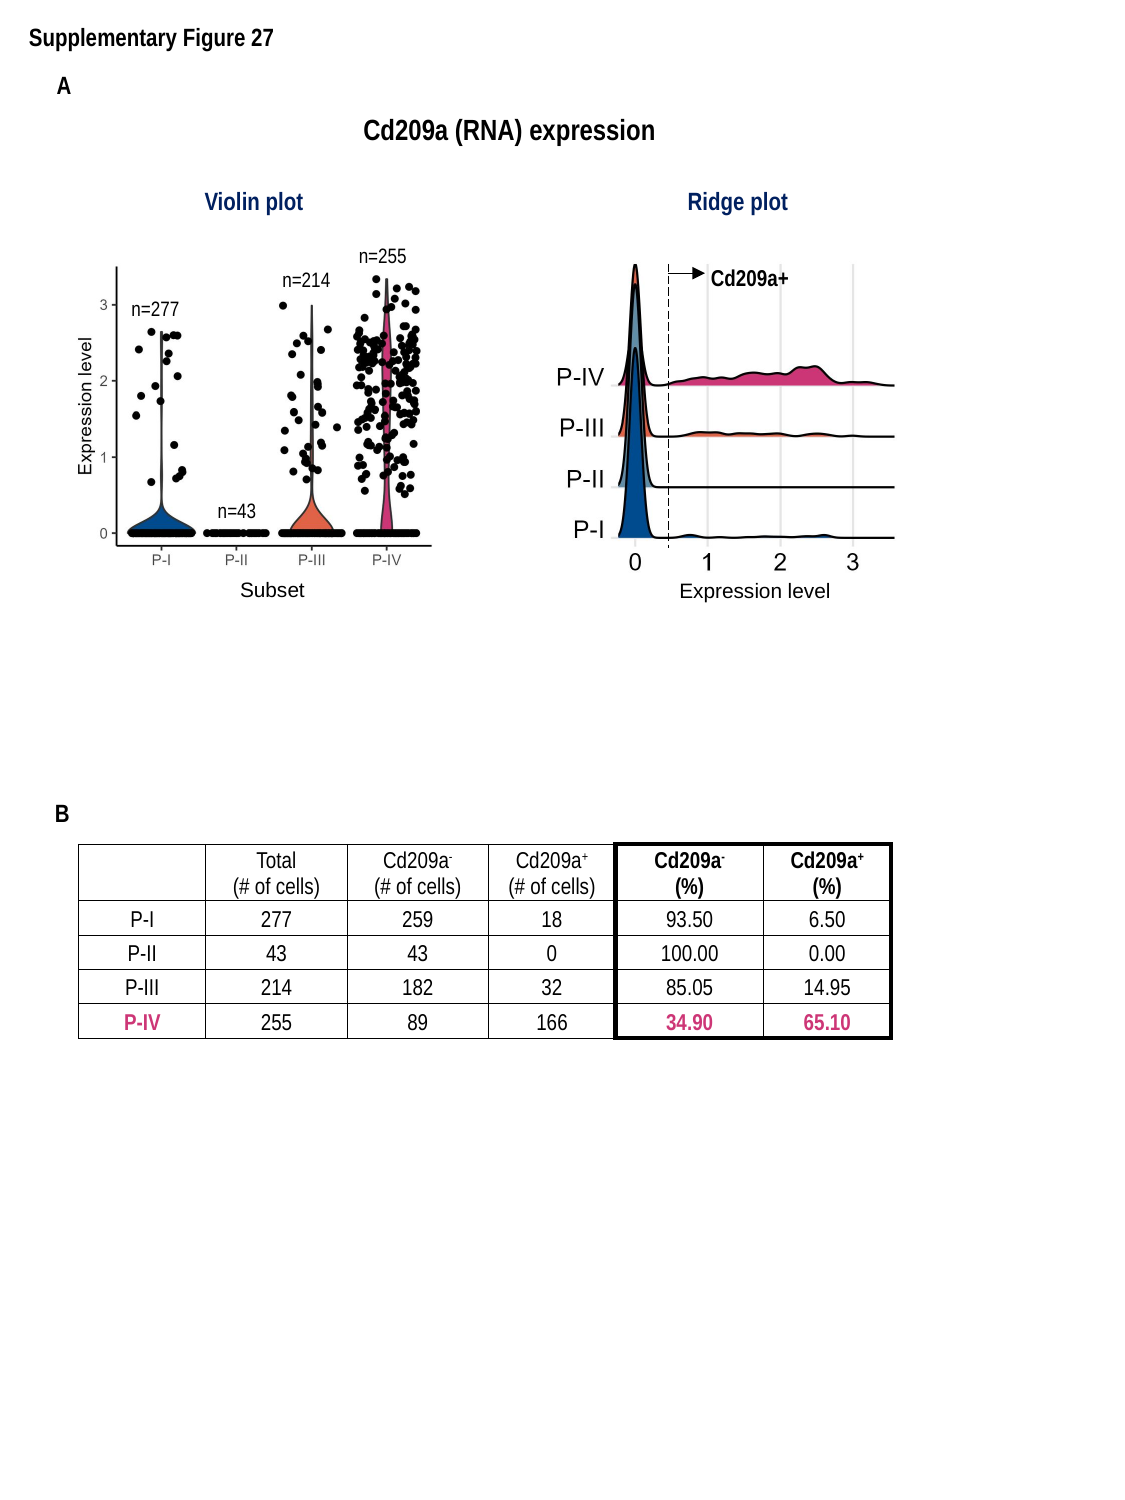

Supplementary Figure 27
A
Cd209a (RNA) expression
Violin plot
Ridge plot
n=255
n=214
n=277
n=43
Subset
Cd209a+
Expression level
B
| | Total(# of cells) | Cd209a-(# of cells) | Cd209a+(# of cells) | Cd209a-(%) | Cd209a+(%) |
| --- | --- | --- | --- | --- | --- |
| P-I | 277 | 259 | 18 | 93.50 | 6.50 |
| P-II | 43 | 43 | 0 | 100.00 | 0.00 |
| P-III | 214 | 182 | 32 | 85.05 | 14.95 |
| P-IV | 255 | 89 | 166 | 34.90 | 65.10 |

## Slide 31
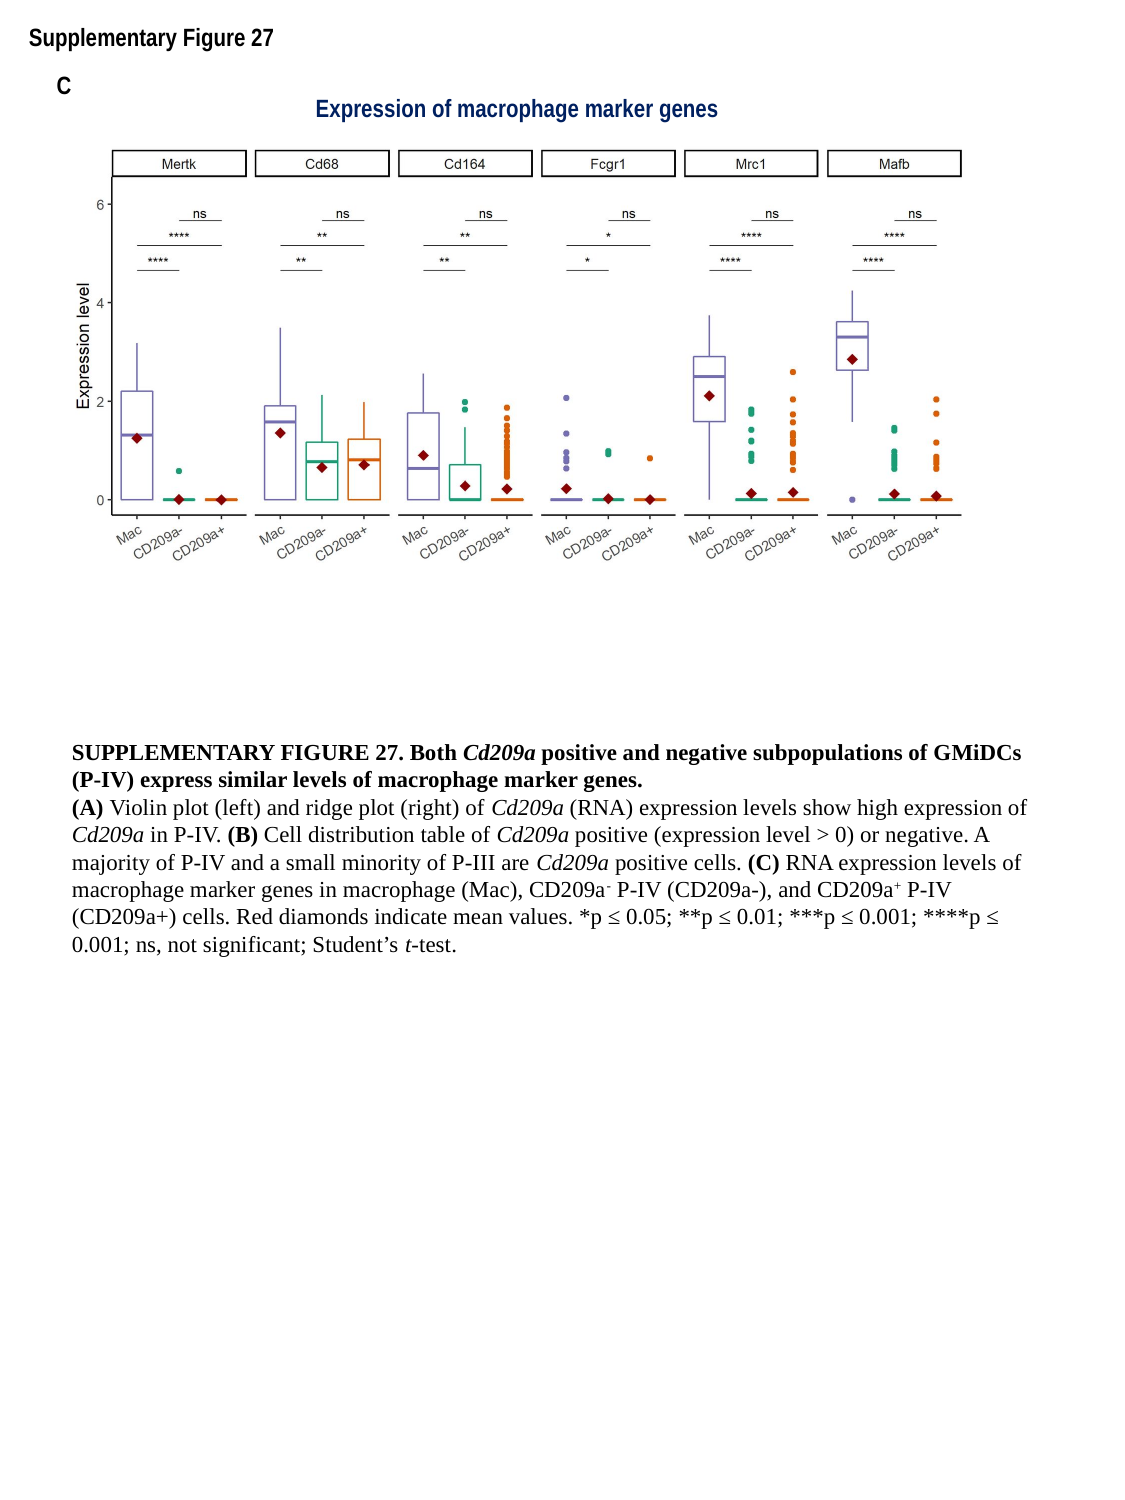

Supplementary Figure 27
C
Expression of macrophage marker genes
SUPPLEMENTARY FIGURE 27. Both Cd209a positive and negative subpopulations of GMiDCs (P-IV) express similar levels of macrophage marker genes.
(A) Violin plot (left) and ridge plot (right) of Cd209a (RNA) expression levels show high expression of Cd209a in P-IV. (B) Cell distribution table of Cd209a positive (expression level > 0) or negative. A majority of P-IV and a small minority of P-III are Cd209a positive cells. (C) RNA expression levels of macrophage marker genes in macrophage (Mac), CD209a- P-IV (CD209a-), and CD209a+ P-IV (CD209a+) cells. Red diamonds indicate mean values. *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001; ****p ≤ 0.001; ns, not significant; Student’s t-test.

## Slide 32
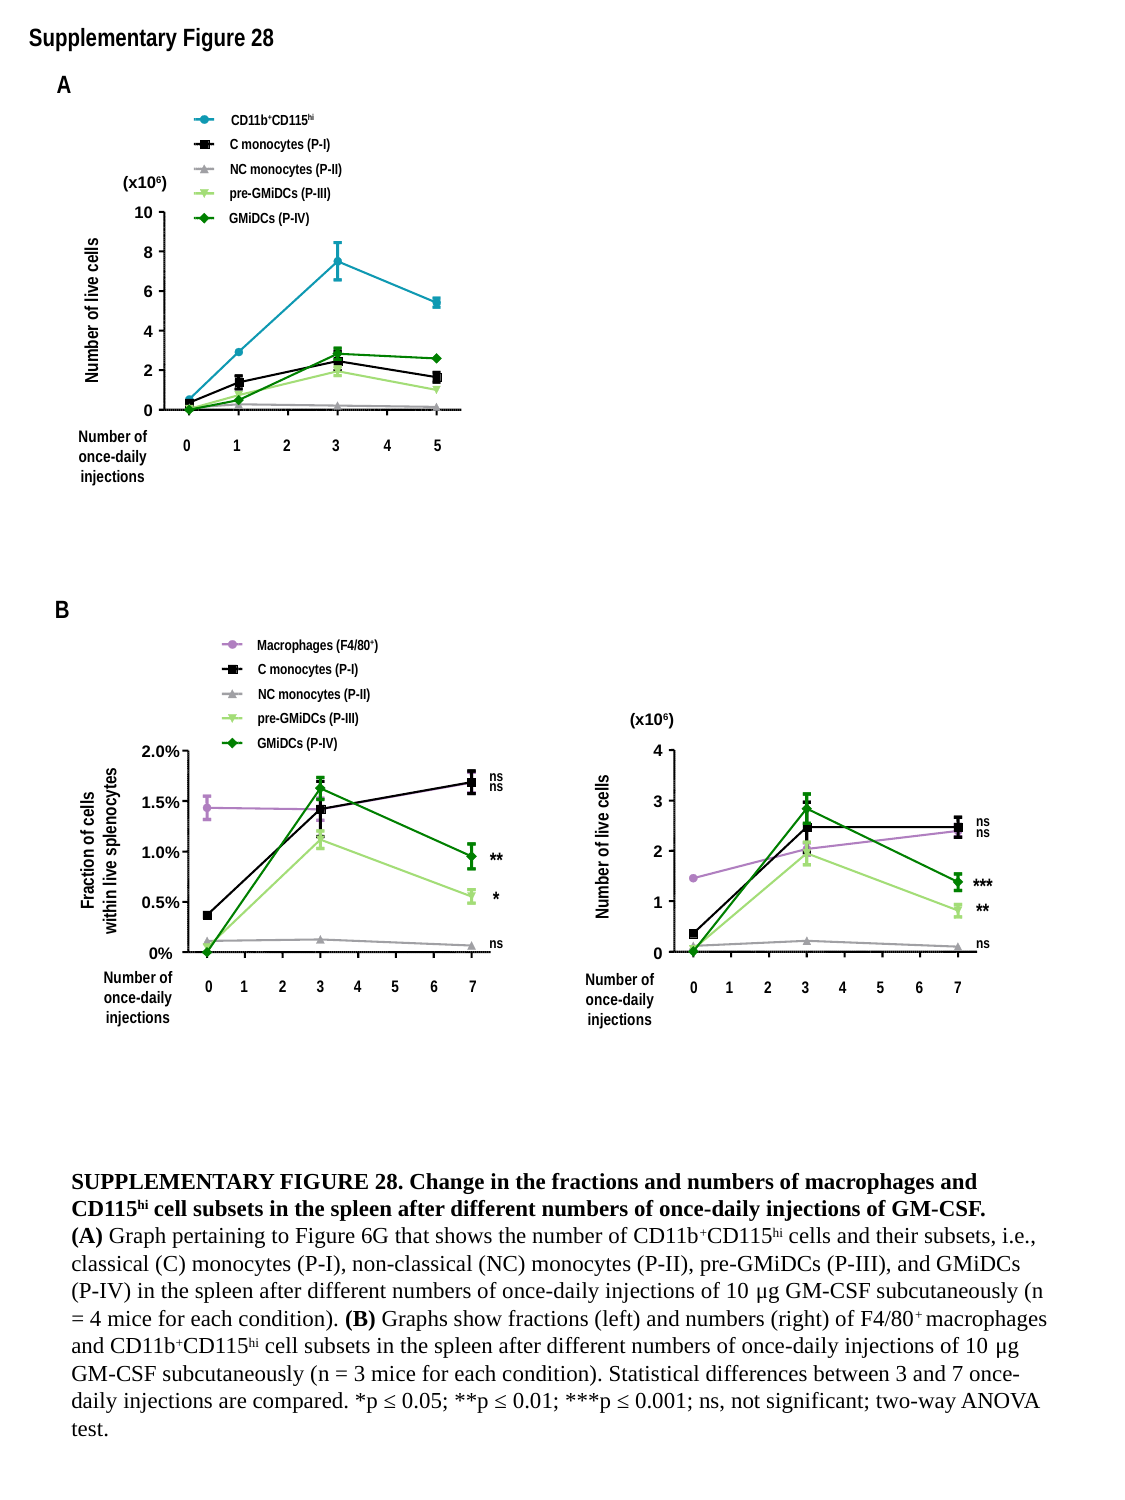

Supplementary Figure 28
A
CD11b+CD115hi
C monocytes (P-I)
NC monocytes (P-II)
pre-GMiDCs (P-III)
GMiDCs (P-IV)
(x106)
10
Number of live cells
8
6
4
2
0
Number of
once-daily
injections
0
1
2
3
4
5
B
Macrophages (F4/80+)
C monocytes (P-I)
NC monocytes (P-II)
pre-GMiDCs (P-III)
GMiDCs (P-IV)
(x106)
4
3
2
1
0
Number of live cells
Number of
once-daily
injections
0
1
2
3
4
5
6
7
2.0%
1.5%
1.0%
0.5%
0%
Fraction of cells
within live splenocytes
Number of
once-daily
injections
0
1
2
3
4
5
6
7
ns
ns
**
*
ns
ns
ns
***
**
ns
SUPPLEMENTARY FIGURE 28. Change in the fractions and numbers of macrophages and CD115hi cell subsets in the spleen after different numbers of once-daily injections of GM-CSF.
(A) Graph pertaining to Figure 6G that shows the number of CD11b+CD115hi cells and their subsets, i.e., classical (C) monocytes (P-I), non-classical (NC) monocytes (P-II), pre-GMiDCs (P-III), and GMiDCs (P-IV) in the spleen after different numbers of once-daily injections of 10 μg GM-CSF subcutaneously (n = 4 mice for each condition). (B) Graphs show fractions (left) and numbers (right) of F4/80+ macrophages and CD11b+CD115hi cell subsets in the spleen after different numbers of once-daily injections of 10 μg GM-CSF subcutaneously (n = 3 mice for each condition). Statistical differences between 3 and 7 once-daily injections are compared. *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001; ns, not significant; two-way ANOVA test.

## Slide 33
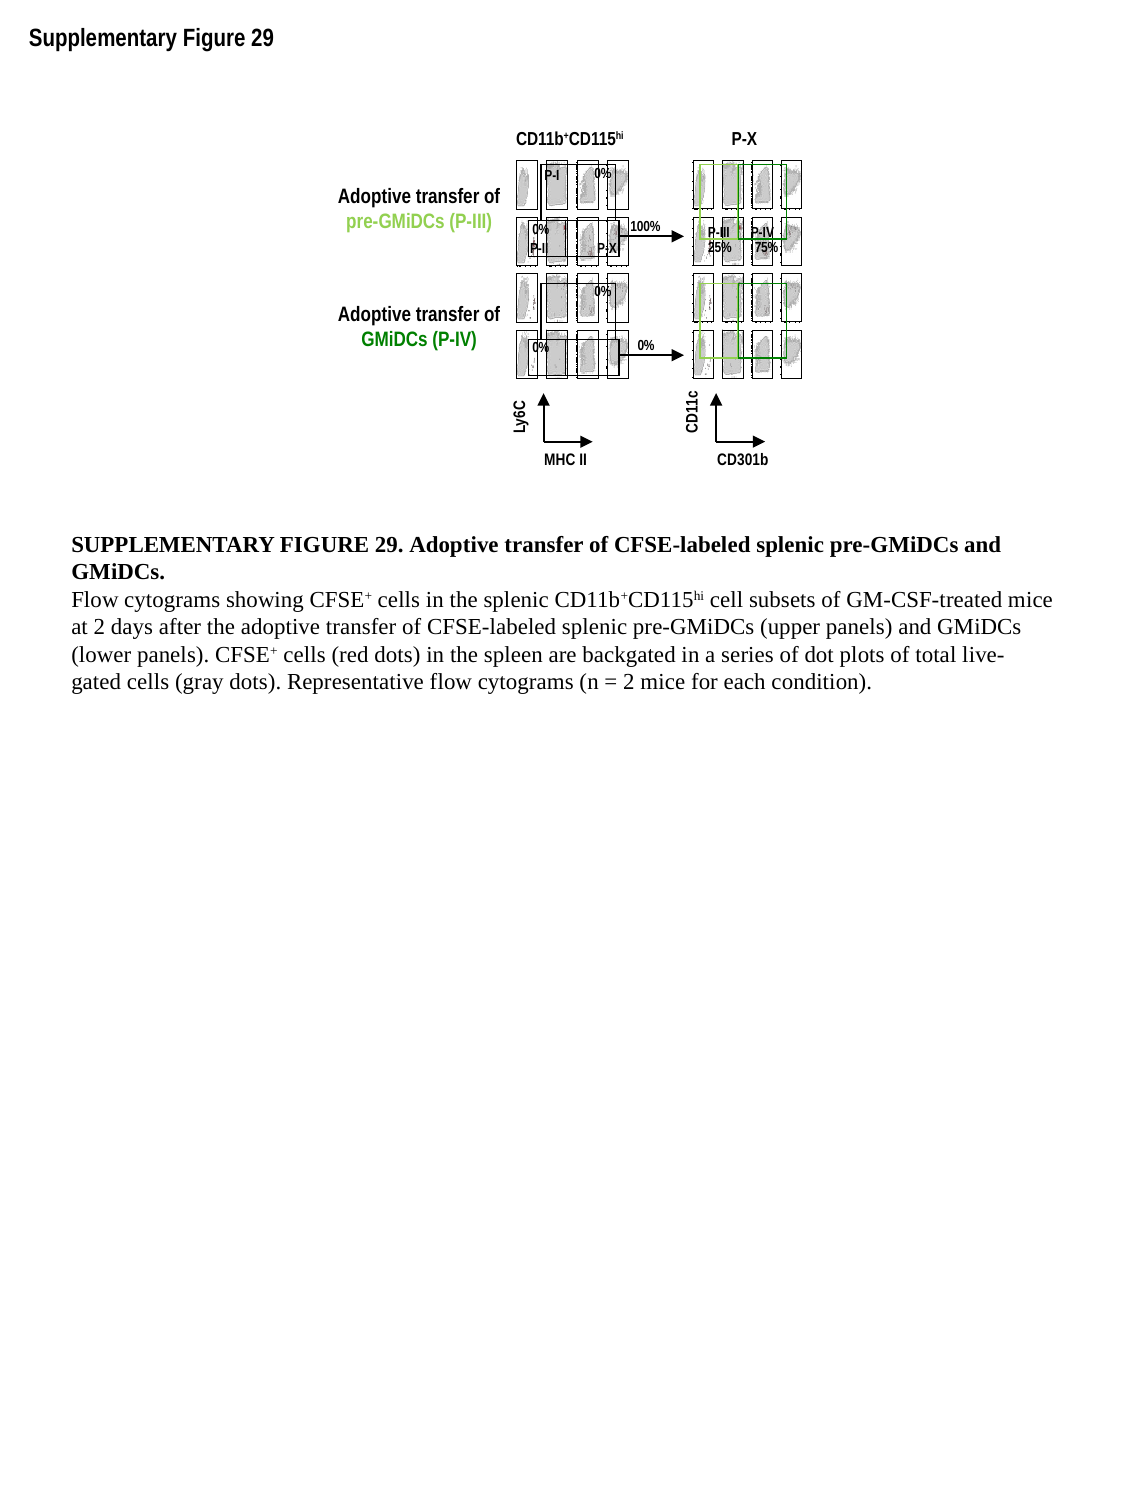

Supplementary Figure 29
CD11b+CD115hi
P-X
P-I
Adoptive transfer of
pre-GMiDCs (P-III)
P-III
P-IV
P-X
P-II
Adoptive transfer of
GMiDCs (P-IV)
CD11c
CD301b
Ly6C
MHC II
0%
100%
0%
25%
75%
0%
0%
0%
SUPPLEMENTARY FIGURE 29. Adoptive transfer of CFSE-labeled splenic pre-GMiDCs and GMiDCs.
Flow cytograms showing CFSE+ cells in the splenic CD11b+CD115hi cell subsets of GM-CSF-treated mice at 2 days after the adoptive transfer of CFSE-labeled splenic pre-GMiDCs (upper panels) and GMiDCs (lower panels). CFSE+ cells (red dots) in the spleen are backgated in a series of dot plots of total live-gated cells (gray dots). Representative flow cytograms (n = 2 mice for each condition).

## Slide 34
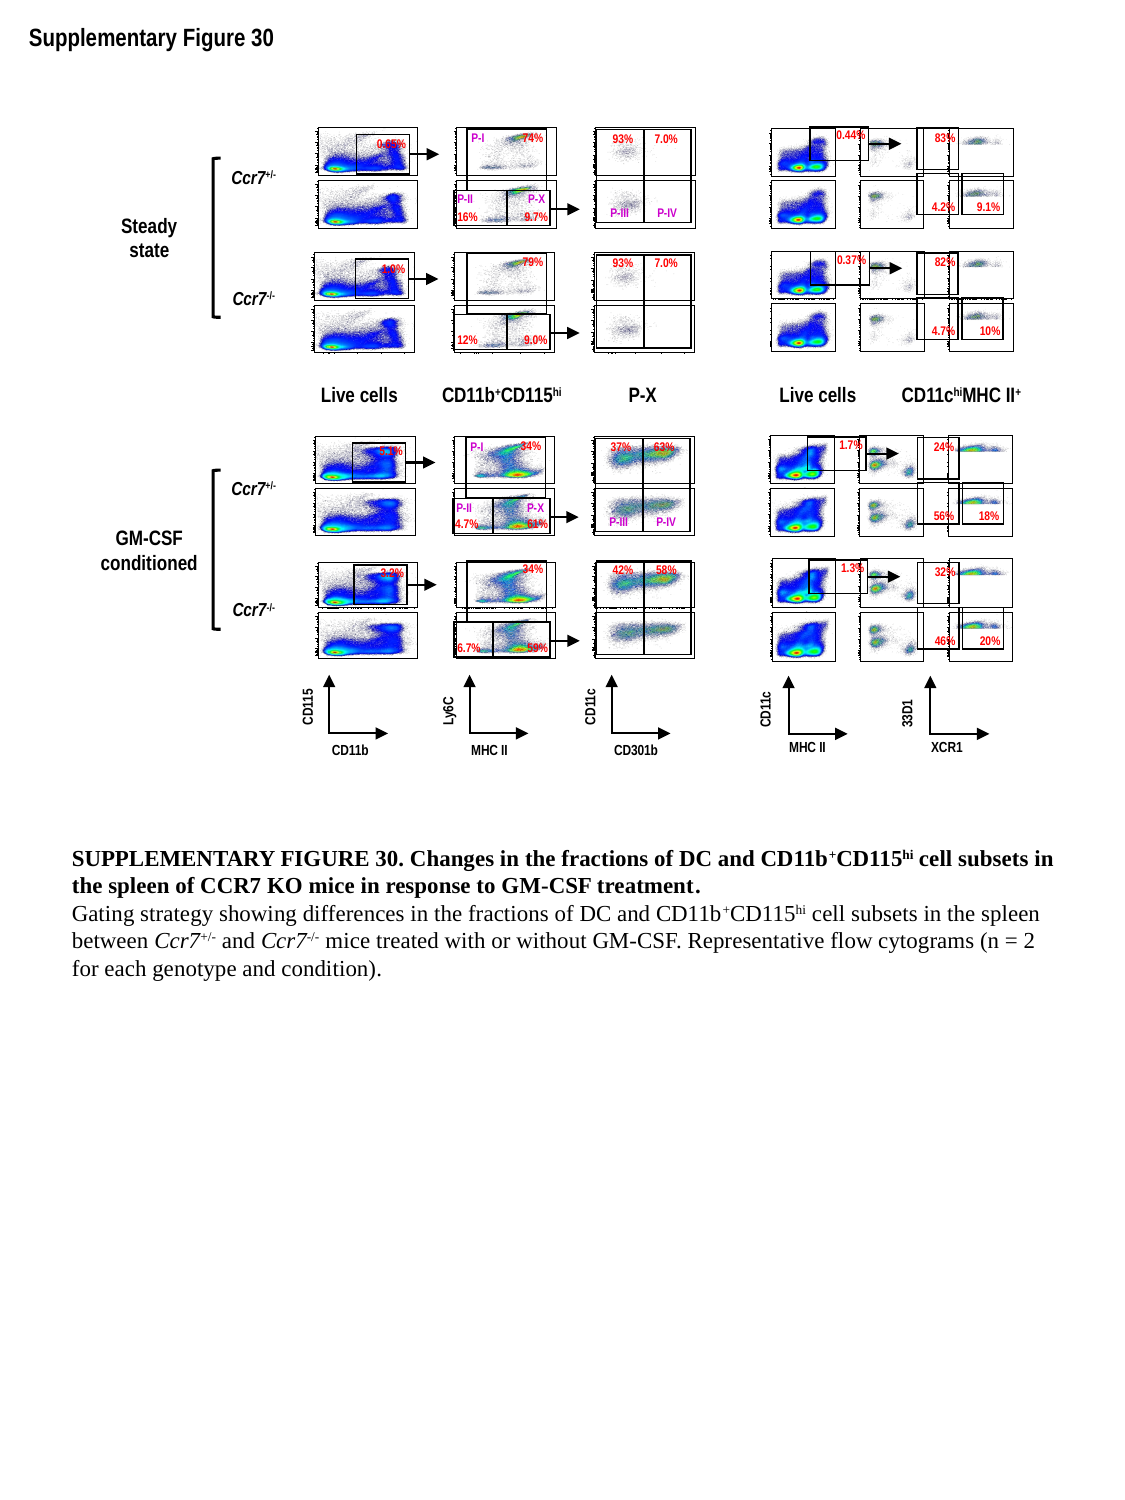

Supplementary Figure 30
0.44%
83%
74%
P-I
93%
7.0%
0.65%
Ccr7+/-
P-II
P-X
4.2%
9.1%
P-III
P-IV
16%
9.7%
Steady
state
0.37%
82%
79%
93%
7.0%
1.0%
Ccr7-/-
4.7%
10%
12%
9.0%
Live cells
CD11b+CD115hi
P-X
Live cells
CD11chiMHC II+
1.7%
34%
P-I
24%
37%
63%
5.1%
Ccr7+/-
P-II
P-X
56%
18%
P-III
P-IV
4.7%
61%
GM-CSF
conditioned
1.3%
34%
42%
58%
32%
3.2%
Ccr7-/-
46%
20%
6.7%
59%
CD115
CD11b
Ly6C
MHC II
CD11c
CD301b
CD11c
MHC II
33D1
XCR1
SUPPLEMENTARY FIGURE 30. Changes in the fractions of DC and CD11b+CD115hi cell subsets in the spleen of CCR7 KO mice in response to GM-CSF treatment.
Gating strategy showing differences in the fractions of DC and CD11b+CD115hi cell subsets in the spleen between Ccr7+/- and Ccr7-/- mice treated with or without GM-CSF. Representative flow cytograms (n = 2 for each genotype and condition).

## Slide 35
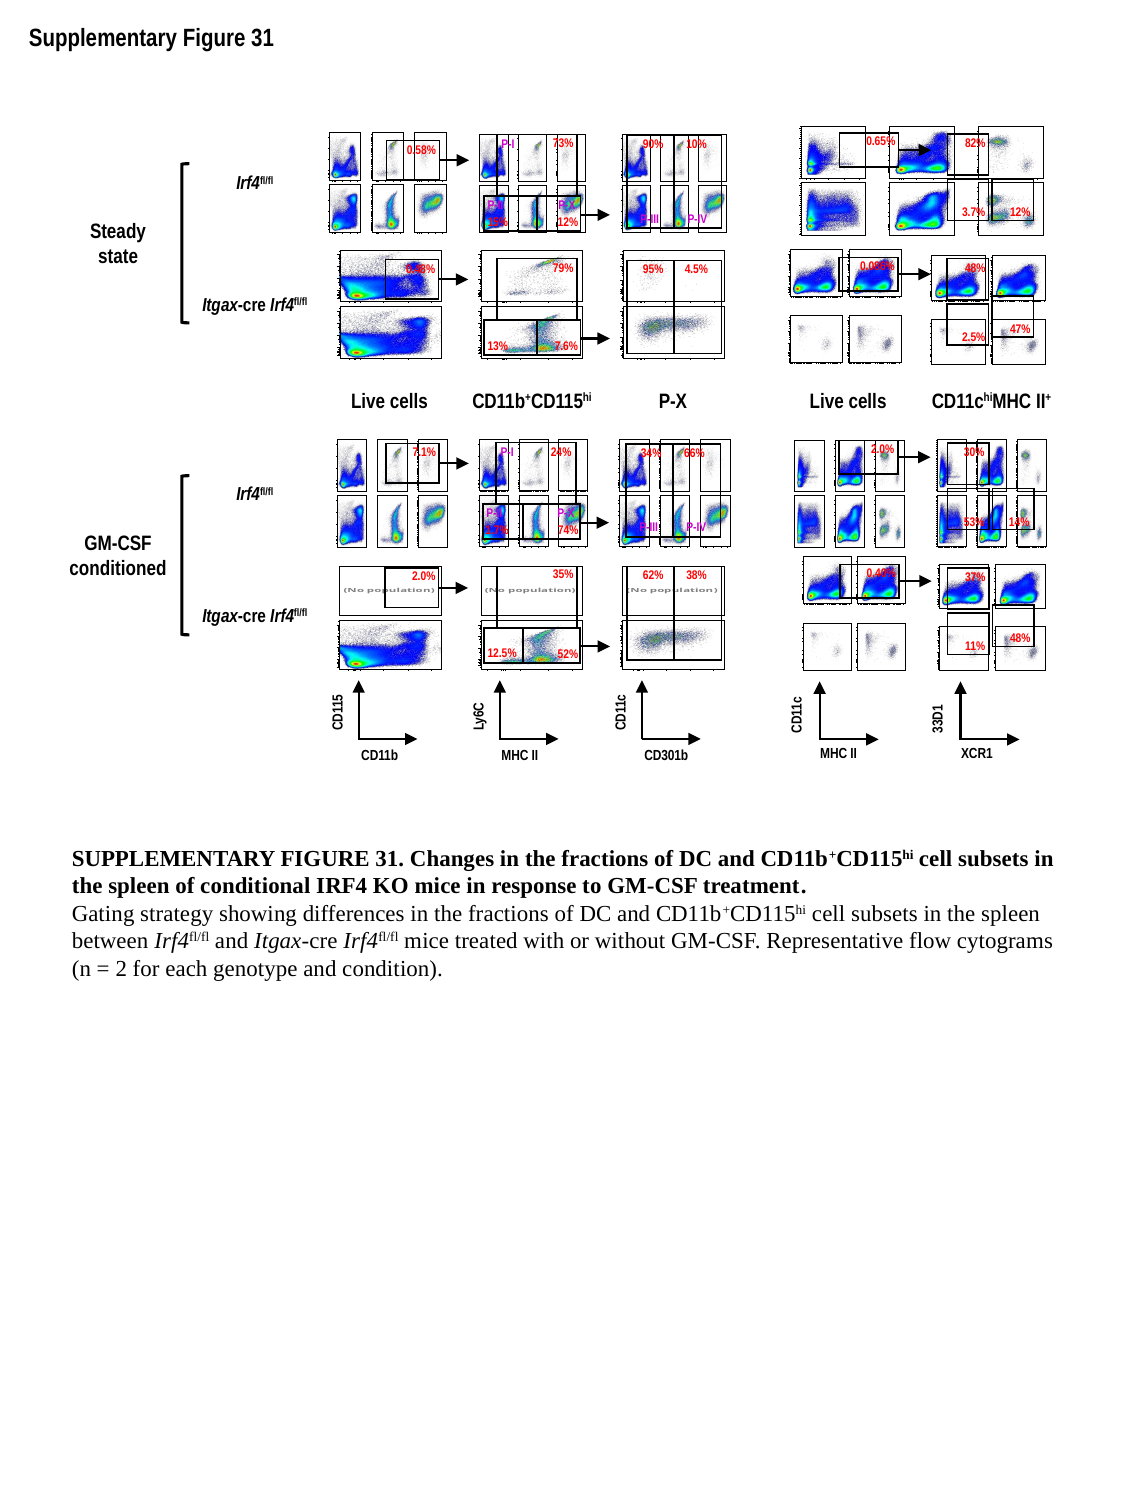

Supplementary Figure 31
0.65%
82%
73%
P-I
90%
10%
0.58%
Irf4fl/fl
P-II
P-X
3.7%
12%
P-III
P-IV
15%
12%
Steady
state
0.086%
48%
79%
95%
4.5%
0.48%
Itgax-cre Irf4fl/fl
47%
2.5%
13%
7.6%
Live cells
CD11b+CD115hi
P-X
Live cells
CD11chiMHC II+
2.0%
24%
7.1%
P-I
30%
34%
66%
Irf4fl/fl
P-II
P-X
53%
14%
P-III
P-IV
1.7%
74%
GM-CSF
conditioned
0.40%
35%
62%
38%
2.0%
37%
Itgax-cre Irf4fl/fl
48%
11%
12.5%
52%
CD115
CD11b
Ly6C
MHC II
CD11c
CD301b
CD11c
MHC II
33D1
XCR1
SUPPLEMENTARY FIGURE 31. Changes in the fractions of DC and CD11b+CD115hi cell subsets in the spleen of conditional IRF4 KO mice in response to GM-CSF treatment.
Gating strategy showing differences in the fractions of DC and CD11b+CD115hi cell subsets in the spleen between Irf4fl/fl and Itgax-cre Irf4fl/fl mice treated with or without GM-CSF. Representative flow cytograms (n = 2 for each genotype and condition).

## Slide 36
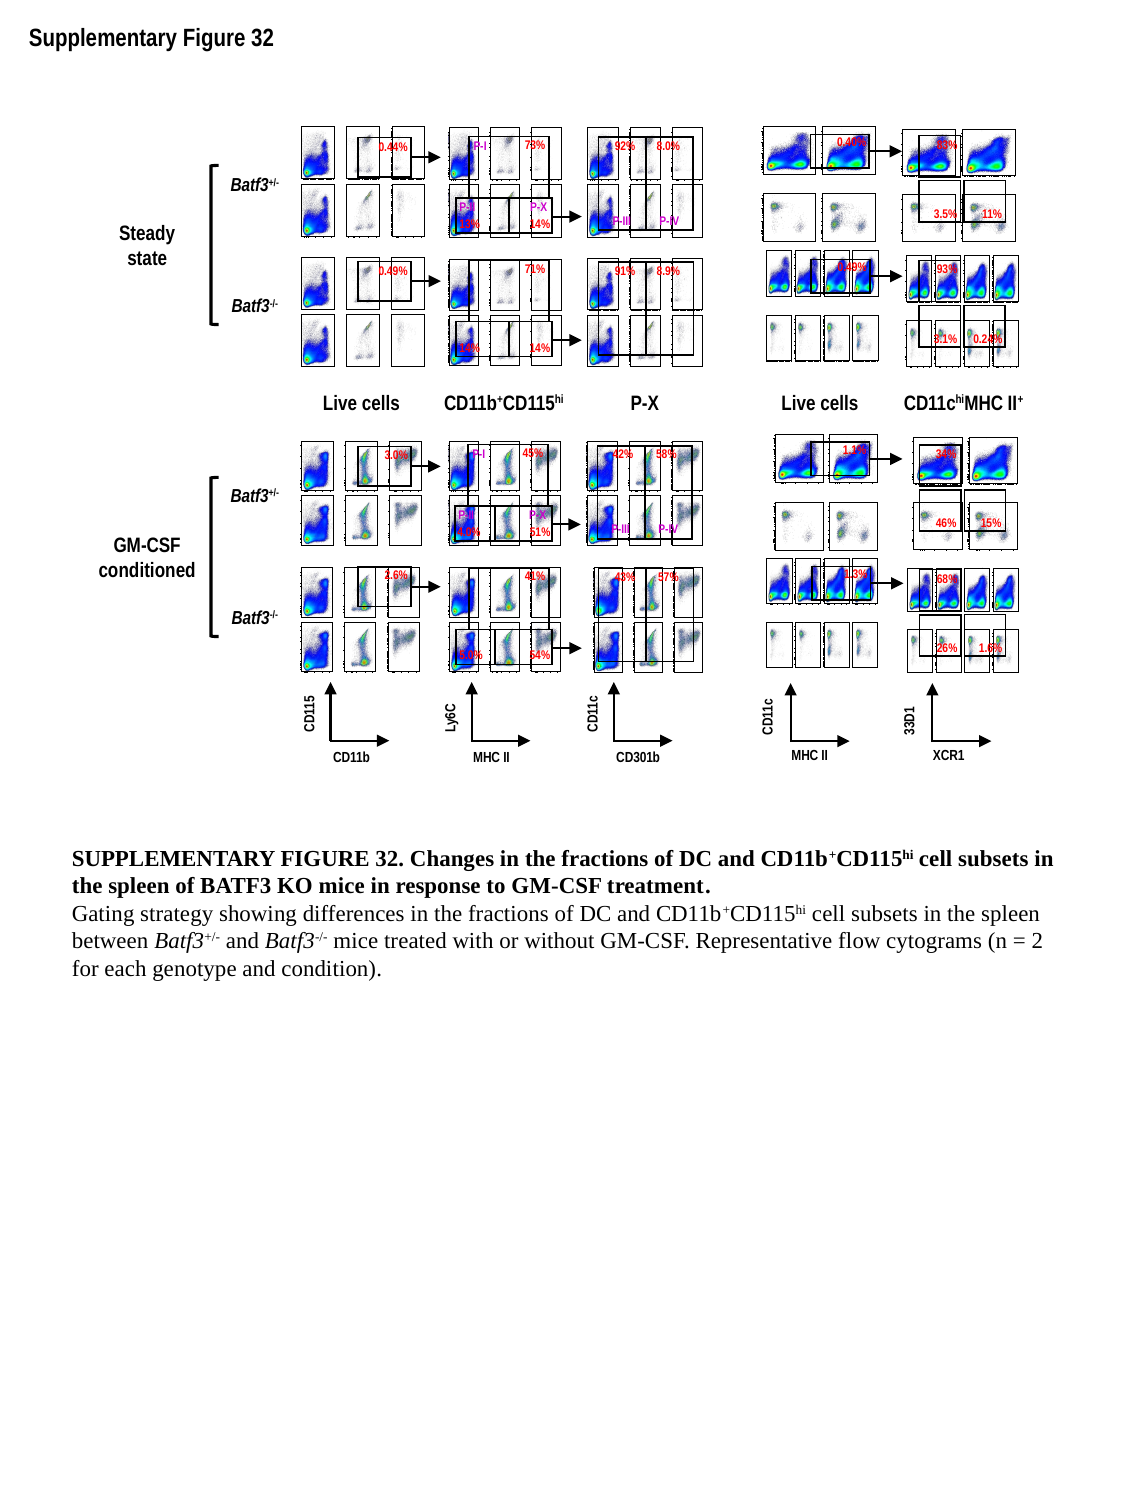

Supplementary Figure 32
0.40%
83%
73%
P-I
92%
8.0%
0.44%
Batf3+/-
P-II
P-X
3.5%
11%
P-III
P-IV
13%
14%
Steady
state
0.49%
93%
71%
91%
8.9%
0.49%
Batf3-/-
3.1%
0.24%
14%
14%
Live cells
CD11b+CD115hi
P-X
Live cells
CD11chiMHC II+
1.1%
45%
P-I
34%
42%
58%
3.0%
Batf3+/-
P-II
P-X
46%
15%
P-III
P-IV
4.0%
51%
GM-CSF
conditioned
1.3%
2.6%
41%
43%
57%
68%
Batf3-/-
1.6%
26%
5.0%
54%
CD115
CD11b
Ly6C
MHC II
CD11c
CD301b
CD11c
MHC II
33D1
XCR1
SUPPLEMENTARY FIGURE 32. Changes in the fractions of DC and CD11b+CD115hi cell subsets in the spleen of BATF3 KO mice in response to GM-CSF treatment.
Gating strategy showing differences in the fractions of DC and CD11b+CD115hi cell subsets in the spleen between Batf3+/- and Batf3-/- mice treated with or without GM-CSF. Representative flow cytograms (n = 2 for each genotype and condition).

## Slide 37
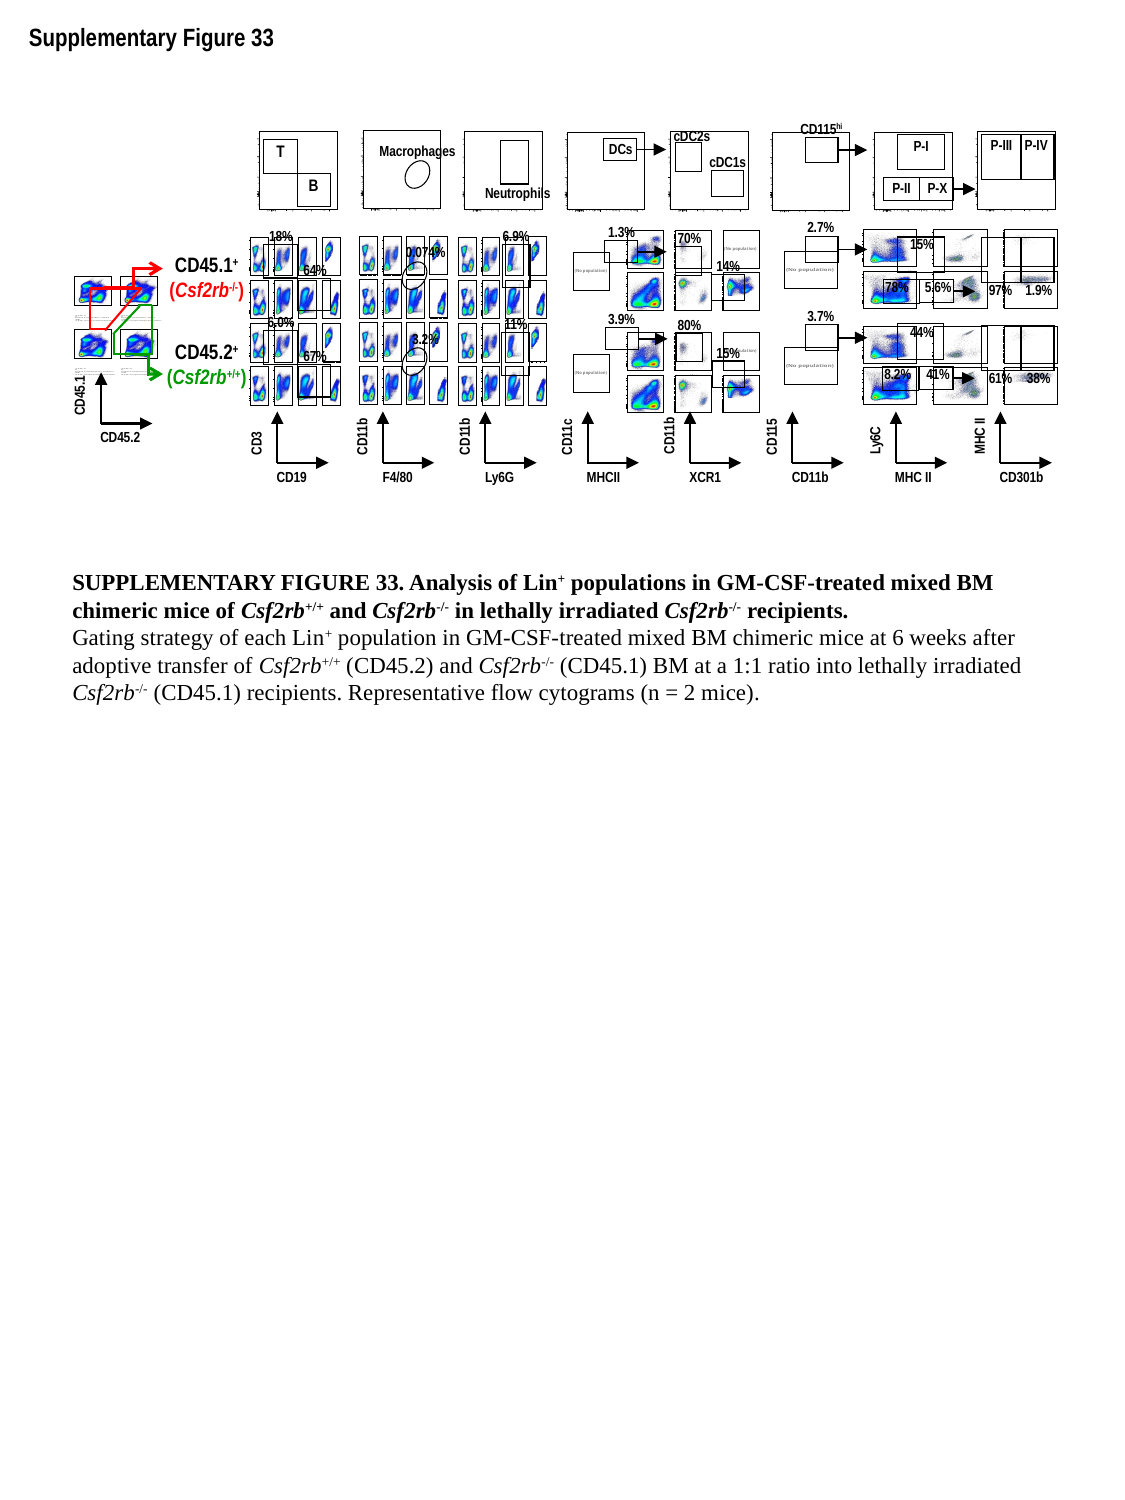

Supplementary Figure 33
CD115hi
cDC2s
P-III
P-IV
P-I
DCs
T
Macrophages
cDC1s
B
P-X
P-II
Neutrophils
CD45.1+
(Csf2rb-/-)
CD45.2+
(Csf2rb+/+)
CD45.1
CD45.2
MHC II
CD301b
CD3
CD19
CD11b
F4/80
CD11b
Ly6G
CD11c
MHCII
CD11b
XCR1
CD115
CD11b
Ly6C
MHC II
2.7%
3.7%
1.3%
3.9%
6.9%
11%
18%
6.0%
70%
80%
15%
44%
0.074%
3.2%
14%
15%
64%
67%
78%
8.2%
5.6%
41%
97%
1.9%
61%
38%
SUPPLEMENTARY FIGURE 33. Analysis of Lin+ populations in GM-CSF-treated mixed BM chimeric mice of Csf2rb+/+ and Csf2rb-/- in lethally irradiated Csf2rb-/- recipients.
Gating strategy of each Lin+ population in GM-CSF-treated mixed BM chimeric mice at 6 weeks after adoptive transfer of Csf2rb+/+ (CD45.2) and Csf2rb-/- (CD45.1) BM at a 1:1 ratio into lethally irradiated Csf2rb-/- (CD45.1) recipients. Representative flow cytograms (n = 2 mice).

## Slide 38
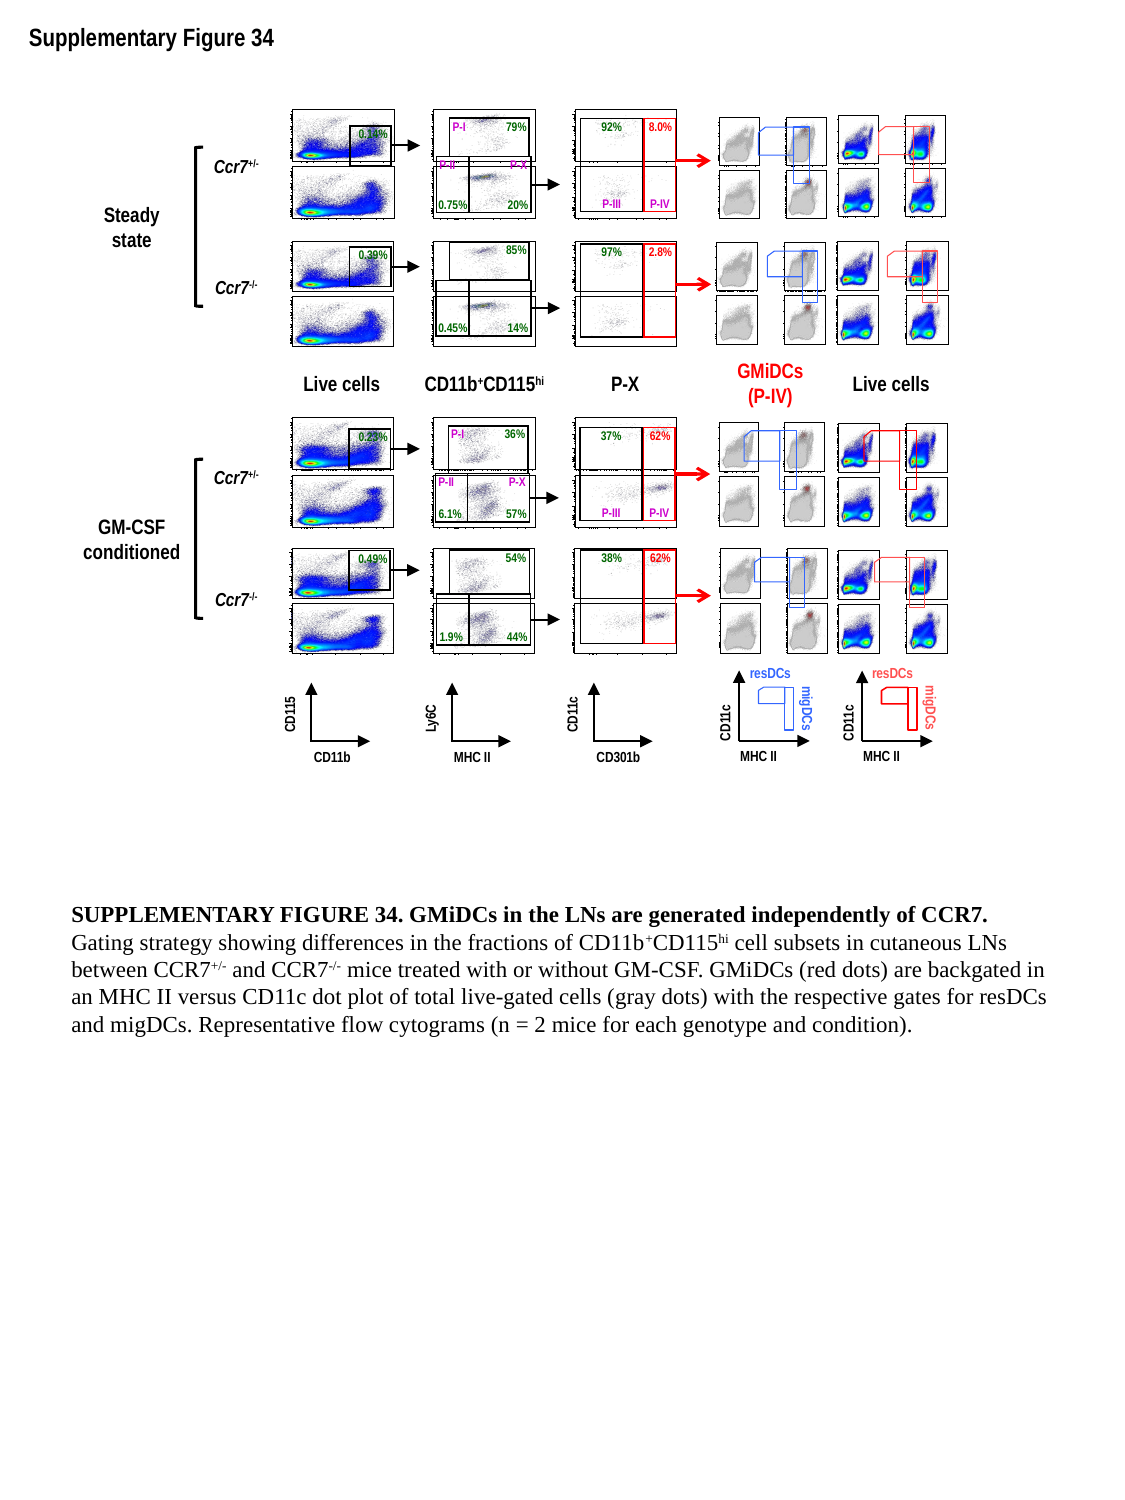

Supplementary Figure 34
79%
P-I
92%
8.0%
0.14%
Ccr7+/-
P-II
P-X
P-III
P-IV
0.75%
20%
Steady
state
85%
97%
2.8%
0.39%
Ccr7-/-
0.45%
14%
GMiDCs
(P-IV)
Live cells
CD11b+CD115hi
P-X
Live cells
36%
P-I
37%
62%
0.23%
Ccr7+/-
P-II
P-X
P-III
P-IV
6.1%
57%
GM-CSF
conditioned
54%
38%
62%
0.49%
Ccr7-/-
1.9%
44%
resDCs
migDCs
CD11c
MHC II
resDCs
migDCs
CD11c
MHC II
CD115
CD11b
Ly6C
MHC II
CD11c
CD301b
SUPPLEMENTARY FIGURE 34. GMiDCs in the LNs are generated independently of CCR7.
Gating strategy showing differences in the fractions of CD11b+CD115hi cell subsets in cutaneous LNs between CCR7+/- and CCR7-/- mice treated with or without GM-CSF. GMiDCs (red dots) are backgated in an MHC II versus CD11c dot plot of total live-gated cells (gray dots) with the respective gates for resDCs and migDCs. Representative flow cytograms (n = 2 mice for each genotype and condition).

## Slide 39
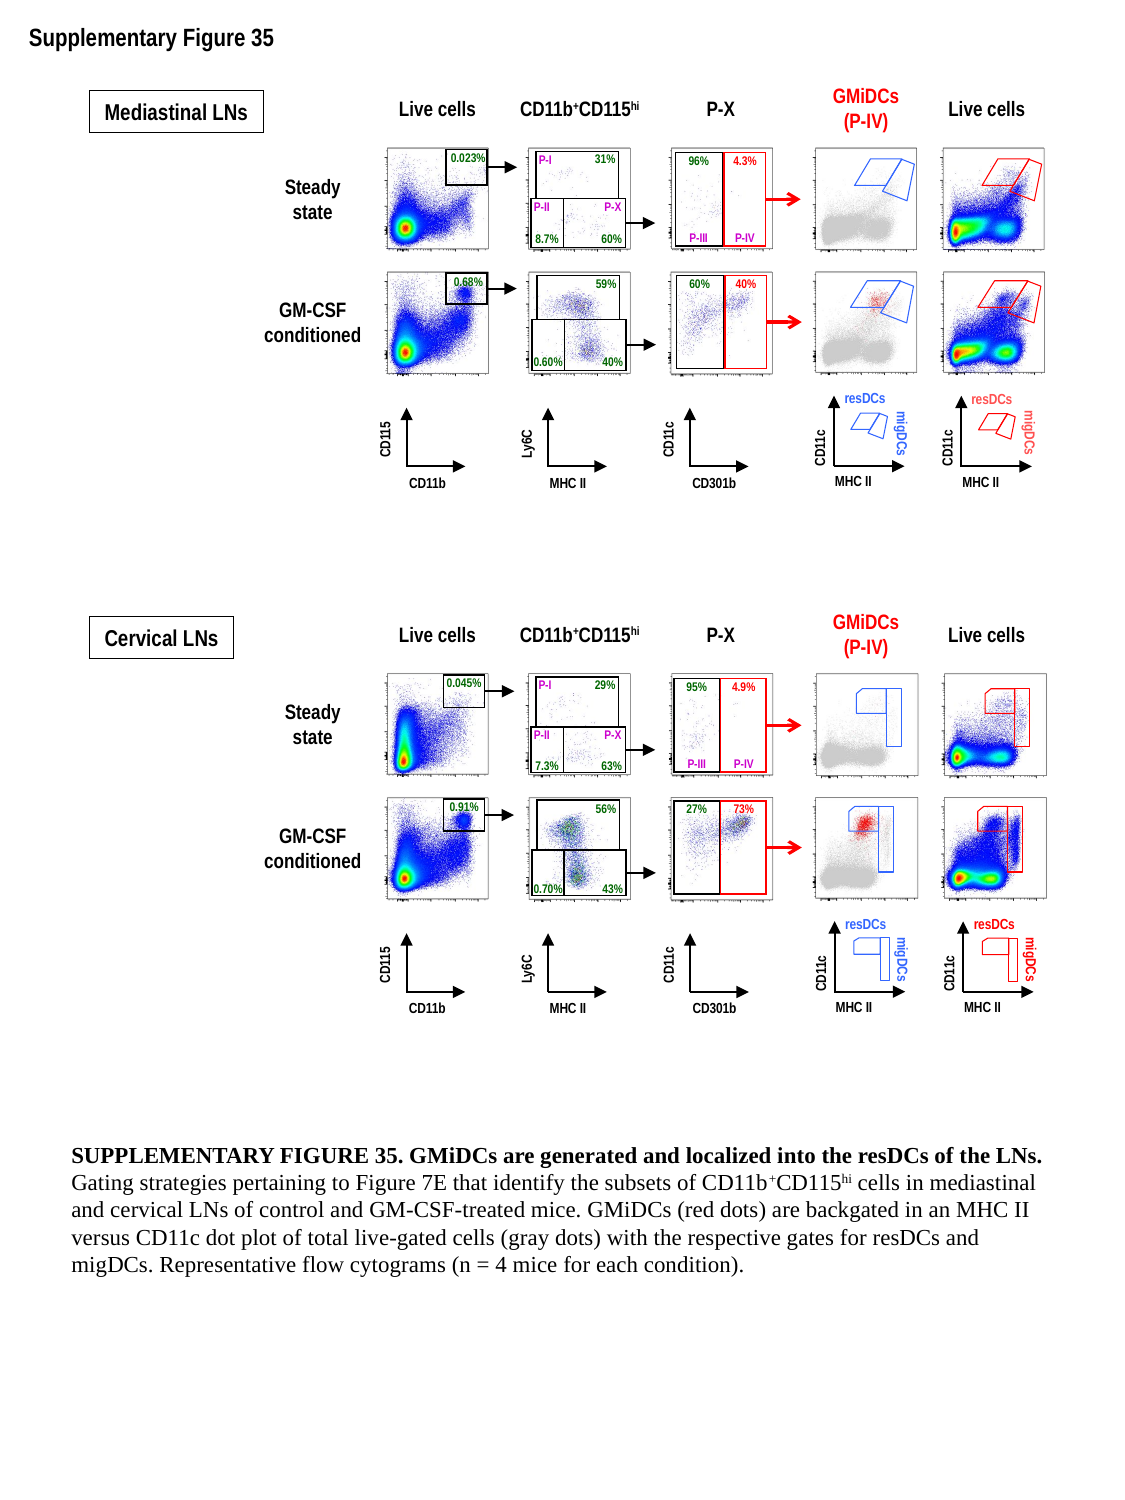

Supplementary Figure 35
GMiDCs
(P-IV)
Live cells
CD11b+CD115hi
P-X
Live cells
0.023%
31%
P-I
96%
4.3%
Steady
state
P-II
P-X
P-III
P-IV
8.7%
60%
0.68%
60%
40%
59%
GM-CSF
conditioned
0.60%
40%
resDCs
migDCs
CD11c
MHC II
resDCs
migDCs
CD11c
MHC II
CD115
CD11b
Ly6C
MHC II
CD11c
CD301b
Mediastinal LNs
GMiDCs
(P-IV)
Live cells
CD11b+CD115hi
P-X
Live cells
0.045%
29%
P-I
95%
4.9%
Steady
state
P-II
P-X
P-III
P-IV
7.3%
63%
0.91%
56%
27%
73%
GM-CSF
conditioned
0.70%
43%
resDCs
migDCs
CD11c
MHC II
resDCs
migDCs
CD11c
MHC II
CD115
CD11b
Ly6C
MHC II
CD11c
CD301b
Cervical LNs
SUPPLEMENTARY FIGURE 35. GMiDCs are generated and localized into the resDCs of the LNs.
Gating strategies pertaining to Figure 7E that identify the subsets of CD11b+CD115hi cells in mediastinal and cervical LNs of control and GM-CSF-treated mice. GMiDCs (red dots) are backgated in an MHC II versus CD11c dot plot of total live-gated cells (gray dots) with the respective gates for resDCs and migDCs. Representative flow cytograms (n = 4 mice for each condition).

## Slide 40
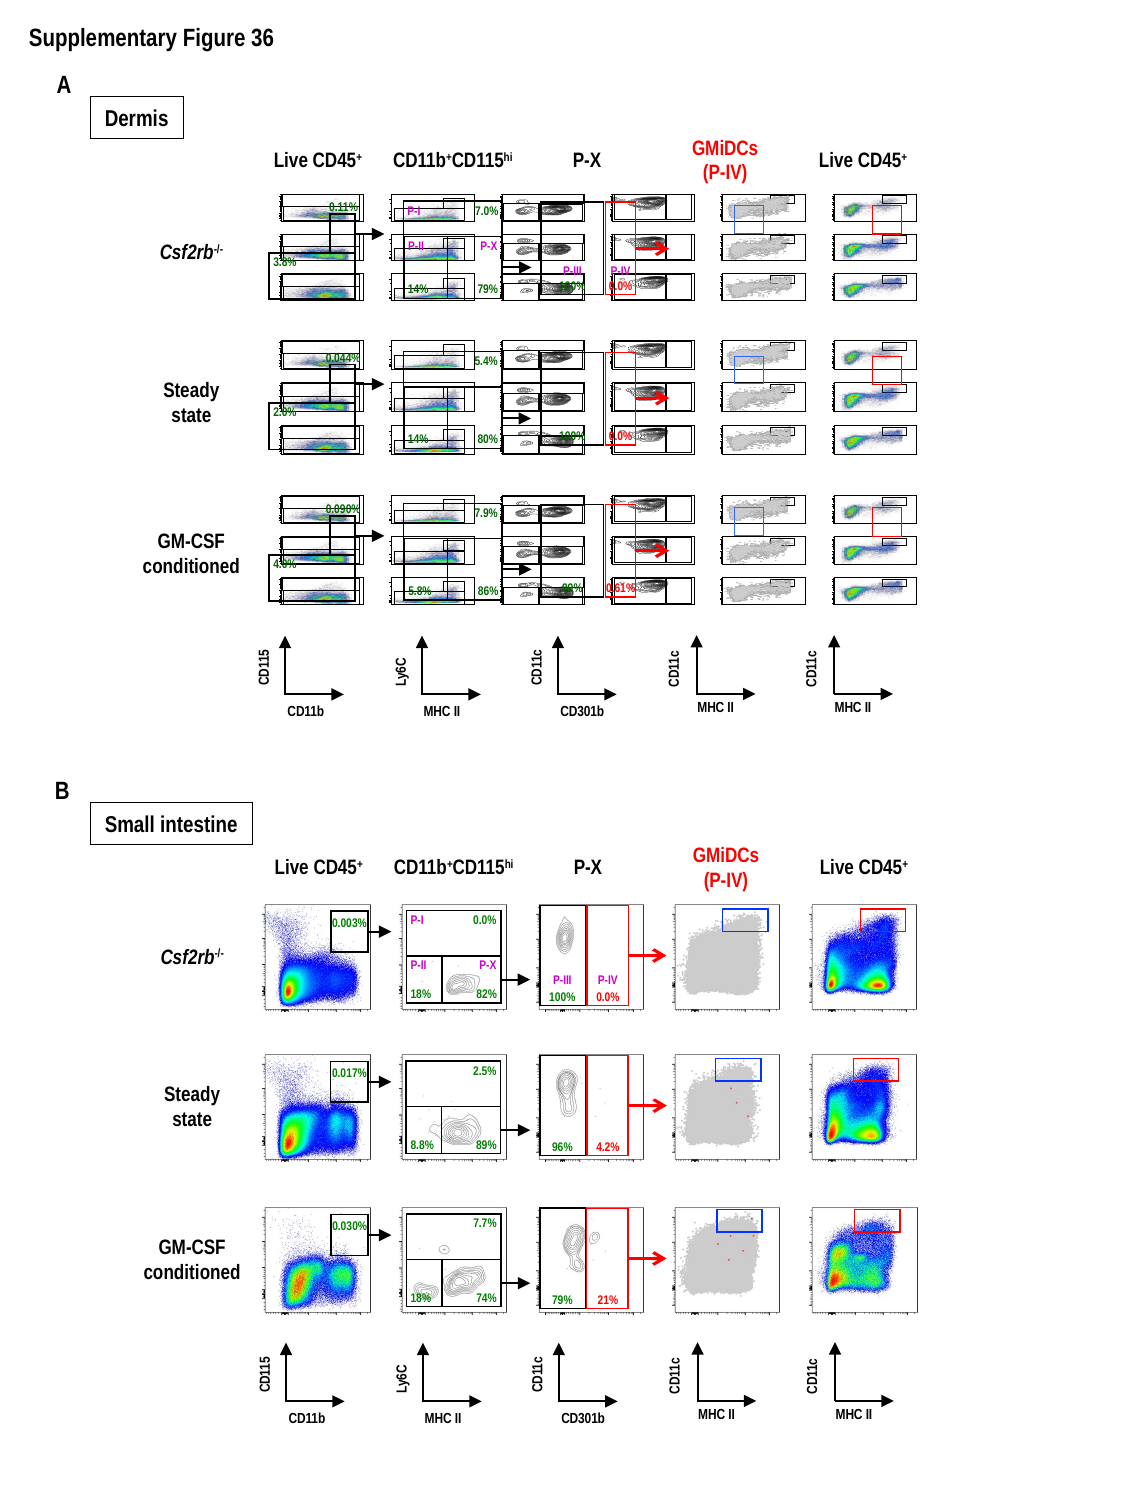

Supplementary Figure 36
A
Dermis
GMiDCs
(P-IV)
Live CD45+
CD11b+CD115hi
P-X
Live CD45+
0.11%
P-I
7.0%
P-II
P-X
3.8%
P-III
P-IV
100%
0.0%
79%
14%
Csf2rb-/-
0.044%
5.4%
2.0%
0.0%
100%
80%
14%
Steady
state
0.090%
7.9%
4.0%
99%
0.61%
86%
5.8%
GM-CSF
conditioned
CD11c
MHC II
CD11c
MHC II
CD115
CD11b
Ly6C
MHC II
CD11c
CD301b
B
Small intestine
GMiDCs
(P-IV)
Live CD45+
CD11b+CD115hi
P-X
Live CD45+
0.0%
P-I
0.003%
Csf2rb-/-
P-II
P-X
P-III
P-IV
18%
82%
100%
0.0%
2.5%
0.017%
Steady
state
89%
8.8%
96%
4.2%
7.7%
0.030%
GM-CSF
conditioned
74%
18%
79%
21%
CD115
CD11c
CD11c
CD11c
Ly6C
MHC II
MHC II
CD11b
MHC II
CD301b

## Slide 41
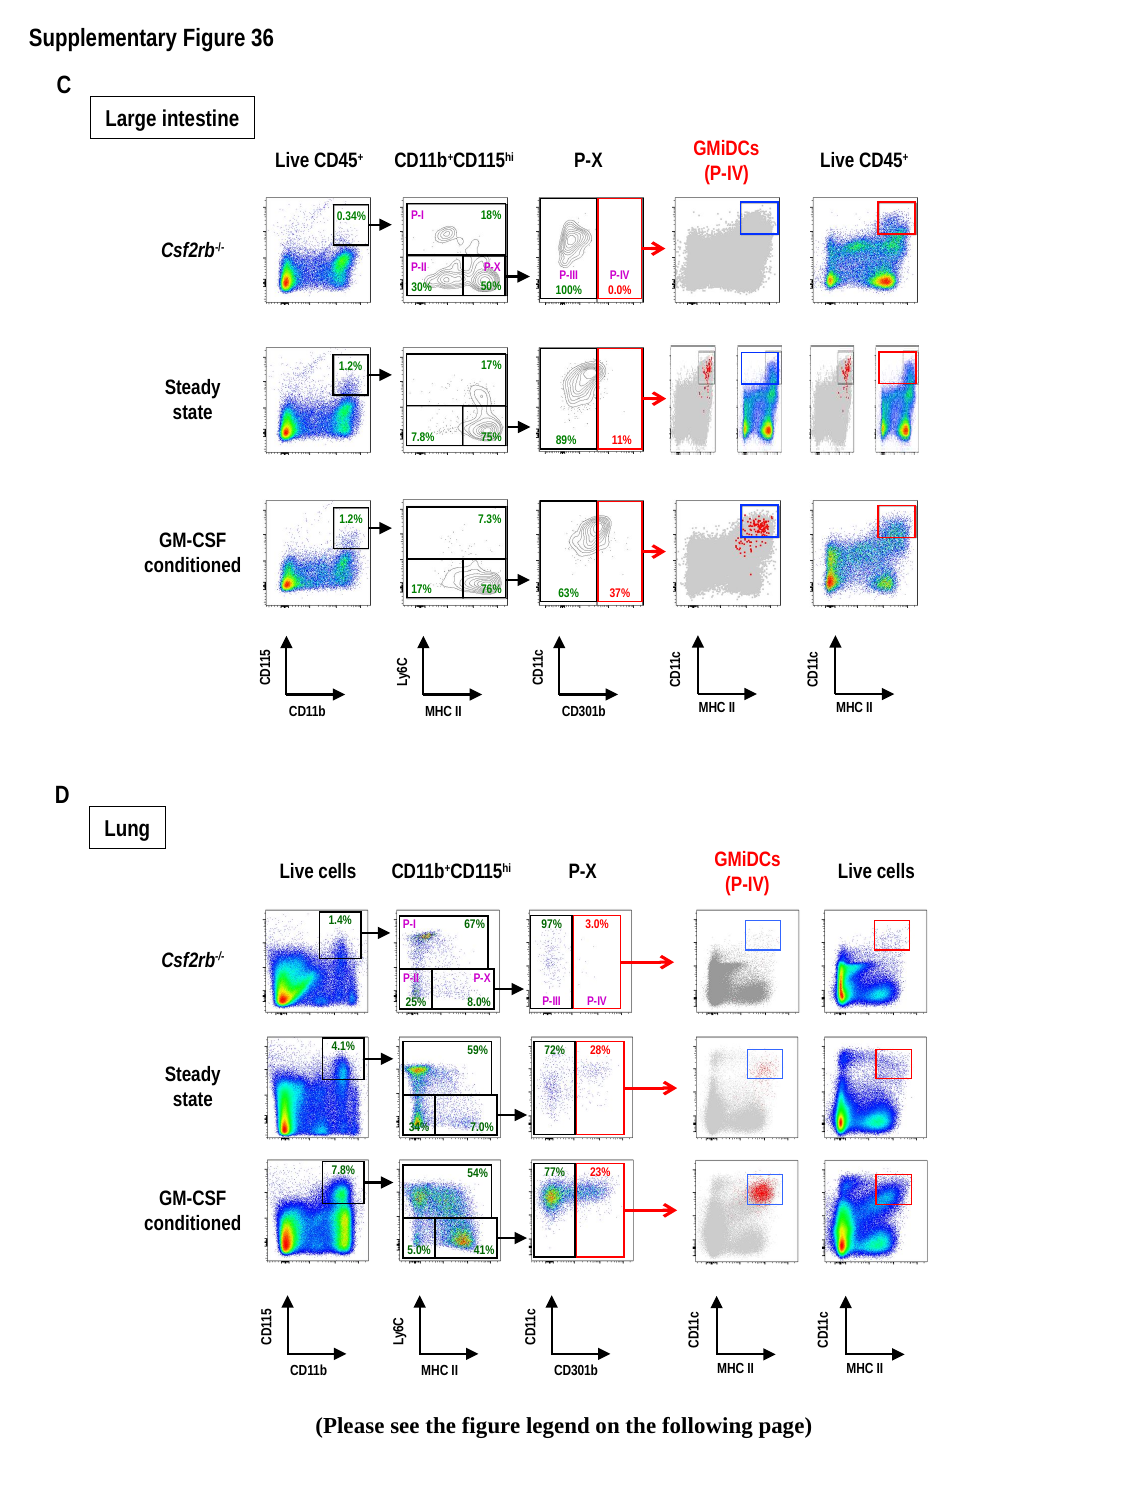

Supplementary Figure 36
C
Large intestine
GMiDCs
(P-IV)
Live CD45+
CD11b+CD115hi
P-X
Live CD45+
0.34%
18%
50%
30%
P-III
P-IV
100%
0.0%
P-I
Csf2rb-/-
P-II
P-X
1.2%
89%
11%
17%
7.8%
75%
Steady
state
7.3%
76%
17%
1.2%
63%
37%
GM-CSF
conditioned
CD11c
MHC II
CD11c
MHC II
CD115
CD11b
Ly6C
MHC II
CD11c
CD301b
D
Lung
GMiDCs
(P-IV)
Live cells
CD11b+CD115hi
P-X
Live cells
1.4%
97%
3.0%
67%
P-I
Csf2rb-/-
P-X
P-II
P-III
P-IV
25%
8.0%
4.1%
59%
72%
28%
Steady
state
34%
7.0%
7.8%
77%
23%
54%
GM-CSF
conditioned
5.0%
41%
CD115
CD11b
Ly6C
MHC II
CD11c
CD301b
CD11c
MHC II
CD11c
MHC II
(Please see the figure legend on the following page)

## Slide 42
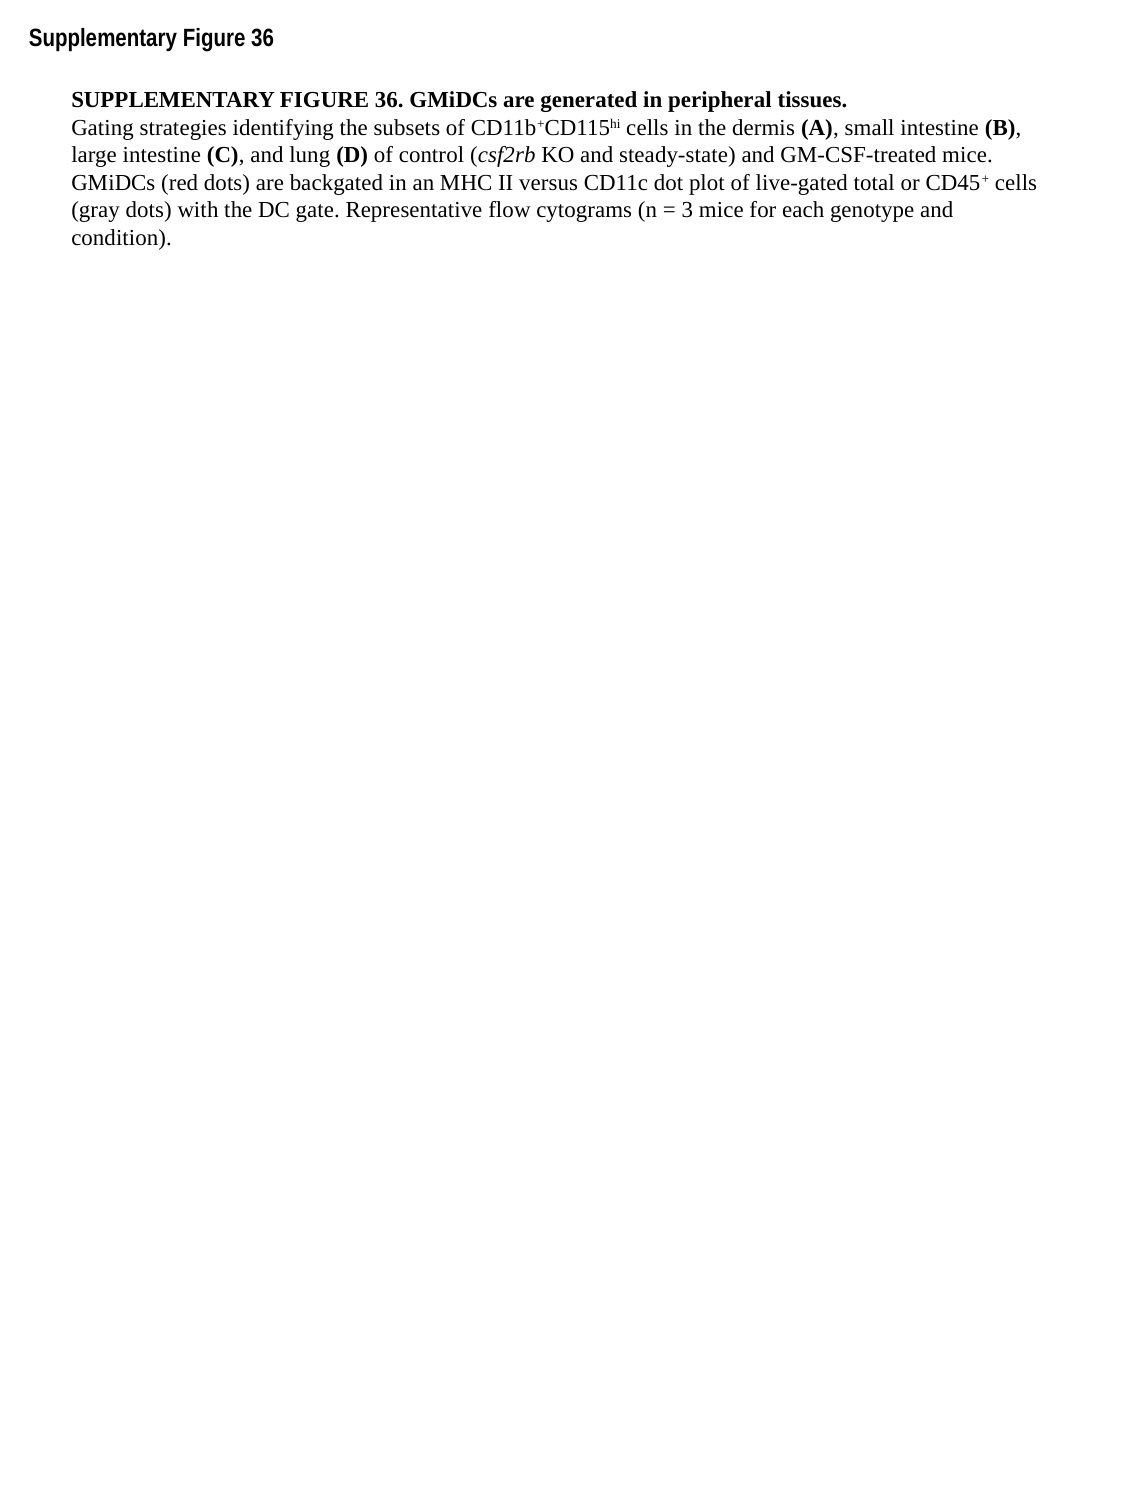

Supplementary Figure 36
SUPPLEMENTARY FIGURE 36. GMiDCs are generated in peripheral tissues.
Gating strategies identifying the subsets of CD11b+CD115hi cells in the dermis (A), small intestine (B), large intestine (C), and lung (D) of control (csf2rb KO and steady-state) and GM-CSF-treated mice. GMiDCs (red dots) are backgated in an MHC II versus CD11c dot plot of live-gated total or CD45+ cells (gray dots) with the DC gate. Representative flow cytograms (n = 3 mice for each genotype and condition).

## Slide 43
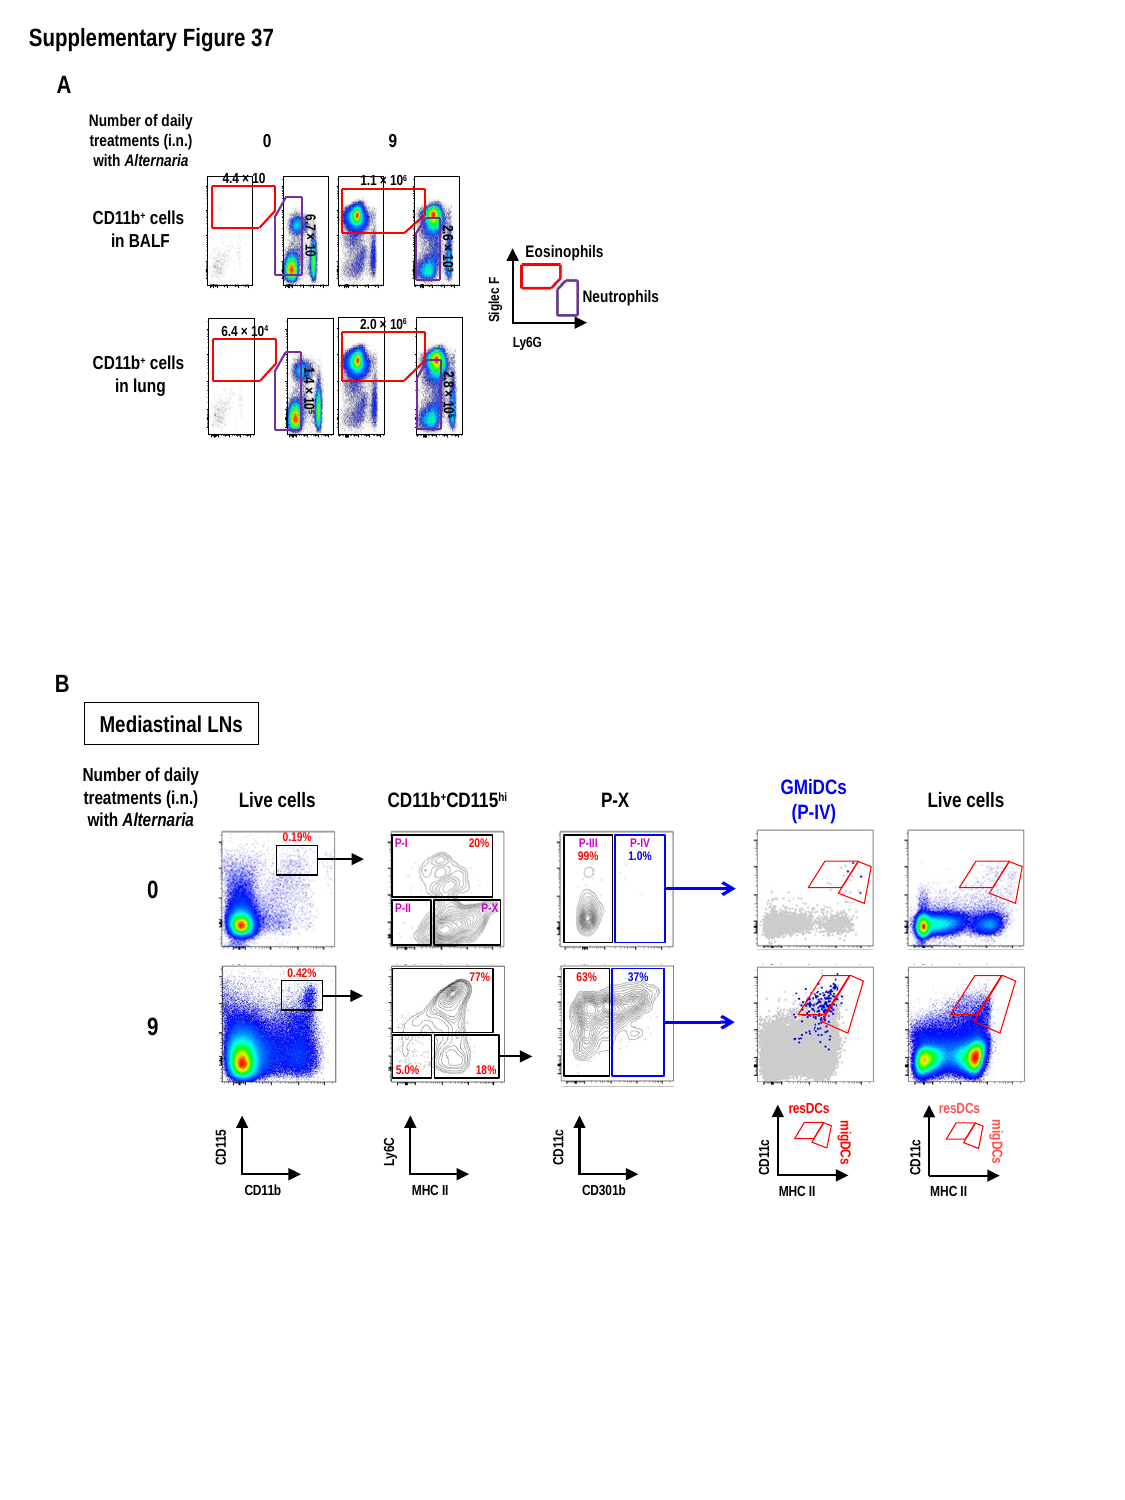

Supplementary Figure 37
A
Number of daily
treatments (i.n.)
with Alternaria
0
4.4 × 10
6.7 × 10
6.4 × 104
1.4 × 105
9
1.1 × 106
2.6 × 103
2.0 × 106
2.8 × 105
CD11b+ cells
in BALF
Eosinophils
Neutrophils
Siglec F
Ly6G
CD11b+ cells
in lung
B
Mediastinal LNs
Number of daily
treatments (i.n.)
with Alternaria
GMiDCs
(P-IV)
Live cells
CD11b+CD115hi
P-X
Live cells
0.19%
P-III
P-IV
20%
P-I
99%
1.0%
0
P-II
P-X
0.42%
63%
37%
77%
9
5.0%
18%
resDCs
migDCs
CD11c
MHC II
resDCs
migDCs
CD11c
MHC II
CD115
CD11b
Ly6C
MHC II
CD11c
CD301b

## Slide 44
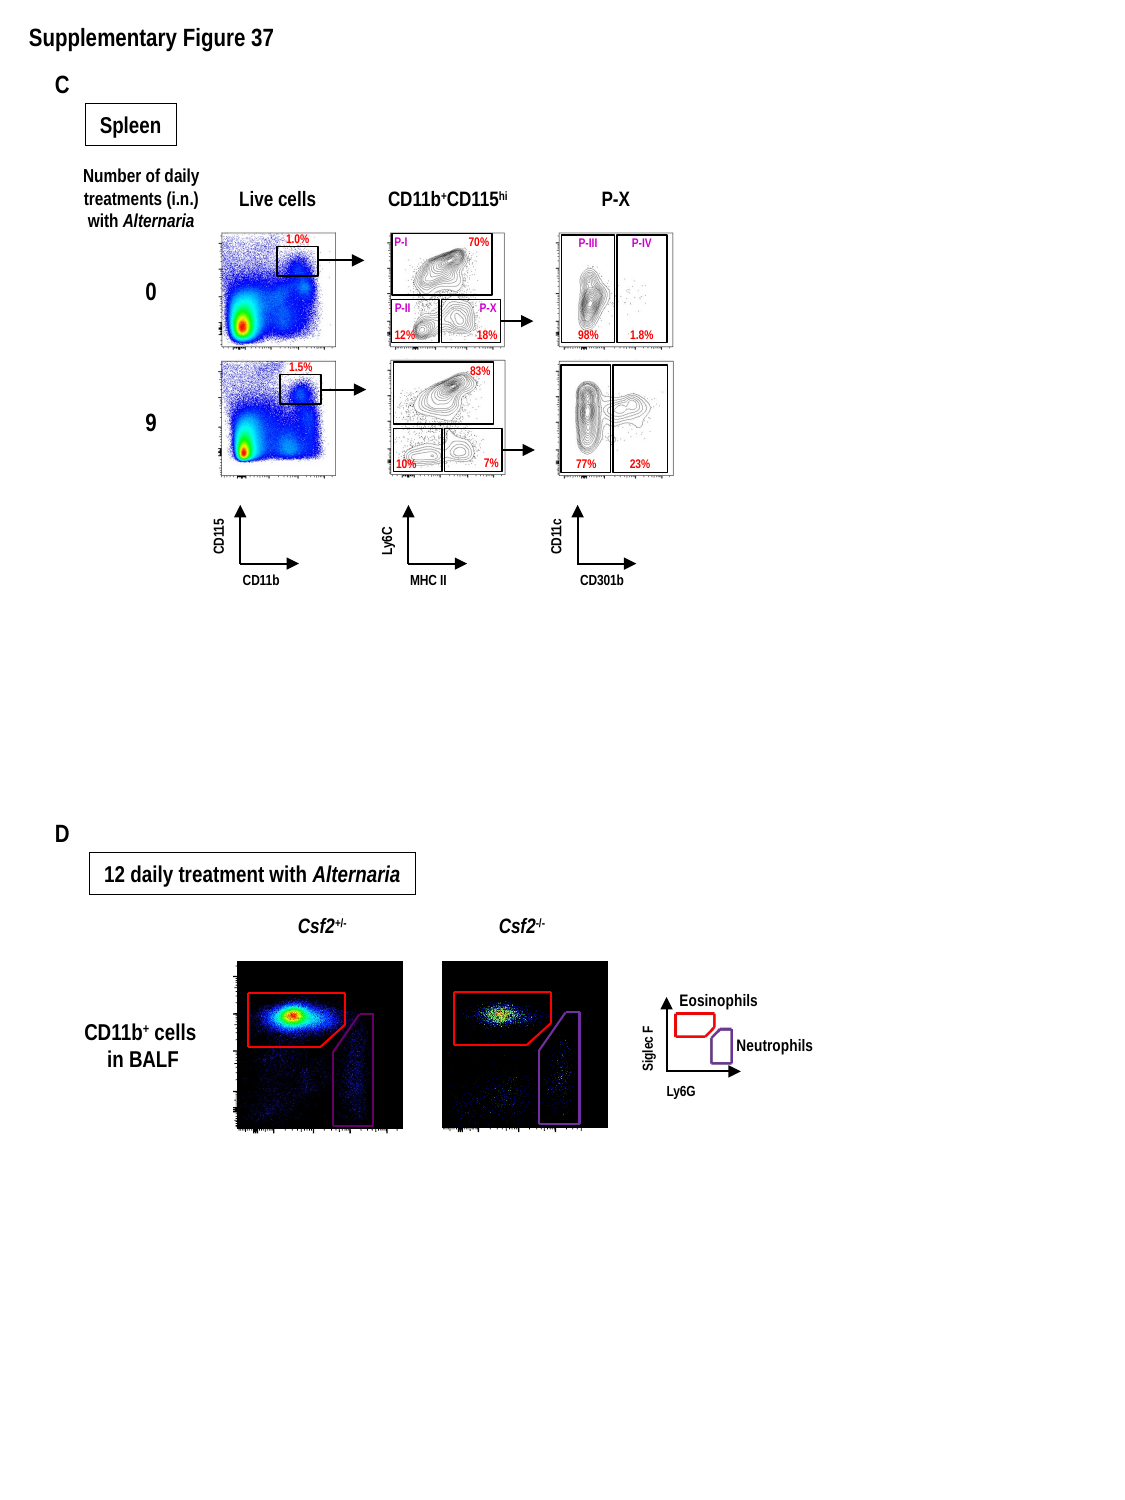

Supplementary Figure 37
C
Spleen
Number of daily
treatments (i.n.)
with Alternaria
Live cells
CD11b+CD115hi
P-X
1.0%
70%
P-I
P-III
P-IV
0
P-II
P-X
18%
12%
98%
1.8%
1.5%
83%
9
7%
10%
77%
23%
CD115
CD11b
Ly6C
MHC II
CD11c
CD301b
D
12 daily treatment with Alternaria
Csf2-/-
Csf2+/-
7.4 × 104
1.0 × 104
4.5 × 106
6.6 × 104
Eosinophils
Neutrophils
Siglec F
Ly6G
CD11b+ cells
in BALF

## Slide 45
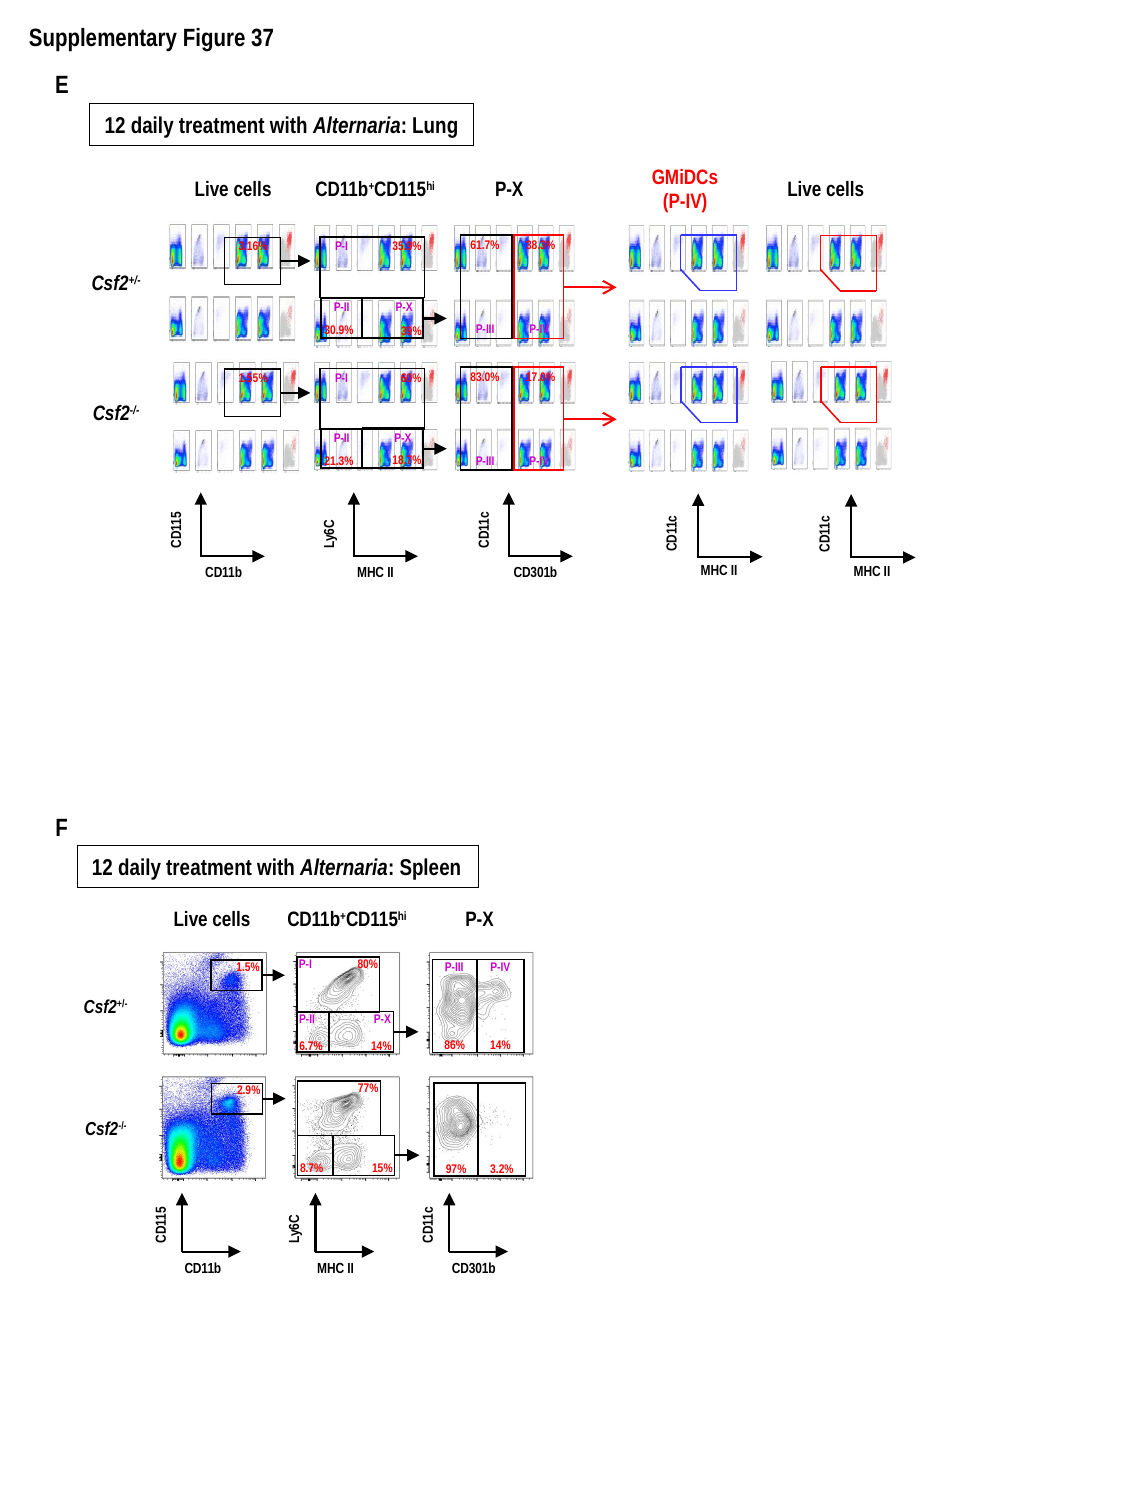

Supplementary Figure 37
E
12 daily treatment with Alternaria: Lung
GMiDCs
(P-IV)
Live cells
CD11b+CD115hi
P-X
Live cells
61.7%
38.3%
35.9%
P-I
3.16%
Csf2+/-
P-II
P-X
P-III
P-IV
30.9%
39%
83.0%
17.0%
60%
P-I
1.55%
Csf2-/-
P-II
P-X
18.7%
21.3%
P-III
P-IV
CD115
CD11b
Ly6C
MHC II
CD11c
CD301b
CD11c
MHC II
CD11c
MHC II
F
12 daily treatment with Alternaria: Spleen
Live cells
CD11b+CD115hi
P-X
80%
P-I
P-III
P-IV
1.5%
Csf2+/-
P-X
P-II
86%
14%
14%
6.7%
77%
2.9%
Csf2-/-
8.7%
15%
97%
3.2%
CD115
CD11b
Ly6C
MHC II
CD11c
CD301b

## Slide 46
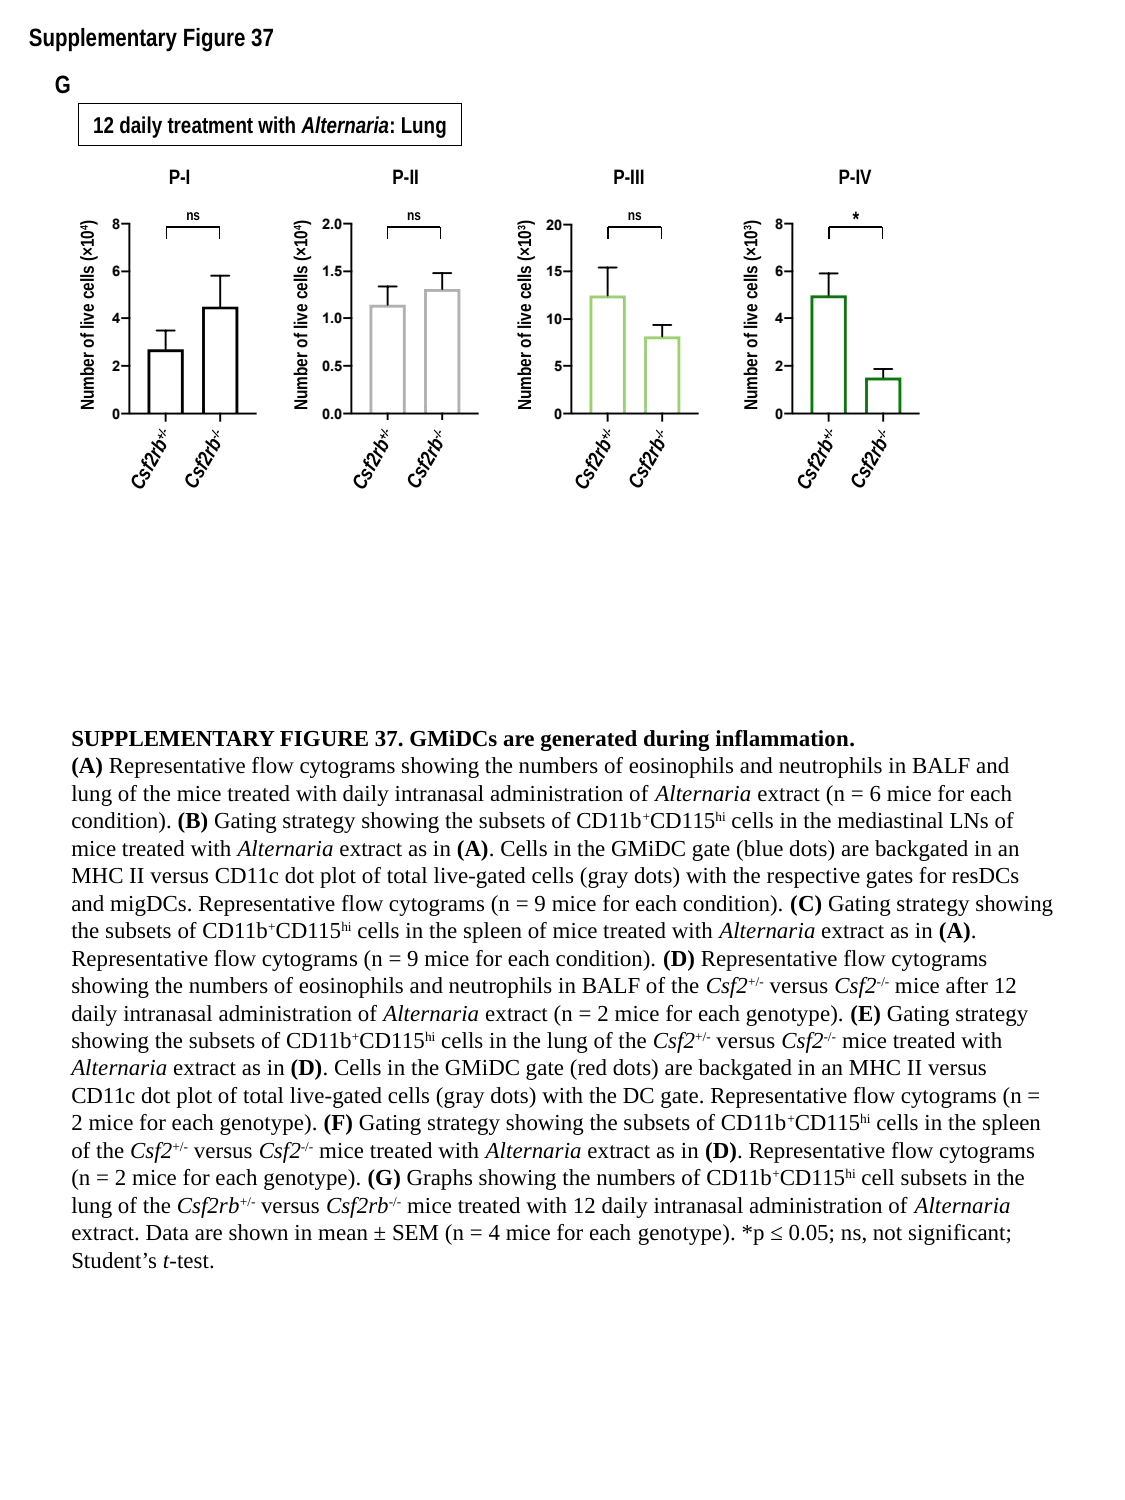

Supplementary Figure 37
G
12 daily treatment with Alternaria: Lung
P-I
P-II
P-III
P-IV
*
ns
ns
ns
Number of live cells (×104)
Number of live cells (×104)
Number of live cells (×103)
Number of live cells (×103)
Csf2rb+/-
Csf2rb-/-
Csf2rb+/-
Csf2rb-/-
Csf2rb+/-
Csf2rb-/-
Csf2rb+/-
Csf2rb-/-
SUPPLEMENTARY FIGURE 37. GMiDCs are generated during inflammation.
(A) Representative flow cytograms showing the numbers of eosinophils and neutrophils in BALF and lung of the mice treated with daily intranasal administration of Alternaria extract (n = 6 mice for each condition). (B) Gating strategy showing the subsets of CD11b+CD115hi cells in the mediastinal LNs of mice treated with Alternaria extract as in (A). Cells in the GMiDC gate (blue dots) are backgated in an MHC II versus CD11c dot plot of total live-gated cells (gray dots) with the respective gates for resDCs and migDCs. Representative flow cytograms (n = 9 mice for each condition). (C) Gating strategy showing the subsets of CD11b+CD115hi cells in the spleen of mice treated with Alternaria extract as in (A). Representative flow cytograms (n = 9 mice for each condition). (D) Representative flow cytograms showing the numbers of eosinophils and neutrophils in BALF of the Csf2+/- versus Csf2-/- mice after 12 daily intranasal administration of Alternaria extract (n = 2 mice for each genotype). (E) Gating strategy showing the subsets of CD11b+CD115hi cells in the lung of the Csf2+/- versus Csf2-/- mice treated with Alternaria extract as in (D). Cells in the GMiDC gate (red dots) are backgated in an MHC II versus CD11c dot plot of total live-gated cells (gray dots) with the DC gate. Representative flow cytograms (n = 2 mice for each genotype). (F) Gating strategy showing the subsets of CD11b+CD115hi cells in the spleen of the Csf2+/- versus Csf2-/- mice treated with Alternaria extract as in (D). Representative flow cytograms (n = 2 mice for each genotype). (G) Graphs showing the numbers of CD11b+CD115hi cell subsets in the lung of the Csf2rb+/- versus Csf2rb-/- mice treated with 12 daily intranasal administration of Alternaria extract. Data are shown in mean ± SEM (n = 4 mice for each genotype). *p ≤ 0.05; ns, not significant; Student’s t-test.

# Supplementary material for: Granulocyte Macrophage-Colony Stimulating Factor Produces a Splenic Subset of Monocyte-Derived Dendritic Cells That Efficiently Polarize T Helper Type 2 Cells in Response to Blood-Borne Antigen
**Source:** Front Immunol. 2022 Jan 3;12:767037. doi: 10.3389/fimmu.2021.767037
**Supplement:** Supplementary file 2

**SUPPLEMENTARY TABLE 1. Antibodies used in the study.**

How the deposited data were processed for this re-analysis (not part of the article)

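CD11b+ splenocytes were profiled by CITE-seq in 1 library in steady state and 1 library after 3 once-daily injections of 10 µg GM-CSF, with 1 library per condition and no replicate. The labels of the deposited cell table (condition) assign each cell to its library. The unit of the deposited RNA and ADT matrices is the raw count, UMIs per gene and counts per tag. The authors made them with CellRanger on mm10 and with CITE-seq-Count, and kept cells with 200 to 5000 genes and at most 15% mitochondrial UMIs. In the files, cells had 280 to 4972 genes in steady state and 224 to 4957 after GM-CSF, and at most 14.4 and 15.0% mitochondrial UMIs. The share of mitochondrial UMIs is deposited in percent and equals the share recomputed from the 13 mitochondrial genes. The S and G2/M score of each cell, deposited by the authors, is a score of Seurat without a unit, and the phase of each cell follows from it. Clusters, cell types and CD115hi subsets are labels deposited by the authors.

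The steady-state library held 22,358,903 UMIs in 4827 cells and the GM-CSF-treated library 35,007,567 in 6804 cells. In the GM-CSF-treated library the summed UMIs were 1,394,605 in P-I, 27,797 in P-II, 739,569 in P-III and 2,248,291 in P-IV (medians 7232, 2593.5, 5866 and 6883 per cell), so a gene with 0 UMIs could stand at up to 108 CPM in P-II and 4.06 CPM in P-III (3 counts).

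Raw counts were summed over the cells of a group and divided by the total for CPM, with exact Poisson intervals, and the ratio of 2 sums carries an exact interval from the binomial share of its counts. Shares of cells carry exact binomial (Clopper-Pearson) 95% intervals. The ratio interval and the 2-fold rule were tested on simulated data. Log-normalized expression was the natural logarithm of 1 plus UMIs per 10,000. A gene was counted as at least 2-fold higher in P-IV when its CPM, with 0.5 counts added to each sum, was at least 2 times that of each of P-I, P-II and P-III, for genes with at least 50 UMIs in P-IV. The same 0.5 counts were added to each sum for the CPM ratios of named genes between the libraries in P-I cells. Depth was matched by drawing 1000 UMIs per cell (seed 20) and leaving out cells with fewer. Diffusion pseudotime was computed in scanpy on 2000 variable genes, 50 principal components and 15 neighbours, with the root in cluster 9, and 20 root cells were tried in 4 settings. The alternatives named 15 and 30 neighbours and 20 and 50 components, and which of them to take as the main values was set later, before the order of subsets was seen. It was run on log-normalized counts without the authors' integration of the libraries. Python 3.11.15, scanpy 1.11.5, anndata 0.12.19, scipy 1.17.1, numpy 2.4.6, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9 were used.

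Doublets were called per library with Scrublet in scanpy. With exact neighbours it called 152 steady-state (threshold 0.214) and 186 GM-CSF-treated cells (0.229), 338 or 2.91% in all. With approximate neighbours it called 3 (0.537) and 169 (0.253). The calls are therefore unstable, above all in steady state. Exact neighbours were kept before their effect on any result was seen.

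CD115hi subsets were taken from the deposited labels. As an alternative they were rebuilt from ADT counts normalized by the centred log ratio (CLR) across the cells of each library, with gates read by eye from Supplementary Figure 22 (CD115 above 2, Ly6C 0.75, MHC II 1, CD301b 1.75), each also shifted by 0.25. The rebuilt and the deposited label were the same for 96.0% of the Focus bundle cells, and for 71.7% of the 867 cells that were CD115hi by either.

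The comparisons, the alternatives and the rule for named genes were set before the data were examined. Named are the genes that the paper names for the CITE-seq data, summarised where a list is long, the 10 genes with the largest ratio of P-IV to the highest other subset, the 10 highest and 10 lowest CPM ratios between the libraries in P-I cells (at least 50 UMIs over both), and marker genes where a cell type is in question. Marker lists were used for granulocytes and neutrophils, B cells, T cells, macrophages, activated DCs, DC progenitors, cDC2s, NK cells, and classical and non-classical monocytes. Alternatives covered gates, ADT normalization, doublets, the mitochondrial limit, depth, pooling of the libraries, the comparison set, the minimum of UMIs, expression scale, pseudotime settings and the source of phases.

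No test between conditions was made. Not every gene of the paper's lists is reported here, so no tally is given for the macrophage marker genes. The bulk RNA-seq, RNA velocity and Monocle3 trajectories were not analysed here. Gene coordinates were taken from GENCODE on GRCm38, where 2810417H13Rik was not found under that name.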

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

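The tests of free RNA, of the NK cell markers and of H2-Aa below were chosen only after the results were seen. The tests of the CD115 cutoff and of cDC2 genes were set before their values were seen. The subset labels of cells without a high CD115 tag and the NK cell genes are not reported on in the paper, and each signal below stood above the level in other cells, which is why it is given here.

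In the GM-CSF-treated library, 1089 of 3256 Focus bundle cells outside the CD115hi gate (33.4%, 31.8 to 35.1%) held a Cd209a UMI, and 15.2% did at 1000 UMIs per cell (53 cells left out). In steady state 245 of 1952 such cells did (12.6%). Free RNA is argued against by the neutrophils of the same library, where 0.784% of cells held a Cd209a UMI. For the 1135 of these cells that met the Ly6C, MHC II and CD301b limits of P-IV, cDC2s like the 40 cells meeting the cDC2 cutoffs are argued against. Dtx1, Cd4 and Esam summed in the 1135 to 2.48% of their CPM in those 40 (3.93 against 158 CPM, with 3.56 in P-IV). The test cannot exclude CD301b+ cDC2s, which the paper reports in the spleen. Of the 93 cells meeting the cutoffs in both libraries, only 4 held an Mgl2 UMI, and 41 held a Cd209a UMI. Of those 1135 cells, 730 (64.3%, 61.5 to 67.1%) were Cd209a positive, against 55.0% of P-IV cells, and by CD115 tag count the share was 62.7% (0 to 9 counts), 67.7% (10 to 39) and 61.0% (40 to 83). Their median CD115 tag count was 35 against 115 in P-IV, their Csf1r RNA 174 against 203 CPM, and 1090 of them (96.0%) lay in clusters 0, 1, 3, 5, 7, 8 and 10. A candidate explanation is that the CD115 cutoff runs through a continuous range of tag counts and leaves cells like P-IV below it. A different cell type that shares Cd209a and CD301b, and an effect of GM-CSF, stay open, and GM-CSF cannot be told apart from the library because there is 1 library per condition.

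In the cluster deposited as cDC2-A (214 steady-state and 20 GM-CSF-treated cells), 231 of 234 cells (98.7%, 96.3 to 99.7%) held UMIs of at least 3 of 4 NK cell markers (Ncr1, Klrb1c, Nkg7 and Gzma). The genes stood at 800.0, 780.4, 3162 and 12,972 CPM, and at 8.49, 13.3, 335 and 46.1 CPM in the T cell cluster, so Nkg7 is also expressed in another cell type of the spleen. The 10 genes with the highest ratio to all other cells were Klrc1, Phactr3, Xcl1, Ifng, Styk1, Prf1, Itga2, Klrb1c, Klrg1 and Ccl5. Free RNA is argued against by Ncr1 at 1000 UMIs per cell, present in 58.5% of the steady-state cells of the cluster and 0.0521% of granulocytes, the highest share among the other types once mixed cluster 4 is left out. That cluster, with 35.9% of 39 cells, is an exception that was left out after its value was seen. Droplets with an NK cell and a cDC2 are argued against by H2-Aa, at 1.10% of its level in progenitor DCs (53.2 against 4839 CPM). A candidate explanation is that the cluster holds NK cells. No biological explanation was tested beyond that.

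In steady state 27 of the 59 cells of Focus bundle clusters 7 and 8 (45.8%, 32.7 to 59.2%) held at least 3 of the 4 NK cell markers. Free RNA is argued against by the other steady-state Focus bundle cells, with 0 of 2076 (0%; exact interval up to 0.178%). In the GM-CSF-treated library 0 of 722 cells of clusters 7 and 8 and 1 of 3218 others did. A candidate explanation is that proliferating NK cells were grouped with these clusters by their cell cycle genes. Doublets of an NK cell and a cycling cell were not tested and stay open, and so does an effect of GM-CSF, which is confounded with the library.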

How the results depend on the processing

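Chosen after seeing the data were the gates set from the deposited borders, the omission of the cell with haemoglobin UMIs, the omission of P-II for the list of 32 and the Th2 genes, both pseudotime settings of the GM-CSF-treated library alone, thinning together with omitting Mgl2, P-I cells without clusters 7 and 8, the search of all cells for cDC2s and macrophages, and the alternatives for the 6 differentiation genes. Of 145 alternative values, 79 stayed within the interval or within 1.5 times the main value, 63 moved further and 3 changed sign. Among the 79, the minimum of 20 UMIs for the 2-fold rule was bound to give the same 31 genes, since the few UMIs of P-II set a higher limit. Scrublet calls were unstable, so the settings without doublets tell little. No paired analysis was possible because there is 1 library per condition. Where no construction is named below, the cause was not tested.

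The shares of Focus bundle cells (43.6 to 44.5% in steady state, 57.0 to 57.7% after GM-CSF), the number of the 32 genes highest in P-IV (28 to 31) and the number of the 20 named genes of P-I past 2-fold between libraries (19 or 20) stayed in range under every alternative run for them. The 20 genes were picked as the most extreme in largely the same cells, so their staying past 2-fold was nearly fixed in advance and is no evidence of robustness. Shares of subsets by cluster had no alternative.

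P-IV among CD115hi cells of the GM-CSF-treated library (45.8%) was 38.0% on rebuilt gates, 38.5 and 35.8% with the CD115 cutoff higher and lower, 35.5 and 40.0% with that of CD301b, 38.5 and 33.9% with those of Ly6C and MHC II, and 36.0% on gates set from the deposited borders. In steady state (3.83%) it was 1.15% on rebuilt gates, 1.12% with CD115 lower, 0.575 and 1.15% with CD301b higher and lower, 0.575% with Ly6C and MHC II lower and 0% with both libraries normalized together. Over the rebuilt gates P-I had 128 to 407, P-II 13 to 80, P-III 102 to 531 and P-IV 112 to 624 cells (deposited labels: 326, 16, 138 and 320). CLR across the tags of each cell left 2 CD115hi cells and gave no value. The cDC2 cutoffs gave 1 cell outside the Focus bundle and 93 among all cells, since more cells were searched.

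The number of genes at least 2-fold higher in P-IV (31) was 57 with both libraries pooled (30 shared), 53 without P-II (31 shared; fewer comparisons) and 5 thinned to 1000 UMIs (5 shared; the same minimum of 50 UMIs on fewer UMIs). On simulated data the rule recovered 7.5% of 2-fold changes, and 17% without P-II, so the count understates.

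The differences of median pseudotime from P-I to P-III and from P-III to P-IV (0.000686 and 0.00144) were 0.00142 and 0.00289 with 30 neighbours, 0.00334 and 0.00619 with 20 components, 0.00261 and 0.00458 with the root in P-I, 0.00146 and 0.00255 without S and G2/M genes, -0.0157 and -0.00322 with the GM-CSF-treated library alone, and -0.00236 and 0.0318 with that library alone and the root in P-I. Each pair comes from 1 root cell. Of 20 root cells the order held for 16 in the main setting, 20 with the root in P-I, 0 with the GM-CSF-treated library alone, and 19 with that library alone and the root in P-I.

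Cells in S or G2/M were 89.2% (main 93.1%) in clusters 7 and 8 and 11.9% (16.5%) in clusters 0, 1, 3, 5 and 10 with phases rescored, and 28.2% in the latter after thinning. The ratio of the 18 proliferation genes (19.5) was 21.4 with both libraries pooled. The Th2 genes highest in P-IV (5) were 2 after thinning. The antigen uptake difference (0.307) was 0.00546 without Mgl2 and 0.0289 without Mgl2 after thinning, since most of it comes from that gene. Cd209a positive P-IV cells (54.4%) were 45.0% with at least 2 UMIs and 26.1% after thinning (both stricter by construction), 65.2% on rebuilt gates, 67.3 and 63.3% with CD301b higher and lower, and 65.5% on gates set from the deposited borders.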

Differences from the paper's values

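The searches of all cells, the gates set from the deposited borders, the omission of P-II for the Th2 genes, the thinned and pooled ratios of the 6 differentiation genes and the pseudotime of the GM-CSF-treated library alone were chosen only after the results were seen.

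By the cutoffs of the methods the paper counts 92 cDC2s, and 1 cell outside the Focus bundle met them. No alternative for this count was set before the data were examined. Among all cells, a search chosen after seeing the values, 93 met them, 92 of these inside the Focus bundle. The same search found the paper's number of macrophages, 29, with 28 outside the bundle, so it drops 0 of them.

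The table of Supplementary Figure 27B gives the paper's 43 P-II cells, and the deposited labels gave 16. Of the alternatives set before the data were examined, rebuilt gates (40) and the CD301b cutoff higher (40) or lower (40) stay within 1.5 times the paper's number, and the CD115 cutoff higher (16) or lower (80), the Ly6C and MHC II cutoffs higher (79) or lower (13) and both libraries normalized together (77) do not. The gates set from the deposited borders, chosen after seeing the values, gave 43 and keep each of the paper's 4 subsets.

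The same table gives the paper's 214 P-III cells, and the deposited labels gave 138. Rebuilt gates (200), the CD301b cutoff higher (216) or lower (188) and the Ly6C and MHC II cutoffs higher (218) or lower (166) stay within 1.5 times the paper's number, and the CD115 cutoff higher (102) or lower (338) and both libraries normalized together (531) do not. The gates set from the deposited borders, chosen after seeing the values, gave 220.

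For the other values of that table the gap is under 1.5 times. It gives the paper's 277 P-I and 255 P-IV cells, with 65.1% of P-IV cells Cd209a positive, and the deposited labels gave 326, 320 and 54.4% (48.7 to 59.9%), an interval that leaves out the paper's share. Of the alternatives set before the data were examined, rebuilt gates gave 240 P-I and 233 P-IV cells and a share of 65.2%, and the CD301b cutoff higher or lower gave shares of 67.3 and 63.3%. The gates set from the deposited borders, chosen after seeing the values, gave 283, 249 and 65.5%.

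The paper states that clusters 7 and 8 are enriched for differentiation signatures. Of the 6 genes shown for them, 6 had a CPM ratio to clusters 0, 1, 3, 5 and 10 below 1, from 0.410 (Zbtb46) to 0.832 (Irf8), with an interval below 1 for 5 and not for Kit (0.346 to 1.17). After thinning the ratios were 0.297 to 0.964, with an interval below 1 for Zbtb46 and Batf3 and not for Kit, Flt3 (0.964, 0.421 to 2.03), Irf4 (0.755, 0.487 to 1.14) and Irf8 (0.841, 0.687 to 1.03). With both libraries pooled they were 0.457 to 0.783, with an interval below 1 for 5 and not for Kit (0.485 to 1.15).

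The paper states that antigen uptake genes are elevated in P-IV. Of the 4 genes, 2 were highest in P-IV among the CD115hi subsets of the GM-CSF-treated library (Mgl2 and Clec4n), and Mrc1 (-0.0646) and Clec4e (-0.0162) were lower in P-IV than in P-III. Of the 12 Th2 polarization genes, which the paper states are elevated there too, 5 were highest in P-IV among these subsets, and 6 when the 8 P-II cells were left out, a setting chosen after seeing the values. Of those 5, Cd80 (0.104 against 0.0451 in P-IV) and Cd86 (0.458 against 0.207) were higher in the cDC2s of both libraries. Il10 and Il33 had no UMI in the subsets and Il4 had 1, so 9 genes could be ranked. Crlf2 and Ifnar1 were highest in P-II on 7 and 3 UMIs.

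The paper states that P-III and P-IV arose from P-I in pseudotime, and it also rests this order on transfer of labelled cells, which was not analysed here. The medians rose in that order in the 5 settings with both libraries. With the GM-CSF-treated library alone, a setting chosen after seeing the values, the median of P-III fell below that of P-I with the root in cluster 9 (-0.0157; the order held for 0 of 20 root cells). With that library alone and the root in P-I, the value from the main root cell was negative (-0.00236), but the order P-I, P-III, P-IV held for 19 of 20 root cells. Cluster 9 of that library held 0 P-I cells, so distance from a root there need not follow an order that starts in P-I.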

Other observations

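The tests of the haemoglobin UMIs and of Mgl2 were chosen only after the results were seen. The tests of depth, tag counts and Ly6c2 were set before their values were seen. Where a value compares the libraries, it sets 1 library against 1, so an effect of GM-CSF stays open and is confounded with the library.

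Haemoglobin genes were among those highest in P-IV. Of their 1881 UMIs in the P-IV cells of the GM-CSF-treated library, 99.8% lay in 1 cell (8704 UMIs in all), which was not called a doublet. A candidate explanation is RNA of a red blood cell in that droplet. Without the cell, 27 genes were at least 2-fold higher in P-IV. No biological explanation was tested.

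The antigen uptake score was higher in P-IV than in P-III by 0.307. A difference in depth as the whole cause is argued against by the difference of 0.211 at 1000 UMIs per cell. Without Mgl2 the difference was 0.00546 (score 0.270 against 0.264), and 0.0289 at 1000 UMIs per cell. A candidate explanation is that the difference reflects the gene whose protein, CD301b, separates P-III from P-IV by gating. The design names no other difference between these subsets within the library, and no biological explanation was tested.

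The CD115hi gate lay at 21 tag counts in steady state and 84 after GM-CSF. On the CLR scale of each library it lay between 1.946 and 1.988 in steady state and between 1.943 and 1.954 after GM-CSF. A single cutoff on that scale fits both libraries, so the unequal counts at the gate follow from normalization within each library. What remains is why CD115 tag counts differ between the libraries. One factor shared by every cell as the whole cause is argued against by the mean CD115 count of T and B cells. It had a ratio of 1.06 between the libraries (2.69 against 2.55), while the mean in mixed cluster 1 of the Focus bundle went from 9.62 to 54.8. The median in that cluster went from 5 to 44. Medians also rose from 0 to 2 in B cells and from 0 to 1 in T cells, and a median of 0 gives no ratio. Means of other types rose (granulocytes 2.63 to 5.48, neutrophils 1.51 to 3.32, progenitor DCs 2.17 to 6.36), so a smaller general rise stays open beside GM-CSF.

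The Ly6C gate lay at 195 tag counts in steady state and 47 after GM-CSF. On the CLR scale of each library it lay between 0.665 and 0.722 in steady state and between 0.694 and 0.705 after GM-CSF. A single cutoff on that scale fits both libraries here too, and the tag counts themselves differed. In neutrophils the mean Ly6C count had a ratio of 0.770 (222 to 171), but it went from 194 to 89.7 in granulocytes, 103 to 15.5 in B cells and 90.9 to 18.6 in progenitor DCs. Fewer Ly6C tag counts in every cell and an effect of GM-CSF cannot be told apart, because cell types went down by unequal factors and there is 1 library per condition.

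Ly6c2 RNA in P-I cells stood at 886 CPM (831 to 944) in steady state and 130 CPM (112 to 150) after GM-CSF. A gate at fewer tag counts as the whole cause is argued against by the 33 GM-CSF-treated P-I cells at or above the steady-state gate, with 347 CPM (280 to 425), although the value rose. Another composition of the gate is argued against by cluster 2 alone, with 1017 against 113 CPM. Library and GM-CSF stay open.

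Between P-I cells of the libraries (5774 genes with at least 50 UMIs, median log2 ratio -0.10), the highest ratios of GM-CSF-treated to steady state were those of Ube2c (at least 102-fold, against 3 counts over the steady-state sum), Ccnb2 (at least 40.7-fold), Nusap1 (at least 28.7-fold), Htra3 and Kif11 (at least 27.7-fold each), Spc24 (at least 24.3-fold), Cenpe (at least 23.5-fold) and Plk1 (at least 14.6-fold), with no UMI in steady state, and Plxdc2 (101, interval 26.8 to 6003) and Spint1 (87.5, 23.2 to 5199) with 1 UMI there. The lowest were Apoe (0.0103; 1332 and 17 UMIs), Hbb-bs (0.0148), Hspa1b (0.0258), Hspa1a (0.0341), Bcl2 (0.0347), Gm26532 (0.0403), Thbs1 (0.0412), F13a1 (0.0756), Tgm2 (0.0758) and Gpr183 (0.0906). Of the 20 genes, 19 stayed past 2-fold without clusters 7 and 8, a setting chosen after seeing the data. They were picked for extreme ratios in these cells, so this could hardly fail.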
